# Lifespan analysis of brain development, gene expression and behavioral phenotypes in the Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of Down syndrome

**DOI:** 10.1242/dmm.031013

**Published:** 2018-06-12

**Authors:** Nadine M. Aziz, Faycal Guedj, Jeroen L. A. Pennings, Jose Luis Olmos-Serrano, Ashley Siegel, Tarik F. Haydar, Diana W. Bianchi

**Keywords:** Down syndrome, Ts65Dn, Ts1Cje, Dp(16)1/Yey, Developmental disorders, Lifespan analysis, Brain development

## Abstract

Down syndrome (DS) results from triplication of human chromosome 21. Neuropathological hallmarks of DS include atypical central nervous system development that manifests prenatally and extends throughout life. As a result, individuals with DS exhibit cognitive and motor deficits, and have delays in achieving developmental milestones. To determine whether different mouse models of DS recapitulate the human prenatal and postnatal phenotypes, here, we directly compared brain histogenesis, gene expression and behavior over the lifespan of three cytogenetically distinct mouse models of DS: Ts1Cje, Ts65Dn and Dp(16)1/Yey. Histological data indicated that Ts65Dn mice were the most consistently affected with respect to somatic growth, neurogenesis and brain morphogenesis. Embryonic and adult gene expression results showed that Ts1Cje and Ts65Dn brains had considerably more differentially expressed (DEX) genes compared with Dp(16)1/Yey mice, despite the larger number of triplicated genes in the latter model. In addition, DEX genes showed little overlap in identity and chromosomal distribution in the three models, leading to dissimilarities in affected functional pathways. Perinatal and adult behavioral testing also highlighted differences among the models in their abilities to achieve various developmental milestones and perform hippocampal- and motor-based tasks. Interestingly, Dp(16)1/Yey mice showed no abnormalities in prenatal brain phenotypes, yet they manifested behavioral deficits starting at postnatal day 15 that continued through adulthood. In contrast, Ts1Cje mice showed mildly abnormal embryonic brain phenotypes, but only select behavioral deficits as neonates and adults. Altogether, our data showed widespread and unexpected fundamental differences in behavioral, gene expression and brain development phenotypes between these three mouse models. Our findings illustrate unique limitations of each model when studying aspects of brain development and function in DS. This work helps to inform model selection in future studies investigating how observed neurodevelopmental abnormalities arise, how they contribute to cognitive impairment, and when testing therapeutic molecules to ameliorate the intellectual disability associated with DS.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Editor's choice:** Comparison of corticogenesis, gene expression and behavior in three mouse models of Down syndrome revealed major differences between the models as well as significant limitations in each strain for understanding neurobiological changes in the human phenotype.

## INTRODUCTION

Down syndrome (DS) is a developmental disorder caused by triplication of human chromosome 21 (HSA21). Approximately 550 genes are located on HSA21, 222 of which encode proteins, while 325 encode microRNAs, long-noncoding RNAs and other regulatory elements (Gupta et al., 2016). DS is the most common live-born autosomal aneuploidy, with an incidence of 1 in 792 live births (de Graaf et al., 2015).

The neuropathological consequences of trisomy 21 begin \during fetal development with decreased cell division and increased apoptosis that together lead to hypoplasia of the hippocampus, neocortex and cerebellum (Bahado-Singh et al., 1992; Contestabile et al., 2007; Guidi et al., 2008; Guihard-Costa et al., 2006; Larsen et al., 2008; Petit et al., 1984; Rotmensch et al., 1997; Weitzdoerfer et al., 2001; Winter et al., 1998; Wisniewski et al., 1984). Brains from fetuses with DS also show a decrease in cellular migration and neurotransmitter levels (Whittle et al., 2007). After birth, brain morphology continues to diverge compared with typically developing individuals (Lott, 2012). In particular, cortical layer thickness, dendritic branching, synapse formation, brain size and overall brain weight are all reduced (Becker et al., 1991, 1986; Golden and Hyman, 1994; Pinter et al., 2001b; Ross et al., 1984; Schmidt-Sidor et al., 1990; Takashima et al., 1981; Wisniewski, 1990; Wisniewski et al., 1984). Delayed and altered myelination of white matter tracts has also been reported (Olmos-Serrano et al., 2016a; Wisniewski and Schmidt-Sidor, 1989). Presumably as a result of these neuroanatomical deficits, altered cognitive development is also observed in infants and children with DS. Intellectual and physical developmental delays eventually lead to a progressive decline in intellectual quotient, delayed language acquisition, and altered hippocampal-dependent explicit and spatial memory (Fidler and Nadel, 2007; Gibson et al., 1988; Nadel, 2003; Ohr and Fagen, 1994; Pennington et al., 2003; Vicari, 2004; Vicari et al., 2004, 2013; Wishart, 1993). By adulthood, brains of individuals with DS show a 24% reduction in size, with a decrease in volume of the cerebellum (−33%), hippocampus (−27%) and frontal cortex (−17%) (Coyle et al., 1986; Jernigan et al., 1993; Pinter et al., 2001a,b; Raz et al., 1995; Teipel et al., 2004, 2003; White et al., 2003; Wisniewski, 1990).

To date, treatment options for people with DS have been limited because human studies have been insufficient in generating longitudinal molecular, biochemical and functional data to elucidate specific, targetable mechanisms underlying DS phenotypes (de Wert et al., 2016). To address this, many genetically heterogeneous mouse models of DS have been generated to identify the mechanisms underlying the developmental changes in DS, and to provide a tractable approach for designing and testing potential therapeutic strategies. Although these studies on different DS models have significantly advanced our understanding, a lack of standardized testing paradigms has resulted in conflicting data and hindered direct comparisons of DS-related murine phenotypes (Das and Reeves, 2011; Gupta et al., 2016; Haydar and Reeves, 2012; Herault et al., 2017; Moore and Roper, 2007; Starbuck et al., 2014). Thus, there is a substantial unmet need for a detailed intraspecies comparative analysis that links the triplicated HSA21 orthologs with developmental sequelae in trisomy models exhibiting different DS phenotypes.

Here, we compare gene expression, brain histopathology and behavior in three cytogenetically distinct mouse models of DS: Ts1Cje, Ts65Dn and Dp(16)1/Yey mice. These three mouse models exploit the synteny that exists between HSA21 and the distal portion of mouse chromosome 16 (MMU16). Therefore, while all three models have large segments of triplicated HSA21-orthologous genes on MMU16, each was engineered using distinct methodology, resulting in different numbers of triplicated genes. The Ts1Cje mouse model was generated via a reciprocal translocation of the distal portion of MMU16 onto the telomeric region of MMU12 (Fig. S1) (Sago et al., 1998). This created an elongated MMU12 carrying an additional dose of 71 HSA21 orthologs, but also led to the monosomy of seven telomeric genes (Duchon et al., 2011). Despite the lack of nonorthologous triplicated genes in this model, a smaller triplication segment and loss of a functional copy of superoxide dismutase 1 has led to less frequent study of Ts1Cje mice. The Ts65Dn mouse was generated by cesium irradiation that induced a reciprocal translocation of the most distal portion of MMU16 onto a separate marker chromosome containing the centromeric portion of MMU17 (Davisson et al., 1990) (Fig. S1). Because this triplication is carried as an additional freely segregating chromosome, the Ts65Dn mouse uniquely models the aneuploidy observed in 95% of individuals with DS (Shin et al., 2010). The triplicated segment consists of ∼104 HSA21 orthologs as well as 60 centromeric MMU17 genes that are not triplicated in humans with DS (Duchon et al., 2011). Of these 60 unrelated genes, ∼35 code for proteins (Duchon et al., 2011). Despite this genetic dissimilarity to people with DS, Ts65Dn has historically been the most widely used trisomic mouse model. More recently, the Dp(16)1/Yey mouse model was generated using Cre-mediated recombination to duplicate the entire 23.3 Mb segment of HSA21 orthologs (∼119 genes), adding them onto the distal portion of one of the endogenous MMU16 chromosomes (Li et al., 2007) (Fig. S1). As this model contains the largest number of triplicated HSA21 orthologs and lacks any perturbation of unrelated genes compared with Ts1Cje and Ts65Dn mice, Dp(16)1/Yey mice should, in theory, have the most similar murine representation of the phenotypes seen in people with DS.

In this study, we used a standardized battery of tests to examine these three mouse strains side by side at three different life stages to eliminate confounding variables arising from experimental design or experimenter bias. We provide evidence of unexpectedly unique phenotypes in each model across the lifespan, and compare our findings with human studies. Furthermore, we provide an objective baseline format to aid in the evaluation of future mouse model(s) and to test the effects of potential therapeutic interventions.

## RESULTS

We compared gene expression, corticogenesis and behavioral aberrations in Ts1Cje, Ts65Dn and Dp(16)1/Yey mice at embryonic day (E) 15.5, postnatal days (P) 0-21, and in adulthood. The data show that Ts65Dn mice exhibited consistent histogenesis and behavioral deficits at every age. While Ts1Cje and Dp(16)1/Yey mice lacked the expected DS-related brain changes at E15.5, they manifested atypical cellular and behavioral phenotypes at different postnatal ages. Generally, gene expression changes were more pronounced in embryonic and adult Ts65Dn and Ts1Cje brains, and the lowest numbers of differentially expressed (DEX) genes were found in Dp(16)1/Yey brains at both embryonic and adult time points. Analyses of gene identity, function, regional expression and contribution to pathway perturbations demonstrated profound differences between the three models. A comprehensive summary of the results is presented in Table 1.

**Table 1.**
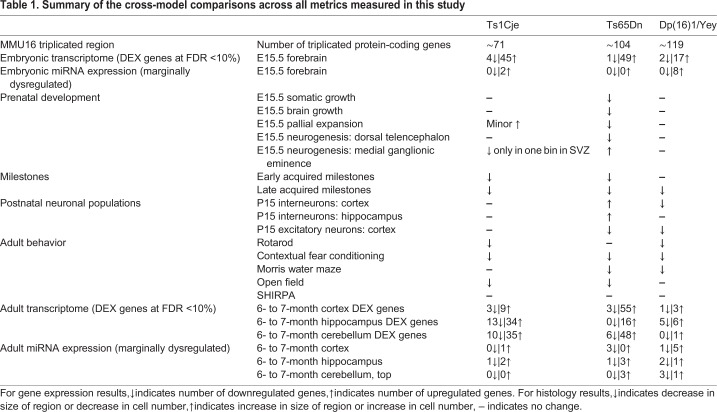
**Summary of the cross-model comparisons across all metrics measured in this study**

### Embryonic brain gene expression studies

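Forebrain RNA of E15.5 embryos was read on 1 array per embryo. The groups were 5 trisomic and 5 euploid Ts1Cje littermates, 6 trisomic and 7 euploid Ts65Dn littermates, and 6 trisomic and 6 euploid Dp(16)1/Yey littermates. Every group held both sexes, and Xist and the Y-linked genes matched the labelled sex of every embryo. The authors' deposited values are log2 signals of 21225 probe sets after RMA, which corrects background, equalizes the arrays of 1 experiment and summarizes the probes of each gene. The array medians were 8.52 to 8.55 in Ts1Cje, 7.24 to 7.29 in Ts65Dn and 7.39 to 7.48 in Dp(16)1/Yey. Each model was compared with its own euploid littermates by limma, a t-test that borrows information on the spread across genes. P values of all 12 comparisons of embryonic and adult tissue were adjusted together by the Benjamini-Hochberg procedure. A gene was called DEX at an FDR below 10%, and the unpaired Student's t-test of the methods was run beside limma. The errors of fold changes given below are limma standard errors (SE) on the log2 scale, and n is given as trisomic and euploid animals. Pathways were read as 25 gene lists, and cell mixture as 15 lists of marker genes, all written before the data were examined. Triplicated genes were taken out of the lists, apart from a separate list of interferon receptors and Mx genes. A list was called at an adjusted P below 0.05 from camera, which ranks the list against all other genes with a preset correlation of 0.01 between its genes. Its P was also computed with the correlation estimated from the arrays, named the estimated-correlation P below. The number of arrays limits the precision. In arrays simulated with the spread of these groups, a 1.5-fold change was recovered for 96 of 100 genes in Ts1Cje, 92 in Ts65Dn and 77 in Dp(16)1/Yey. A 1.25-fold change was recovered for 74, 64 and 30 of 100. Every simulated comparison held 100 changed genes of each size, and more genes were called than in the real data. The joint P limit was therefore less strict, so these shares are likely above those of the real data.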

Embryonic gene expression datasets were previously published but re-analyzed here using different false discovery rate (FDR) cut-offs and pathway analysis databases (Guedj et al., 2016).

#### DEX genes at various FDRs

We compared the number of DEX genes at three different stringencies (FDR<5%, <10% and <20%, Table S1). At all stringencies, Dp(16)1/Yey forebrains had the lowest number of DEX genes compared with Ts65Dn and Ts1Cje forebrains. The number of upregulated DEX genes was higher than the number of downregulated DEX genes in all three models, and most upregulated genes mapped to the triplicated region in each strain (Table S2A,B).

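Psmg1, a proteasome assembly chaperone gene of the triplicated segment, was 1.45-fold of euploid in Ts1Cje (log2 change 0.54, SE 0.07, n = 5 and 5, adjusted P = 0.0085). Gart, which encodes an enzyme of purine synthesis, was 1.40-fold in Ts65Dn (log2 change 0.48, SE 0.06, n = 6 and 7, adjusted P = 0.0035). Mis18a, which encodes a centromere protein, was 1.47-fold in Dp(16)1/Yey (log2 change 0.56, SE 0.09, n = 6 and 6, adjusted P = 0.019). The paper states the counts of such DEX genes at 3 FDR limits. At FDRs below 5%, 10% and 20%, Ts1Cje forebrains had 48, 55 and 69 DEX genes, Ts65Dn forebrains had 53, 56 and 64, and Dp(16)1/Yey forebrains had 17, 19 and 31. At 10%, 50 of the Ts1Cje, 53 of the Ts65Dn and all 19 of the Dp(16)1/Yey DEX genes were higher in trisomic embryos. The methods’ t-test gave 33, 49 and 65 in Ts1Cje, 43, 50 and 59 in Ts65Dn, and 13, 19 and 31 in Dp(16)1/Yey. Without the embryo Eupm13, 36 genes were DEX in Dp(16)1/Yey at 10%. Of 100 groupings of the same embryos, the real one included, the count at 10% was reached by 2 in Ts1Cje, 1 in Ts65Dn and 5 in Dp(16)1/Yey.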

At an FDR<10%, Ts1Cje and Ts65Dn forebrains had a comparable number of DEX genes (49 and 50, respectively) when compared with their euploid littermates (Fig. 1A; Table S2B). Almost all DEX genes were upregulated and over 50% of these DEX genes mapped to the MMU16 trisomic region (31 and 36 DEX genes for Ts1Cje and Ts65Dn mice, respectively) (Fig. 1C; Table S2B). 

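Vps26c, which encodes a subunit of a sorting complex on endosomes, had the largest change among triplicated DEX genes in Ts1Cje (log2 change 0.58, SE 0.07, n = 5 and 5, adjusted P = 0.0036). Sod1, the superoxide dismutase gene, was 1.45-fold (log2 change 0.53, SE 0.06, adjusted P = 0.0038), although it lies outside the stretch Scaf4 to Zbtb21. The paper states that this model lost a functional copy of Sod1, and the arrays do not tell whether the added signal comes from a functional transcript. In Ts65Dn, Mrpl39, a mitochondrial ribosomal protein gene at the edge of the triplicated segment, was 1.42-fold (log2 change 0.51, SE 0.06, n = 6 and 7, adjusted P = 0.0024). Of 55 DEX genes in Ts1Cje, 37 (67.3%) lay in the MMU16 segment from Scaf4 to Zbtb21, and of 56 in Ts65Dn, 43 (76.8%) lay in the segment from Mrpl39 to Zbtb21. The segment as a whole was raised in each model. Among its probe sets above the median signal, 41 of 41 were higher in Ts1Cje with a median FC of 1.32, and 58 of 60 were higher in Ts65Dn with a median FC of 1.31 (exact permutation P of the mean = 0.0079 and 5.8e-04). MMU16 genes before Scaf4 had median FCs of 0.995 from Lipi to Ncam2 and 1.02 from Mrpl39 to Sod1 in Ts1Cje, with 10 of 15 higher and 1 DEX, Sod1 itself, in the latter stretch (exact permutation P of the mean = 0.98 and 0.024).

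**Figure D1:**
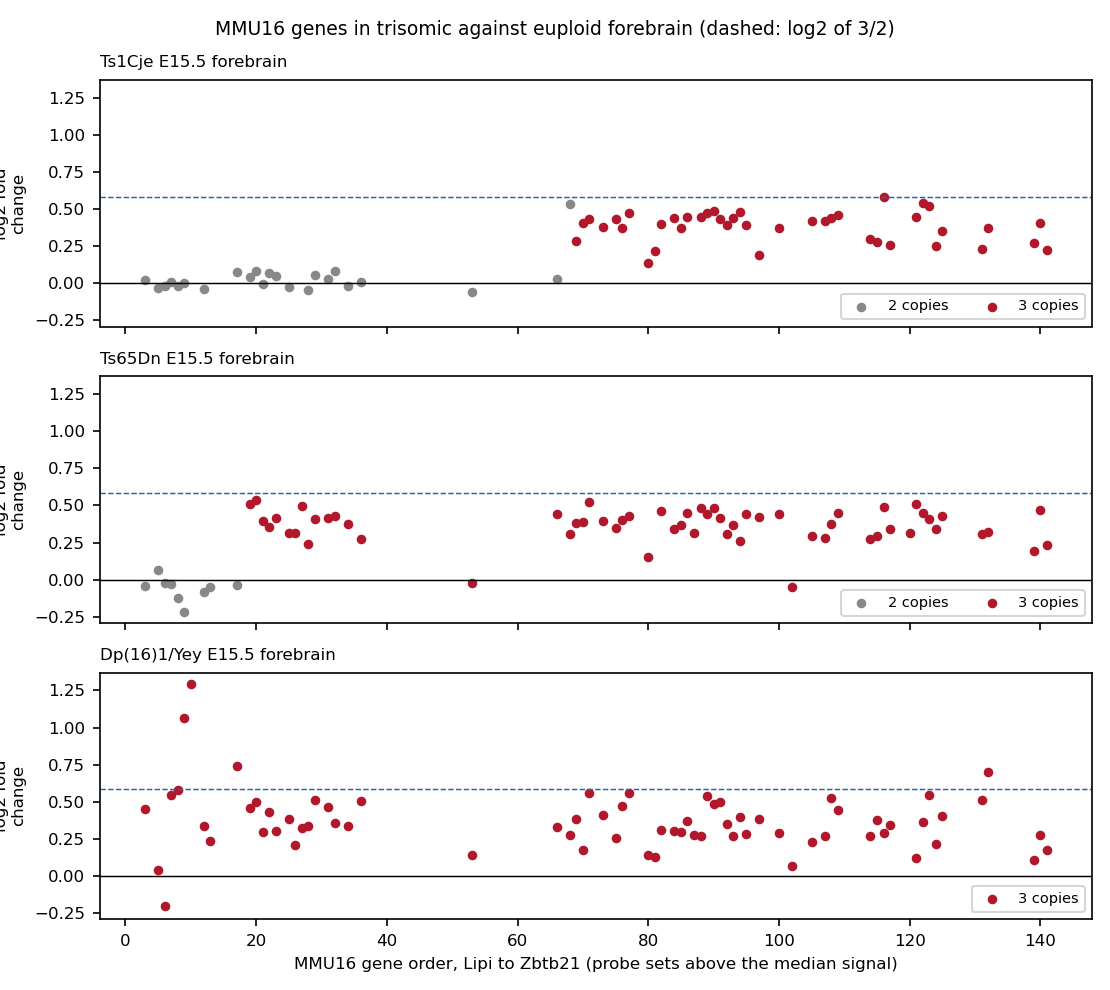
Fold change of the MMU16 genes in E15.5 forebrains of the 3 models, in the order of the genes on the chromosome from Lipi to Zbtb21. Probe sets above the median signal are shown, trisomic against euploid littermates.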

Nine DEX genes in Ts65Dn forebrains mapped to the trisomic MMU17 centromeric region, and four DEX genes in Ts1Cje forebrains mapped to the monosomic region on MMU12 (Fig. 1B; Table S2B). 

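Among DEX genes outside the segments in Ts1Cje, 4930447C04Rik on MMU12 was 1.44-fold (log2 change 0.52, SE 0.06, n = 5 and 5, adjusted P = 0.0041). Tpmt, which encodes thiopurine methyltransferase on MMU13, was 1.32-fold (log2 change 0.40, SE 0.05, adjusted P = 0.0066), and Tsga10 on MMU1 was 1.27-fold (log2 change 0.35, SE 0.06, adjusted P = 0.031). In Ts65Dn, the protocadherin gene Pcdhga11 on MMU18 was 0.744-fold (log2 change -0.43, SE 0.08, n = 6 and 7, adjusted P = 0.077). In Ts1Cje, 13 DEX genes lay outside the segments, 12 higher, Sod1 included, and 1 lower. In Ts65Dn, 4 did, 1 higher and 3 lower. The methods’ t-test placed 15 and 2 genes there.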

The remaining 14 DEX genes in Ts1Cje forebrains, as well as five genes in Ts65Dn forebrains, mapped to other unaffected chromosomes without any specific clustering (Fig. 1B; Table S2B). Even though Dp(16)1/Yey mice contained the largest number of triplicated genes, only 19 DEX genes were found in Dp(16)1/Yey embryonic forebrains compared with their euploid littermates (Fig. 1A; Table S2A,B). Fifteen of these 19 genes mapped to the MMU16 trisomic region (Fig. 1B; Table S2B). In contrast to the other two mouse models, only four DEX genes mapped to unaffected chromosomes (Fig. 1B; Table S2B).

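Son, which encodes a splicing cofactor, was 1.45-fold in Dp(16)1/Yey forebrains (log2 change 0.54, SE 0.07, n = 6 and 6, adjusted P = 0.0035). Dscam, a cell adhesion gene of neurite guidance, was 1.63-fold (log2 change 0.70, SE 0.11, adjusted P = 0.015), and Pcp4, a calmodulin regulator gene, was 1.43-fold (log2 change 0.51, SE 0.09, adjusted P = 0.040). Of the 19 DEX genes, 18 (94.7%) lay in the segment. The other was Rnf17 on MMU14, a gene of male germ cells, at 1.43-fold (log2 change 0.52, SE 0.08, adjusted P = 0.013). Far more of the segment was raised than these calls hold. Of its probe sets above the median signal, 69 of 70 were higher in trisomic embryos with a median FC of 1.27, and 66 of all 141 passed when adjusted over the segment alone (exact permutation P of the mean = 0.0022). DEX by the methods’ t-test were 15 genes in the segment and 4 outside it. The paper states that few genes on unaffected chromosomes were DEX in Dp(16)1/Yey. For single genes, the tests of a difference between models called 2 between Ts1Cje and Dp(16)1/Yey (Dnah11 and Itgb8) and 2 between Ts65Dn and Dp(16)1/Yey (Arid1b and Gtf2h5), all in the MMU12 and MMU17 segments.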

**Fig. 1.**
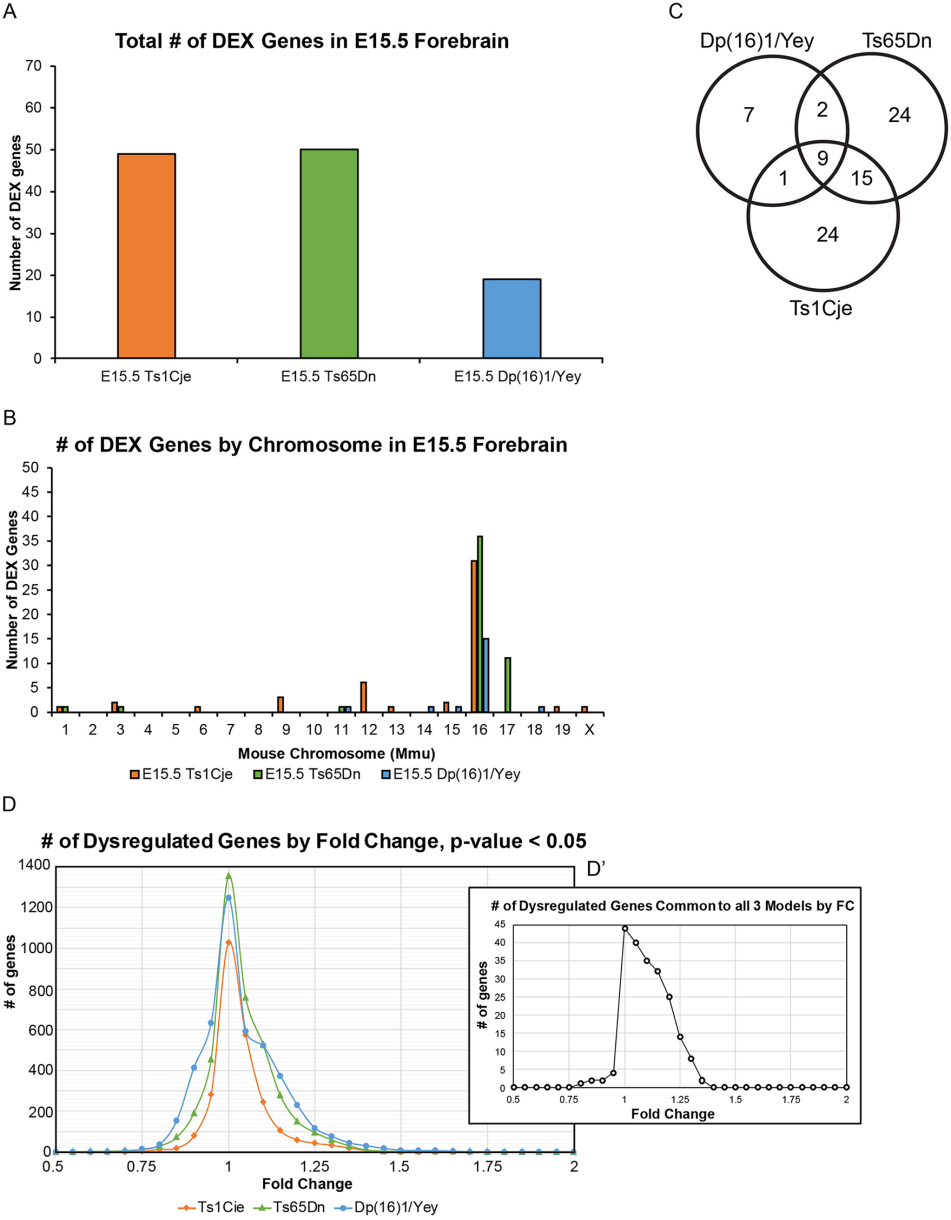
**Number of DEX genes in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryonic forebrains.** Analysis of differentially expressed (DEX) genes in E15.5 forebrains of Ts1Cje mice (*n*=5 trisomic mice, *n*=5 euploid littermates); Ts65Dn mice (*n*=5 trisomic mice, *n*=6 euploid littermates); and Dp(16)1/Yey mice (*n*=6 trisomic mice, *n*=6 euploid littermates). A Benjamini-Hochberg FDR cut-off <10% was used to determine which genes are classified as DEX. (A) Overall number of DEX genes in each model. Ts1Cje and Ts65Dn mice display approximately double the number of DEX genes as Dp(16)1/Yey mice. (B) Number of DEX genes by chromosome in each model. (C) Venn diagram showing the number of common DEX genes among the models. (D) Distribution of dysregulated genes by fold change (FC), showing that the majority of dysregulated genes have small magnitude FCs that lie between 0.75 and 1.25. Relative gene expression in trisomic animals compared with their euploid littermates was deemed significant at *P*<0.05. (D′) Distribution of dysregulated genes that are common to all three models. The majority of dysregulated genes in common cluster between 0.75 and 1.25 FC.

When the three mouse models were compared, Ts1Cje and Ts65Dn mice shared 24 DEX genes, all of which except *Rfx5* mapped to the MMU16 triplicated region (Fig. 1C; Table S2B). Dp(16)1/Yey embryonic brains shared 11 DEX genes with Ts65Dn and 10 DEX genes with Ts1Cje, all of which also mapped to the MMU16 triplicated region (Fig. 1C; Table S2B). 

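Brwd1, which encodes a chromatin reader, was 1.43-fold in Ts1Cje, 1.33-fold in Ts65Dn and 1.46-fold in Dp(16)1/Yey (log2 changes 0.52, 0.41 and 0.55, SE 0.05, 0.04 and 0.08). Dyrk1a, a kinase gene studied in Down syndrome cognition, was 1.19-fold, 1.27-fold and 1.27-fold (log2 changes 0.26, 0.34 and 0.34, SE 0.04, 0.03 and 0.05). Donson, a DNA replication gene, was 1.40-fold in each model (log2 changes 0.49, 0.48 and 0.48, SE 0.04, 0.04 and 0.07). Synj1, which encodes a phosphatase of synaptic vesicle recycling, was DEX in Ts1Cje at 1.30-fold (adjusted P = 0.0017) and in Dp(16)1/Yey at 1.39-fold (adjusted P = 0.013). In Ts65Dn it was 1.32-fold with an adjusted P of 0.12. Ts1Cje and Ts65Dn shared 30 higher DEX genes, all on MMU16, and 1 lower gene, Rfx5. Independent lists would share 0.125 higher genes, a number that takes no account of the segment triplicated in both models. Dp(16)1/Yey shared 13 DEX genes with Ts65Dn and 11 with Ts1Cje, all on MMU16. The 3 models shared 10, namely Brwd1, Chaf1b, Cryzl1, Donson, Dyrk1a, Mis18a, Psmg1, Son, Ttc3 and Urb1. By the methods’ t-test, Ts1Cje and Ts65Dn shared 23 higher genes and Rfx5, and all models shared 9.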

Only nine DEX genes (*Urb1*, *Synj1*, *Son*, *Donson*, *Cryzl1*, *Ttc3*, *Dyrk1a*, *Psmg1* and *Brwd1*) were found to be common among all three models (Fig. 1C; Table S2B).

#### Analysis of non-MMU16 aneuploid genes in the Ts65Dn and Ts1Cje models

In addition to the MMU16 triplicated genes, Ts65Dn mice carry a triplication of ∼35 protein-coding MMU17 genes that are not orthologous to HSA21 genes (Fig. S1) (Duchon et al., 2011). Our microarray studies found that nine of these genes (*Scaf8*, *Tfb1m*, *Arid1b*, *Tmem242*, *Serac1*, *Gtf2h5*, *Tulp4*, *Rps6ka2* and *Fgfr1op*) were significantly upregulated in the Ts65Dn embryonic forebrain compared with euploid littermates (Table S3).

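Rps6ka2, which encodes a ribosomal S6 kinase, had the largest change of these 9 genes in Ts65Dn forebrains at 1.37-fold (log2 change 0.45, SE 0.05, n = 6 and 7, adjusted P = 0.0028). Arid1b, a chromatin remodeling gene of human intellectual disability, was 1.33-fold (log2 change 0.41, SE 0.03, adjusted P = 3.0e-04), and Tmem242 was 1.36-fold (log2 change 0.44, SE 0.04, adjusted P = 0.0010). Tulp4 had the smallest change at 1.28-fold (log2 change 0.35, SE 0.04, adjusted P = 0.0028). All 9 genes were DEX (Fgfr1op is annotated as Cep43). None of the 9 was DEX in Ts1Cje or Dp(16)1/Yey, where this MMU17 stretch has 2 copies. The segment from Scaf8 to Pde10a holds 29 probe sets, and 19 were higher when adjusted over the segment alone. Of its 17 above the median signal, 16 were higher, with a median FC of 1.29.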

Ts1Cje mice also contain a monosomy of seven genes on MMU12 (Fig. S1) (Duchon et al., 2011). Three of these genes (*Itgb8*, *Sp4* and *Sp8*) were significantly downregulated, whereas *Dnah11* was significantly and markedly upregulated (Table S4).

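Dnah11, which encodes a dynein of cilia, was 9.34-fold of euploid in Ts1Cje forebrains, the largest change of any gene (log2 change 3.22, SE 0.05, n = 5 and 5, adjusted P = 1.9e-11). The integrin gene Itgb8 was 0.632-fold (log2 change -0.66, SE 0.04, adjusted P = 1.5e-04). The transcription factor genes Sp4 and Sp8, the latter a regulator of forebrain patterning, were 0.775-fold (log2 change -0.37, SE 0.04, adjusted P = 0.0024) and 0.784-fold (log2 change -0.35, SE 0.05, adjusted P = 0.014). Abcb5 and Macc1 showed no difference, with log2 changes of -0.01 (SE 0.05) and -0.03 (SE 0.04). In Ts65Dn and Dp(16)1/Yey, where the region has 2 copies, none of the 7 genes was DEX. The segment thus held 1 higher and 4 lower DEX genes. Itgb8 and Dnah11 also differed between models, each with an adjusted P below 0.05 against Ts65Dn and against Dp(16)1/Yey.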

#### Comparison of genome-wide effects in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryonic forebrains

The differences between trisomic mice of each strain and their euploid littermates were subtle. Using a stringency of FDR<10% yielded a very low number of DEX genes that mostly clustered within the MMU16 trisomic region of each model. Therefore, in order to analyze the genome-wide expression effects in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryonic forebrains, we set a raw *P*-value threshold of *P*<0.05 to determine which genes exhibited statistically significant alterations. We then determined the number of significantly altered genes at various fold change (FC) values from 0.5 to 2.0 (Fig. 1D). The highest number of altered genes, and the highest number of genes in common between the three models, were found within an FC range of 0.8 to 1.25 (Fig. 1D,D′). This indicated that the majority of dysregulated genes in trisomic forebrains from each of the models exhibited small FC values. 

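Ucp2, which encodes a mitochondrial uncoupling protein on MMU7, was lower in all 3 models at an unadjusted P under 0.05, with log2 changes of -0.33 (SE 0.06, n = 5 and 5), -0.43 (SE 0.11, n = 6 and 7) and -0.36 (SE 0.12, n = 6 and 6). It was not DEX in any of them. Of 932 genes with an unadjusted P under 0.05 in Ts1Cje, 875 (93.9%) had an FC between 0.8 and 1.25. In Ts65Dn, 871 of 1007 genes (86.5%) lay in this range, and in Dp(16)1/Yey 1011 of 1255 (80.6%). The median FC of the higher genes was 1.10, 1.14 and 1.20 in the 3 models, and that of the lower genes was 0.912, 0.894 and 0.857. Only 1 gene in Ts1Cje, Dnah11, and 3 in Dp(16)1/Yey had an FC above 2. By chance, 1061.25 of 21225 probe sets would pass this P in each comparison. Genes past this P in all 3 models numbered 50, of which 49 had the same direction in every model. Outside the segments lay 10 of them, where 2.16 were expected for independent lists. The share of these common genes with an FC between 0.75 and 1.25 was 42% in Ts1Cje, 30.0% in Ts65Dn and 46.0% in Dp(16)1/Yey. The paper concludes from the counts of genes per FC range that most differences were small.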

As it is known that small FCs in gene expression are a hallmark of DS (Dauphinot et al., 2005; Laffaire et al., 2009; Lyle et al., 2004; Vilardell et al., 2011), we conducted a gene set enrichment analysis (GSEA) to include all misexpressed genes in an unbiased manner.

Consistent with our observation of the low number of overlapping DEX genes between the Ts1Cje, Ts65Dn and Dp(16)1/Yey models, only interferon signaling (upregulated) and amino acid transmembrane transporter activity (downregulated) were consistently altered in all three models at E15.5 (Table S5).

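Ifnar1 and Ifnar2, which encode the receptor of type I interferons and are triplicated in every model, were 1.36-fold and 1.32-fold in Ts1Cje (log2 changes 0.44 and 0.40, SE 0.04 and 0.04). They were 1.27-fold and 1.38-fold in Ts65Dn (log2 changes 0.34 and 0.47, SE 0.05 and 0.08) and 1.23-fold and 1.24-fold in Dp(16)1/Yey (log2 changes 0.30 and 0.31, SE 0.09 and 0.11). Of the genes that respond to interferon, Ifi44 was 1.39-fold in Ts65Dn (log2 change 0.47, SE 0.16) and Ifit3 was 1.16-fold (log2 change 0.22, SE 0.07), neither past adjustment over the list alone. The list of interferon receptors and Mx genes was higher in Ts1Cje, Ts65Dn and Dp(16)1/Yey (camera adjusted P = 3.5e-14, 5.5e-10 and 2.1e-04, with estimated-correlation P of 0.0068, 0.0068 and 0.50). The 56 interferon-response genes outside the segments were higher as a list in Ts65Dn, where 47 were higher and 9 lower (adjusted P = 1.1e-04, estimated-correlation P = 0.70). In Ts1Cje 32 were higher and 24 lower (adjusted P = 0.32), and in Dp(16)1/Yey 39 and 17 (adjusted P = 0.18). Among 50 amino acid transporter genes, 31, 32 and 34 were lower in Ts1Cje, Ts65Dn and Dp(16)1/Yey (adjusted P = 0.32, 0.10 and 0.19). Slc3a1, which encodes a subunit of the cystine transporter, was DEX in Ts65Dn at 0.765-fold (log2 change -0.39, SE 0.07, n = 6 and 7, adjusted P = 0.045).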

In Ts1Cje embryonic forebrains, gene sets associated with cell cycle regulation (metaphase), spindle pole and kinetochore assembly, DNA repair, JAK-STAT signaling, and Plk1 and Aurora B pathways were highly upregulated. In contrast, cell cycle genes were downregulated in both Ts65Dn and Dp(16)1/Yey embryonic forebrains, while spindle pole and kinetochore assembly, DNA repair and Plk1 pathways were downregulated only in Dp(16)1/Yey embryonic forebrains. Also, in both Ts1Cje and Ts65Dn embryos, amine-derived hormones and peptidyl tyrosine phosphorylation were upregulated, and the integrin 3 pathway was downregulated (Table S5).

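Spc25 and Cenpk, which encode kinetochore proteins, were 1.16-fold and 1.11-fold in Ts1Cje forebrains (log2 changes 0.21 and 0.15, SE 0.11 and 0.08, n = 5 and 5). Of 54 mitosis and kinetochore genes, 44 were higher and 10 lower, with a median log2 change of 0.03, and none passed an unadjusted P under 0.05 (camera adjusted P = 0.19). The list was called in 4 of 10 omissions of 1 embryo. The mismatch repair gene Msh6 was 1.12-fold (log2 change 0.16, SE 0.05) and the Fanconi anemia gene Fancb 1.08-fold (log2 change 0.11, SE 0.04). Of 60 DNA repair genes, 47 were higher and 13 lower, and the list was called (adjusted P = 0.0015, estimated-correlation P = 0.90), though not without Eup11 or TS01. None of them was DEX or passed when adjusted over the list alone. Of 35 JAK-STAT genes outside the segments, 21 were higher and 14 lower (adjusted P = 0.46).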

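Kif2c, which encodes a kinesin that corrects attachment of chromosomes to the spindle, was 0.802-fold in Dp(16)1/Yey forebrains (log2 change -0.32, SE 0.10, n = 6 and 6). Aurka, the Aurora A kinase gene, was 0.877-fold (log2 change -0.19, SE 0.09), and Xrcc6, a gene of DNA end joining, was 0.861-fold (log2 change -0.22, SE 0.08). Of the mitosis and kinetochore genes, 49 of 54 were lower in Dp(16)1/Yey (camera adjusted P = 5.6e-06, estimated-correlation P = 0.90), and the list was not called without the embryo Eupm13 (adjusted P = 0.091). Of the DNA repair genes, 51 of 60 were lower (adjusted P = 7.1e-06, estimated-correlation P = 0.73). In Ts65Dn, 42 mitosis and kinetochore genes were lower and 12 higher, and the list was not called (adjusted P = 0.38), while it was in 3 of 13 omissions of 1 embryo. No gene of these lists passed when adjusted over its list alone in either model.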

In Ts65Dn embryonic forebrains, gene sets associated with synaptogenesis and NFAT signaling were significantly upregulated whereas ribonuclease activity and antigen binding were significantly downregulated. 

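Homer1, which encodes a scaffold of the postsynaptic density, was 0.900-fold in Ts65Dn forebrains (log2 change -0.15, SE 0.05, n = 6 and 7). Lrrtm3, a synaptic adhesion gene, was 0.829-fold (log2 change -0.27, SE 0.13), and the synapsin gene Syn2 was 0.902-fold (log2 change -0.15, SE 0.07). None passed when adjusted over the list alone. Of 56 genes of synapse formation and synaptic proteins, 49 were lower and 7 higher in Ts65Dn (camera adjusted P = 1.8e-04, estimated-correlation P = 0.90), and the list was not called without the embryo TSm01 (adjusted P = 0.65). Markers of dorsal telencephalic cells were lower in the same embryos. Neurod1 was 0.879-fold (log2 change -0.19, SE 0.05) and Fezf2 0.839-fold (log2 change -0.25, SE 0.07). Of these 20 markers, 19 were lower, 7 of them when adjusted over the list alone (adjusted P = 5.0e-08, estimated-correlation P = 0.35).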

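Rrm2, which encodes a subunit of ribonucleotide reductase, was 0.828-fold in Dp(16)1/Yey forebrains (log2 change -0.27, SE 0.11, n = 6 and 6), and Pola2, a DNA polymerase subunit gene, was 0.845-fold (log2 change -0.24, SE 0.11). Of 45 genes of the G1/S transition, E2F targets and DNA replication, 41 were lower in Dp(16)1/Yey (camera adjusted P = 3.1e-07, estimated-correlation P = 0.90). In Ts65Dn 27 were lower and 18 higher (adjusted P = 0.95), and Ccnd1, the cyclin D1 gene, was 1.13-fold (log2 change 0.18, SE 0.13). The peptide loading gene H2-DMa was higher in Ts65Dn at 1.27-fold when adjusted over the list alone (log2 change 0.34, SE 0.10). Of 14 genes of MHC class II presentation, 7 were higher and 7 lower in Ts65Dn (adjusted P = 0.74), and 11 were higher and 3 lower in Dp(16)1/Yey (adjusted P = 0.12).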

Ts65Dn and Dp(16)1/Yey embryonic forebrains shared more downregulated pathways, including cell cycle, helicase activity, glycosaminoglycan metabolism, major histocompatibility complex (MHC) class II antigen presentation, E2F protein pathway, SMAD2/3 pathway and DAG-IP3 signaling pathways. Cytokine binding, and GATA3 and NO2IL12 pathways were upregulated in both of these mouse models (Table S5).

In Dp(16)1/Yey embryonic forebrains, cytokine binding, G-protein signaling, extracellular matrix (NABA collagens), gap junction assembly and calcium channel activity were all upregulated. On the other hand, genes related to the ribosome, Golgi complex, endoplasmic reticulum and mitochondrial structures, ERK1/2 and WNT signaling pathways were downregulated (Table S5).

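Col20a1 and Col6a2, which encode collagens of the extracellular matrix, were 1.21-fold and 1.11-fold in Dp(16)1/Yey forebrains (log2 changes 0.28 and 0.15, SE 0.09 and 0.06, n = 6 and 6). The connexin gene Gja3 was 1.16-fold (log2 change 0.22, SE 0.09). The ribosomal protein gene Rps25 was 0.764-fold (log2 change -0.39, SE 0.12), and Ndufb3, which encodes a subunit of respiratory complex I, was 0.848-fold (log2 change -0.24, SE 0.08). Of 44 collagen genes 39 were higher (camera adjusted P = 3.6e-06) and of 20 connexin genes 18 were higher (adjusted P = 0.013). Of 48 ribosomal protein genes 36 were lower (adjusted P = 1.9e-05) and of 71 respiratory chain genes 59 were lower (adjusted P = 6.6e-06). The estimated-correlation P was 0.73 for the ribosomal proteins and 0.90 for the other 3 lists. No gene of the 4 lists was DEX or passed when adjusted over its list alone. Neither 26 calcium channel genes (20 higher, adjusted P = 0.19) nor 57 WNT genes (adjusted P = 0.76) were called. Collagen genes were also higher in Ts65Dn, 42 of 44 (adjusted P = 2.0e-06, estimated-correlation P = 0.90), though the list was not called without TSm01 (adjusted P = 0.18).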

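In Dp(16)1/Yey forebrains the antioxidant gene Gpx1 was 0.851-fold (log2 change -0.23, SE 0.08, n = 6 and 6). Of 41 genes of the oxidative stress response, 36 were lower (camera adjusted P = 4.7e-06, estimated-correlation P = 0.90). Taf1c, a transcription factor gene of RNA polymerase I, was 0.862-fold (log2 change -0.21, SE 0.07), and 12 of 19 genes of this polymerase were lower (adjusted P = 0.043, estimated-correlation P = 0.48), a call that ended in 6 of 12 omissions of 1 embryo. The dorsal telencephalic marker Slc17a7, a glutamate transporter gene, was 0.831-fold (log2 change -0.27, SE 0.11), and 19 of these 20 markers were lower (adjusted P = 5.6e-04, estimated-correlation P = 0.90). In Ts1Cje, the chaperone list, with Dnajc3 at 1.11-fold (log2 change 0.15, SE 0.07), was higher (adjusted P = 0.029), and the immediate early genes, with Egr1 at 0.890-fold (log2 change -0.17, SE 0.07), were lower (adjusted P = 0.012, estimated-correlation P = 0.90 for both). These calls ended in 4 and 1 of 10 omissions of 1 embryo. Of the 40 lists, 14 were called in Dp(16)1/Yey, 6 in Ts1Cje and 5 in Ts65Dn. With the correlation estimated from the arrays 0, 1 and 1 stayed, the last 2 being the interferon receptors. The paper concludes from its pathway counts that Dp(16)1/Yey forebrains had the most altered pathways.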

Notably, despite the low number of DEX genes, GSEA data indicated that Dp(16)1/Yey embryonic forebrains had the largest number of altered functional pathways compared with Ts1Cje and Ts65Dn mice (Table S5).

#### Dysregulated pathways and cellular processes

As mentioned above, using a stringency of FDR<10% yielded a very low number of DEX genes that could not be subjected to many of the common bioinformatics platforms. Relaxing statistical criteria to perform GSEA created a need for a complementary approach that incorporated some form of statistical interrogation. Therefore, we generated another gene category that we designated as ‘marginally dysregulated genes’ (MDGs) (as opposed to DEX) genes. In order to generate this list of MDGs, we gated the significantly altered genes (*P*<0.05) at FC<0.8 and FC>1.2 (at least ±20% change in expression level). These values were within the tails of the bell-shaped distribution of significantly dysregulated genes (Fig. 1D). The benefit of the MDG list was that it was unbiased and had a threshold based on statistical significance, but was less stringently gated than with an FDR<10%.

In contrast to DEX genes, Dp(16)1/Yey forebrain had the largest number of MDGs (229 upregulated and 36 downregulated) compared with Ts65Dn (150 upregulated and 28 downregulated) and Ts1Cje forebrains (59 upregulated and 12 downregulated) (Table S6). 

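The neuronal phosphoesterase gene Mpped1 on MMU15 was an MDG in Ts65Dn and Dp(16)1/Yey, with log2 changes of -0.34 (SE 0.15, n = 6 and 7) and -0.34 (SE 0.15, n = 6 and 6). The gene 4930447C04Rik on MMU12 was the only gene off MMU16 that was a higher MDG in every model, with log2 changes of 0.32 (SE 0.15) in Ts65Dn and 0.40 (SE 0.14) in Dp(16)1/Yey. Dp(16)1/Yey forebrains had 417 MDGs, 366 higher and 51 lower, of which 58 lay in the segment. Omission of 1 embryo gave 181 (TSm10) to 2346 (Eupm13), and quantile normalization 233 higher and 73 lower. Ts65Dn forebrains had 144 higher and 41 lower MDGs, 69 of them in the segments, and Ts1Cje forebrains had 60 higher and 14 lower, 43 in the segments. By the methods’ t-test the higher and lower MDGs were 229 and 36 in Dp(16)1/Yey, 126 and 32 in Ts65Dn, and 59 and 12 in Ts1Cje. All 3 models shared 31 higher MDGs, 30 of them on MMU16. An MDG carries no correction for the number of genes. Of 100 groupings of the same embryos, the real one included, 22 gave as many MDGs in Dp(16)1/Yey, 14 in Ts65Dn and 22 in Ts1Cje.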

Importantly, when this MDG list was used for pathway analysis with the Database of Annotation, Visualization and Integrated Discovery (DAVID), similarities with GSEA in affected pathways were apparent. In particular, DAVID analysis also showed only a few commonly dysregulated pathways between models, including (1) upregulation of interferon signaling and immune response in all three mouse models; (2) upregulation of olfactory signaling in both Ts65Dn and Dp(16)1/Yey mice; (3) upregulation of JAK-STAT signaling in both Ts1Cje and Dp(16)1/Yey mice; and (4) upregulation in genes related to locomotor behavior in Ts1Cje and Ts65Dn mice (Tables S7 and S8). In addition to these common pathways, each mouse model exhibited unique pathway changes as follows: (1) Ts65Dn embryonic forebrains showed dysregulation of genes important for axonogenesis, cerebellar granule cell precursor proliferation and neural crest development; and (2) Dp(16)1/Yey showed upregulation of extracellular matrix genes and keratinocyte development, and downregulation of genes responsible for somatic stem cell maintenance, regulation of sequence-specific DNA binding, ribosomes and ribosomal structure, response to hypoxia and response to estradiol (Table S7).

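The olfactory receptor gene Olfr329 was 1.32-fold in Dp(16)1/Yey forebrains (log2 change 0.41, SE 0.09, n = 6 and 6), and Olfr1261 was 0.746-fold (log2 change -0.42, SE 0.09). Neither passed when adjusted over the list alone. Of 1098 olfactory receptor genes, 776 were higher in Dp(16)1/Yey (camera adjusted P = 3.3e-04, estimated-correlation P = 0.92), a call that ended without the embryo TSm10 (adjusted P = 0.14), and 38 were higher and 1 lower among its MDGs. In Ts65Dn 620 were higher (adjusted P = 0.29), with 13 higher and 3 lower MDGs. In Ts1Cje 899 were lower (adjusted P = 5.6e-10, estimated-correlation P = 0.90), and the direction of the list turned without the embryo Eup05 (adjusted P = 0.95). Among them was Olfr748 at 0.871-fold (log2 change -0.20, SE 0.06, n = 5 and 5). The JAK-STAT gene Lepr, the leptin receptor, was 1.21-fold in Dp(16)1/Yey (log2 change 0.27, SE 0.12). Of 35 JAK-STAT genes outside the segments, 18 were higher and 17 lower there (adjusted P = 0.52), and 20 and 15 in Ts65Dn (adjusted P = 0.84).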

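The keratin genes Krt24 and Krt77 were 1.19-fold and 1.22-fold in Dp(16)1/Yey forebrains (log2 changes 0.25 and 0.29, SE 0.09 and 0.10, n = 6 and 6), and the simple epithelial keratin gene Krt8 was 0.849-fold (log2 change -0.24, SE 0.08). Of 54 keratin genes, 51 were higher in Dp(16)1/Yey (camera adjusted P = 7.6e-06, estimated-correlation P = 0.90). Among 43 lower ones in Ts1Cje, Krt28 was 0.908-fold (log2 change -0.14, SE 0.05, n = 5 and 5). The list was called lower there (adjusted P = 0.0029, estimated-correlation P = 0.90), though not without Eup05 or TS12. None of these genes passed when adjusted over the list alone. The ribosomal protein gene Rpl22 was 0.818-fold in Dp(16)1/Yey (log2 change -0.29, SE 0.10), and 9 ribosomal protein genes were lower at an unadjusted P under 0.05. Of 30 genes of the hypoxia response, 19 were lower and 11 higher (adjusted P = 0.25).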

#### Comparison of miRNA expression in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryonic forebrain

MicroRNAs (miRNAs) are short noncoding RNAs that play a crucial role in gene expression through silencing and post-transcriptional regulation (Bartel, 2009; Bushati and Cohen, 2007). Several studies have analyzed the roles of specific HSA21-encoded miRNAs in different disease contexts, but global miRNA expression in fetal brains with DS has not yet been investigated (Elton et al., 2010; Gupta et al., 2016; Xu et al., 2013). Additionally, an miRNA expression study in adult Ts65Dn brains showed genome-wide miRNA dysregulation and left an open question about miRNA status in embryonic brains of these mice along with the Ts1Cje and Dp(16)1/Yey mice (He et al., 2013). We therefore assessed global miRNA representation within the MDG list in each model. The largest number of marginally dysregulated miRNAs (eight miRNAs) was found in the Dp(16)1/Yey embryonic forebrain (Table S9). In contrast, no miRNAs were dysregulated in the Ts65Dn embryonic forebrain and only two miRNAs were upregulated in the Ts1Cje embryonic forebrain (Table S9).

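Mirlet7c-1 and Mir99a, neighbors in the triplicated MMU16 segment, were 2.45-fold and 2.09-fold in Dp(16)1/Yey forebrains (log2 changes 1.29 and 1.06, SE 0.53 and 0.41, n = 6 and 6). Mir665 was 1.44-fold (log2 change 0.53, SE 0.16). In Ts1Cje, Mir136 and the neuronal activity-regulated Mir132 were 1.26-fold and 1.21-fold (log2 changes 0.34 and 0.27, SE 0.11 and 0.08, n = 5 and 5). In Ts65Dn, Mir26a-2 was 0.756-fold and the neurogenic Mir9-2 was 0.798-fold (n = 6 and 7). Of 307 miRNA probe sets, 21 were higher MDGs in Dp(16)1/Yey, 2 were higher in Ts1Cje and 2 were lower in Ts65Dn. None was DEX. The methods’ t-test gave 8 higher in Dp(16)1/Yey, 2 higher in Ts1Cje and 1 lower in Ts65Dn. The miRNA genes as a list were higher in Dp(16)1/Yey, 225 of 304 (camera adjusted P = 1.1e-04, estimated-correlation P = 0.90). Such probe sets read the precursor transcript, and the arrays do not measure the mature miRNA.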

#### Quantitative RT-PCR validation of embryonic microarray findings

We validated four genes from the microarrays by TaqMan-based quantitative reverse-transcription polymerase chain reaction (qRT-PCR). These genes are as follows: (1) *Hspa13* (three copies in Dp(16)1/Yey only), (2) *App* (three copies in Ts65Dn and Dp(16)1/Yey), (3) *Ttc3* (three copies in all models) and (4) *Rfx5* (two copies in all models). In line with gene dosage, *Hspa13* was significantly overexpressed in Dp(16)1/Yey E15.5 forebrains in both microarray (FC=1.37, *P*=0.0016) and qRT-PCR (FC=1.44, *P*<0.05) experiments. 

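Hspa13, which encodes a chaperone of the HSP70 family, is triplicated in Dp(16)1/Yey and has 2 copies in Ts65Dn and Ts1Cje. It was 1.37-fold in Dp(16)1/Yey forebrains (log2 change 0.45, SE 0.08, n = 6 and 6, adjusted P = 0.050). In Ts65Dn it was 0.973-fold (log2 change -0.04, SE 0.05, n = 6 and 7) and in Ts1Cje 1.02-fold (log2 change 0.02, SE 0.06, n = 5 and 5), with adjusted P of 0.92 and 0.97. Its unadjusted P in Dp(16)1/Yey was 7.5e-05 by limma and 1.7e-04 by the methods’ t-test, where the adjusted P was 0.11.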

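App, the gene of the amyloid precursor protein, has 2 copies in Ts1Cje and is triplicated in the other models. It was 1.03-fold in Ts1Cje (log2 change 0.05, SE 0.05, n = 5 and 5, adjusted P = 0.91). In Ts65Dn it was 1.33-fold (log2 change 0.41, SE 0.05, n = 6 and 7, adjusted P = 0.0035). In Dp(16)1/Yey it was 1.23-fold with a wider error (log2 change 0.30, SE 0.16, n = 6 and 6, adjusted P = 0.83). The effect in Ts65Dn was larger than in Ts1Cje by the test of a difference between models (log2 difference -0.37 for Ts1Cje minus Ts65Dn, SE 0.07, adjusted P = 0.084).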

*App* was unchanged in Ts1Cje brains, upregulated in Ts65Dn brains by both methods (microarrays: FC=1.25, *P*<0.01; qRT-PCR: FC=1.66, *P*<0.05), and upregulated only by qRT-PCR in Dp(16)1/Yey brains (microarrays: FC=1.23, n.s.; qRT-PCR: FC=1.54, *P*<0.05). *Ttc3* was significantly upregulated in all three models by both methods (Table S10). 

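Ttc3, which encodes a ubiquitin ligase of the triplicated segment shared by the models, was 1.21-fold in Ts1Cje (log2 change 0.28, SE 0.03, n = 5 and 5, adjusted P = 0.0034). It was 1.23-fold in Ts65Dn (log2 change 0.29, SE 0.03, n = 6 and 7, adjusted P = 0.0024) and 1.30-fold in Dp(16)1/Yey (log2 change 0.38, SE 0.06, n = 6 and 6, adjusted P = 0.031). No test of a difference between models called it.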

Lastly, *Rfx5* (present in two copies in all models) was consistently downregulated by microarrays and qRT-PCR in all three models (Table S10). These qRT-PCR results confirm the validity of the gene expression microarray findings (Table S10).

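Rfx5, a transcription factor gene of MHC class II expression on MMU3, was 0.803-fold in Ts1Cje (log2 change -0.32, SE 0.04, n = 5 and 5, adjusted P = 0.0094). It was 0.729-fold in Ts65Dn (log2 change -0.46, SE 0.07, n = 6 and 7, adjusted P = 0.0090). In Dp(16)1/Yey it was 0.664-fold, the lowest of the 3, with an SE of 0.15 on a log2 change of -0.59 (n = 6 and 6, adjusted P = 0.34), and was not DEX.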

### Neuroanatomy and neurogenesis

#### Body and brain growth measurements in DS model embryos

Growth abnormalities have been widely reported in fetuses and infants with DS during gestation and upon birth. These abnormalities extend to brain growth, which can be detected *in utero*. In gross analyses, only Ts65Dn embryos showed stunted somatic growth (97.24%±0.72 of euploid; *P*<0.01), while Dp(16)1/Yey embryos showed a nonsignificant increase in body size (110.17%±5.07 of euploid; n.s.) and Ts1Cje embryos showed no changes (Fig. 2A,B). Ts65Dn embryos were also the sole model that exhibited a decrease in rostrocaudal brain length (97.39%±1.38 of euploid; *P*<0.05) but showed no difference in mediolateral brain length (Fig. 2C,D). Neither Ts1Cje nor Dp(16)1/Yey embryos had any measurable gross brain defects at E15.5 (Fig. 2C,D).

**Fig. 2.**
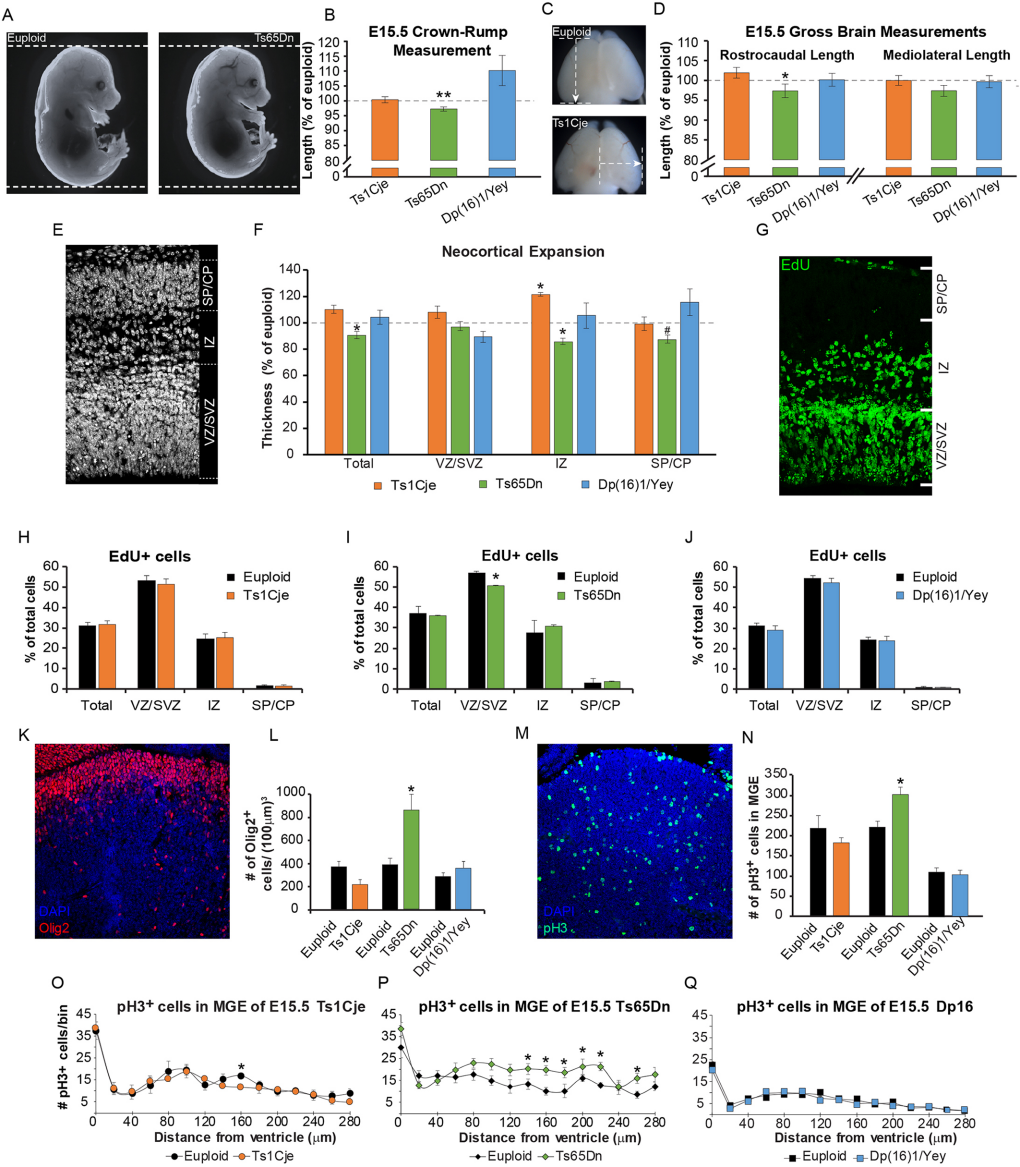
**Embryonic somatic growth, brain development, and neurogenesis in Ts1Cje, Ts65Dn and Dp(16)1/Yey mice.** All images and data are generated at the level of the future somatosensory cortex. Data are mean±s.e.m., *P<0.05, **P<0.01. (A) Representative images of euploid and Ts65Dn embryos at E15.5. (B) Quantification of body length in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryos, showing only a decrease in Ts65Dn body length. Mice used: (1) Ts1Cje strain (*n*=13 trisomic mice, *n*=11 euploid littermates); (2) Ts65Dn strain (*n*=7 trisomic mice, *n*=20 euploid littermates); (3) Dp(16)1/Yey strain (*n*=26 trisomic mice, *n*=19 euploid littermates). (C) Representative images displaying the rostrocaudal (top) and mediolateral (bottom) measurements used to assess gross brain size at E15.5. (D) Gross brain measurements in Ts1Cje, Ts65Dn and Dp(16)1/Yey mice, showing that only Ts65Dn embryonic forebrains have a decreased rostrocaudal length. Mice used: (1) Ts1Cje strain (*n*=13 trisomic mice, *n*=11 euploid littermates); (2) Ts65Dn strain (*n*=7 trisomic mice, *n*=20 euploid littermates); (3) Dp(16)1/Yey strain (*n*=26 trisomic mice, *n*=19 euploid littermates). (E) Representative image showing the dorsal pallium in E15.5 brain. Dashed lines demarcate the different layers of the germinal zone: ventricular/subventricular zones (VZ/SVZ), intermediate zone (IZ) and subplate/cortical plate (SP/CP). (F) Measures of neocortical expansion in Ts1Cje, Ts65Dn and Dp(16)1/Yey forebrains as a percentage of those of their respective euploid littermates. Ts65Dn embryos show a decrease in overall pallial thickness, as well as thickness of the IZ and SP/CP (^#^*P*=0.10). Ts1Cje embryos show an increase in the size of the IZ that is not reflected in any other layer or in overall thickness. Dp(16)1/Yey embryos show no change. Mice used: (1) Ts1Cje strain (*n*=6 trisomic mice, *n*=6 euploid littermates); (2) Ts65Dn strain (*n*=9 trisomic mice, *n*=9 euploid littermates); (3) Dp(16)1/Yey strain (*n*=11 trisomic mice, *n*=10 euploid littermates). (G) Representative image showing EdU staining (green) in the dorsal pallium. Again, the layers of the dorsal germinal zone are demarcated. (H) Ts1Cje embryos show no change in the percentage of EdU^+^ cells by layer in the dorsal pallium compared with euploid littermates. (I) Ts65Dn embryos show a decrease in the percentage of EdU^+^ cells only in the VZ/SVZ of the dorsal pallium compared with euploid littermates. (J) Dp(16)1/Yey embryos show no change in the percentage of EdU^+^ cells by layer in the dorsal pallium compared with euploid littermates. (K) Representative image showing OLIG2 (red) staining in the medial ganglionic eminence (MGE) of the ventral germinal zone at E15.5. Cell nuclei are stained with DAPI (blue). Mice used in H-K: (1) Ts1Cje strain (*n*=6 trisomic mice, *n*=6 euploid littermates); (2) Ts65Dn strain (*n*=9 trisomic mice, *n*=9 euploid littermates); (3) Dp(16)1/Yey strain (*n*=11 trisomic mice, *n*=10 euploid littermates). (L) Number of OLIG2^+^ cells per 100 µm^3^ of MGE in Ts1Cje, Ts65Dn and Dp(16)1/Yey embryos and their respective euploid littermates. Only Ts65Dn mice show a marked increase in OLIG2^+^ cells compared with euploid littermates. Mice used: (1) Ts1Cje strain (*n*=6 trisomic mice, *n*=6 euploid littermates); (2) Ts65Dn strain (*n*=9 trisomic mice, *n*=9 euploid littermates); (3) Dp(16)1/Yey strain (*n*=11 trisomic mice, *n*=10 euploid littermates). (M) Representative image showing phosphorylated histone 3 (pH3) (green) staining in the MGE of the ventral germinal zone at E15.5. Cell nuclei are stained with DAPI (blue). (N) Number of pH3^+^ cells in the MGE of Ts1Cje, Ts65Dn and Dp(16)1/Yey embryos and their respective euploid littermates. Only Ts65Dn mice show a significant increase in pH3^+^ cells compared with euploid littermates. (O-Q) Distribution of pH3^+^ into 20-µm bins starting at the ventricular surface. (O) Ts1Cje mice show a decrease only in one bin at 160 µm from the ventricular surface compared with euploid littermates. (P) Ts65Dn show a consistent increase in the area corresponding to the SVZ of the MGE (bins 140-260 µm from the ventricular surface) compared with euploid littermates. (Q) Dp(16)1/Yey shows no change in pH3^+^ cells by bin compared with euploid littermates. Mice used in N-Q: (1) Ts1Cje strain (*n*=6 trisomic mice, *n*=6 euploid littermates); (2) Ts65Dn strain (*n*=9 trisomic mice, *n*=9 euploid littermates); (3) Dp(16)1/Yey strain (*n*=11 trisomic mice, *n*=10 euploid littermates).

In experiments in which Ts1Cje and Dp(16)1/Yey mice were bred onto a hybrid background matching that of Ts65Dn animals, no changes were again observed in crown-rump, or mediolateral/rostrocaudal brain lengths in Ts1Cje (trisomy passed through the paternal line) or Dp(16)1/Yey mice (trisomy passed through the maternal line; identical to Ts65Dn breeding) compared with their euploid littermates (Fig. S2A,B). These results suggest that neither the presence of a hybrid background nor maternal trisomy [tested here in Dp(16)1/Yey] influence the prenatal somatic and brain growth phenotypes in these mouse models.

#### Expansion of the dorsal pallium during embryonic neurogenesis

Measurements of the dorsal telencephalic germinal zone thickness demonstrated that Ts1Cje mice had no significant changes in the ventricular/subventricular zones (VZ/SVZ), subplate/cortical plate (SP/CP), or the overall pallial expansion compared with euploid littermates (Fig. 2E,F). However, there was a significant increase in the thickness of the intermediate zone (IZ) (121.53%±5.34 of euploid; *P*<0.05) (Fig. 2F). Ts65Dn embryos showed no change in VZ/SVZ thickness, but showed a significant decrease in IZ thickness (87.00%±1.46 of euploid; *P*<0.05) and overall pallial thickness (92.71%±1.69 of euploid; *P*<0.05) along with a trend towards a decrease in SP/CP thickness (88.31%±1.92 of euploid; *P*=0.10) (Fig. 2F). Dp(16)1/Yey mice showed no significant changes in any layer of the dorsal germinal zone or in the overall dorsal pallium (Fig. 2F).

#### Quantification of neurogenesis and neurogenic output in the dorsal and ventral telencephalic germinal zones

In previous studies, we assessed neurogenesis in Ts65Dn embryos at E14.5 using 5-bromo-2′-deoxyuridine (BrdU) pulse labeling. We showed that the number of BrdU-labeled cells was decreased in the dorsal telencephalon, but increased in the ventral telencephalon (Chakrabarti et al., 2010, 2007). However, these abnormalities in neurogenesis were not observed in Dp(16)1/Yey mice (Goodliffe et al., 2016). Here, we assessed all three models side by side at a different gestational age (E15.5) with a different *in vivo* neurogenesis assay using 5-ethynyl-2′-deoxyuridine (EdU). We quantified progenitor numbers to determine whether neurogenesis in either germinal zone is different in trisomic mice compared with their respective euploid littermates (Fig. 2G-Q).

Our data confirm that there is a significant reduction in neocortical neurogenesis in Ts65Dn forebrains. Specifically, we found a decrease in the percent of EdU-labeled cells in the VZ/SVZ of the dorsal telencephalon (88.48%±0.44 of euploid; *P*<0.01). No change was observed in Ts1Cje or Dp(16)1/Yey forebrains (Fig. 2G-J).

We also measured mitosis and progenitor cell number and distribution within the medial ganglionic eminence (MGE) of the ventral germinal zone, the birthplace of oligodendrocytes (OLs) and tangentially migrating cortical interneurons (INs) (Fig. 2K-Q). In Ts65Dn MGE, phosphorylated histone 3 (pH3) staining showed an increase in mitotically active progenitors in the SVZ (137.28%±8.76 of euploid; *P*<0.05) (Fig. 2M,N; previously reported in Chakrabarti et al., 2010). To characterize the types of progenitors within this region, we used an oligodendrocyte transcription factor 2 (OLIG2) antibody to specifically mark OL and IN progenitors (Lu et al., 2000; Miyoshi et al., 2007; Takebayashi et al., 2000). The number of OLIG2^+^ cells was increased in Ts65Dn animals (Fig. 2L; previously reported in Chakrabarti et al., 2010). In contrast, no significant changes in pH3 labeling or OLIG2 labeling were found in Ts1Cje MGE (except a decrease in pH3 staining in one abventricular bin at 160 μm) (Fig. 2K-Q) or Dp(16)1/Yey MGE (Fig. 2K-Q; data previously shown in Goodliffe et al., 2016).

### Neonatal behavior

Newborns with DS exhibit hypotonia and delays in achieving developmental milestones (Horovitz and Matson, 2011). Using the experimental paradigm established in Olmos-Serrano et al., 2016b we investigated early postnatal development in Ts1Cje, Ts65Dn and Dp(16)1/Yey mice along with their euploid littermates from birth until weaning (P21) (Fig. 3; Figs S3-S6). Despite the mild abnormalities in embryonic corticogenesis in Ts1Cje mice, and lack thereof in Dp(16)1/Yey mice, analysis of neonatal behavior was conducted to identify any cognitive and behavioral deficits and to pinpoint their timing of onset. Therefore, body weight and length, as well as motor strength, coordination and acquisition of neurological reflexes were analyzed in a single combined cohort for each of the mouse strains [combined data previously reported for Ts65Dn in Olmos-Serrano et al., 2016b and for Dp(16)1/Yey in Goodliffe et al., 2016]. Subsequently, male and female behavioral performances were independently analyzed. Overall, while the findings show that trisomic mice eventually meet criteria for each developmental milestone, each model has a unique pattern of delays.

**Fig. 3.**
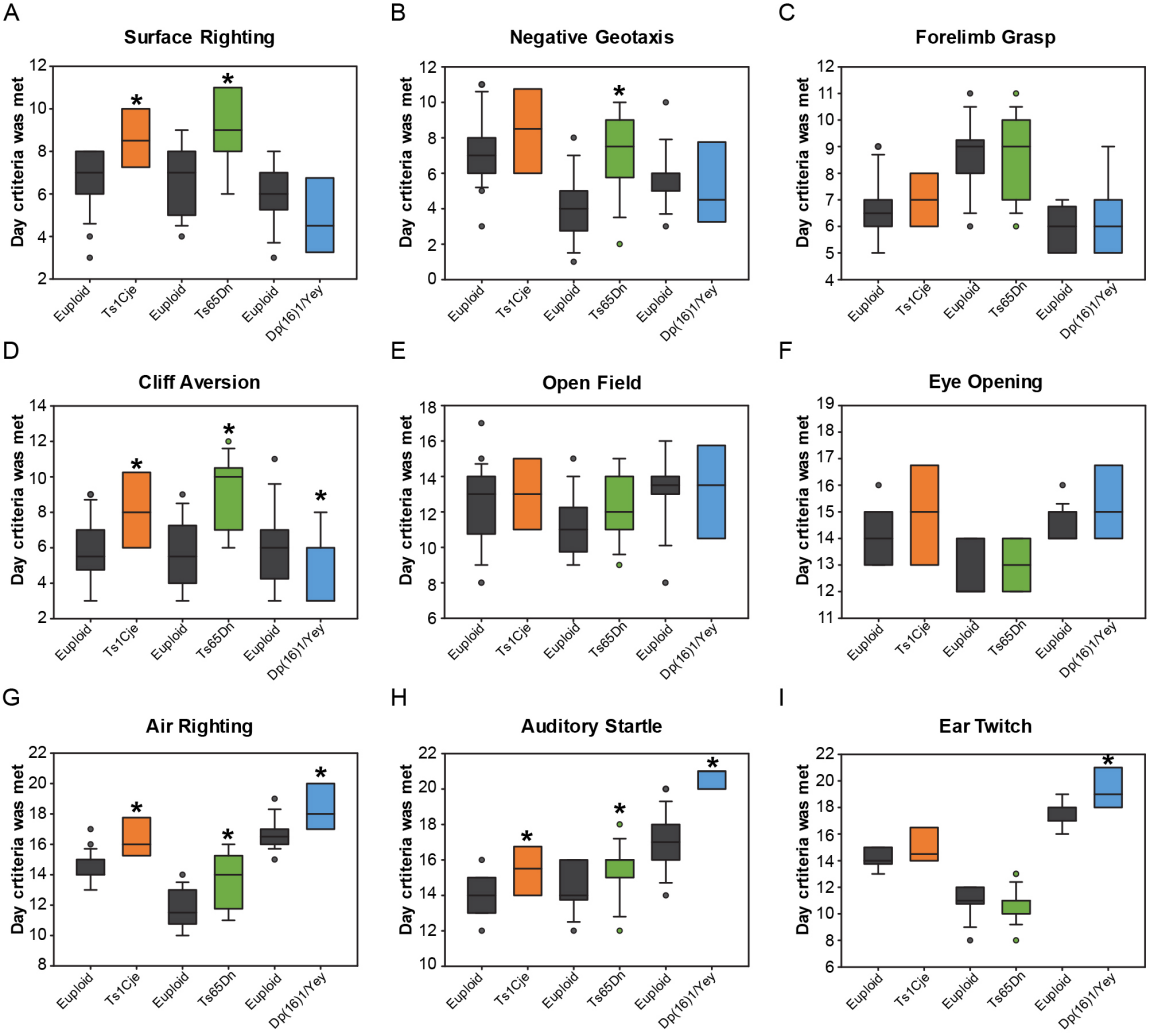
**Developmental milestones in male Ts1Cje, Ts65Dn and Dp(16)1/Yey neonates.** Developmental milestones were measured on a daily basis between birth and P21 in Ts1Cje mice (*n*=32 trisomic mice, *n*=64 euploid littermates); Ts65Dn mice (*n*=34 trisomic mice, *n*=23 euploid littermates); and Dp(16)1/Yey mice (*n*=30 trisomic mice, *n*=72 euploid littermates). Graphs showing day on which criteria were met on each task in trisomic mice compared with euploid littermates. Plots show median value for each group tested, first and third quartiles, data range and outliers; *P<0.05. (A) On surface righting, only Ts1Cje and Ts65Dn mice show an impairment compared with their euploid littermates. (B) On negative geotaxis, only Ts65Dn mice show a marked impairment compared with their euploid littermates. (C) On forelimb grasp, all trisomic mice perform similarly to their euploid littermates. (D) On cliff aversion, Ts1Cje and Ts65Dn mice show a significant impairment, whereas Dp(16)1/Yey mice show an improvement, compared with their respective euploid littermates. (E) On open field, all trisomic mice perform similarly to their euploid littermates. (F) On eye opening, all trisomic mice perform similarly to their euploid littermates, showing that there was no confound during testing from lack of vision in trisomic mice. (G) On air righting, all trisomic mice show an impairment compared with their euploid littermates. (H) On auditory startle, all trisomic mice show an impairment compared with their euploid littermates. (I) On ear twitch, only Dp(16)1/Yey mice show an impairment compared with euploid littermates.

#### Ts1Cje: both sexes combined

Combined analysis of both sexes showed that weight and body lengths were significantly decreased in Ts1Cje pups compared with their euploid littermates (Fig. S3A,B). When the percentage of mice meeting criteria for each task was analyzed daily, data showed that Ts1Cje mice performed worse on surface righting, negative geotaxis, cliff aversion, ear twitch response, air righting and auditory startle (Fig. S3). Also, fewer Ts1Cje pups opened their eyes on P14-16 compared with their euploid littermates (Fig. S3I). Ts1Cje pups performed similarly to euploid pups on the forelimb grasp and open field tasks (Fig. S3F,G). Overall, Ts1Cje mice performed significantly worse on both early and late acquired tasks (Fig. S3).

#### Ts1Cje: males versus females

When assessed separately, both Ts1Cje males and females performed similarly and experienced delays mostly in achieving late acquired tasks (Fig. 3; Fig. S6). Ts1Cje males had significantly delayed acquisition of surface righting, cliff aversion, air righting and auditory startle responses compared with euploid males (Fig. 3; Fig. S6A,D,G,H). Females had significantly delayed acquisition of negative geotaxis, cliff aversion, air righting, auditory startle and ear twitch responses compared with euploid females (Fig. S6B′,D′,G′,H′,I′).

#### Ts65Dn: both sexes combined

Weight was significantly decreased in Ts65Dn pups compared with euploid littermates (Fig. S4A). When the percent of mice meeting criteria for each task was analyzed daily, data showed that Ts65Dn pups performed worse on surface righting, negative geotaxis, cliff aversion, open field and air righting tasks compared with euploid littermates (Fig. S4). Ts65Dn performed similarly to euploid pups on the forelimb grasp, ear twitch, eye opening and auditory startle responses (Fig. S4). Similar to Ts1Cje mice, Ts65Dn mice performed significantly worse on both early and late acquired tasks (Fig. S4).

#### Ts65Dn: males versus females

Ts65Dn males performed considerably worse than Ts65Dn females (Fig. 3; Fig. S6). While Ts65Dn females showed a significantly delayed acquisition of the cliff aversion response only (Fig. S6D′), Ts65Dn males showed a significant delay in achieving surface righting, negative geotaxis, cliff aversion, air righting and auditory startle responses (Fig. 3; Fig. S6A,B,D,G,H). Thus, Ts65Dn males showed significant impairment in achieving both early and late acquired tasks, but Ts65Dn females were minimally affected (Fig. 3; Fig. S6).

#### Dp(16)1/Yey: both sexes combined

Analysis of both sexes showed that weight and body length were significantly decreased in Dp(16)1/Yey pups compared with euploid littermates (Fig. S5A,B). When the percentage of mice meeting criteria for each task was analyzed daily, data showed that Dp(16)1/Yey pups performed worse on ear twitch, air righting and auditory startle responses (Fig. S5). Also, fewer Dp(16)1/Yey pups opened their eyes on P15-16 compared with their euploid littermates (Fig. S5I). Dp(16)1/Yey pups performed similarly to euploid pups on the surface righting, negative geotaxis, forelimb grasp and open field tasks (Fig. S5). Surprisingly, a significantly larger proportion of Dp(16)1/Yey mice achieved criteria earlier in the cliff aversion task compared with euploid littermates (Fig. S5E). Overall, Dp(16)1/Yey mice performed significantly worse only on late acquired tasks (Fig. S5).

#### Dp(16)1/Yey: males versus females

Both Dp(16)1/Yey males and females performed similarly and experienced delays in achieving late acquired tasks (Fig. 3; Fig. S6). Dp(16)1/Yey males had significantly delayed acquisition of air righting, auditory startle and ear twitch responses compared with euploid males (Fig. 3; Fig. S6G,H,I). However, Dp(16)1/Yey males achieved criteria earlier for the cliff aversion task (Fig. 3D; Fig. S6D). Females had significantly delayed acquisition of negative geotaxis, air righting, auditory startle and ear twitch responses compared with euploid females (Fig. S6B′,G′,H′,I′). Dp(16)1/Yey females also had delayed eye opening compared with euploid mice (Fig. S6F′).

### Excitatory and inhibitory neuronal density

#### Postnatal defects in IN populations

To assess the possible underlying etiology of developmental milestone abnormalities, we examined cortical and hippocampal neuronal populations to determine whether they are perturbed at a time when all three models show behavioral deficits (Fig. 4). All nuclei, counterstained with either 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI) or TO-PRO^®^-3, were counted throughout a consistent region of interest within the somatosensory cortex at P15. The total number of cells, as well as the number of cells within each neocortical layer, did not differ in Ts1Cje P15 somatosensory cortex (Fig. 4A,B). We then used somatostatin (SS), parvalbumin (PV) and calretinin (CR) to label IN subtypes and found no differences in Ts1Cje somatosensory cortex, both when overall IN numbers were counted (Fig. 4A,C) and when IN laminar position and cell density were calculated (data not shown). In contrast, both PV^+^ and SS^+^ INs were significantly increased in Ts65Dn brains in individual neocortical layers as well as overall (Fig. 4A,D; layer data in Chakrabarti et al., 2010). However, the overall number of CR^+^ cells was unchanged in Ts65Dn (Fig. 4A,D). In Dp(16)1/Yey animals, PV^+^ and SS^+^ cell numbers were decreased but CR^+^ cell numbers trended towards an increase (Fig. 4A,E; *P*=0.07; data shown in Goodliffe et al., 2016). In the hippocampus, which is also populated by MGE-derived INs, only the Ts65Dn mice showed an increase in PV^+^ and SS^+^ cell numbers (Fig. 4F,G; data shown in Chakrabarti et al., 2010); no change was observed in Ts1Cje or Dp(16)1/Yey mice [Fig. 4F,G; Dp(16)1/Yey data previously shown in Goodliffe et al., 2016].

**Fig. 4.**
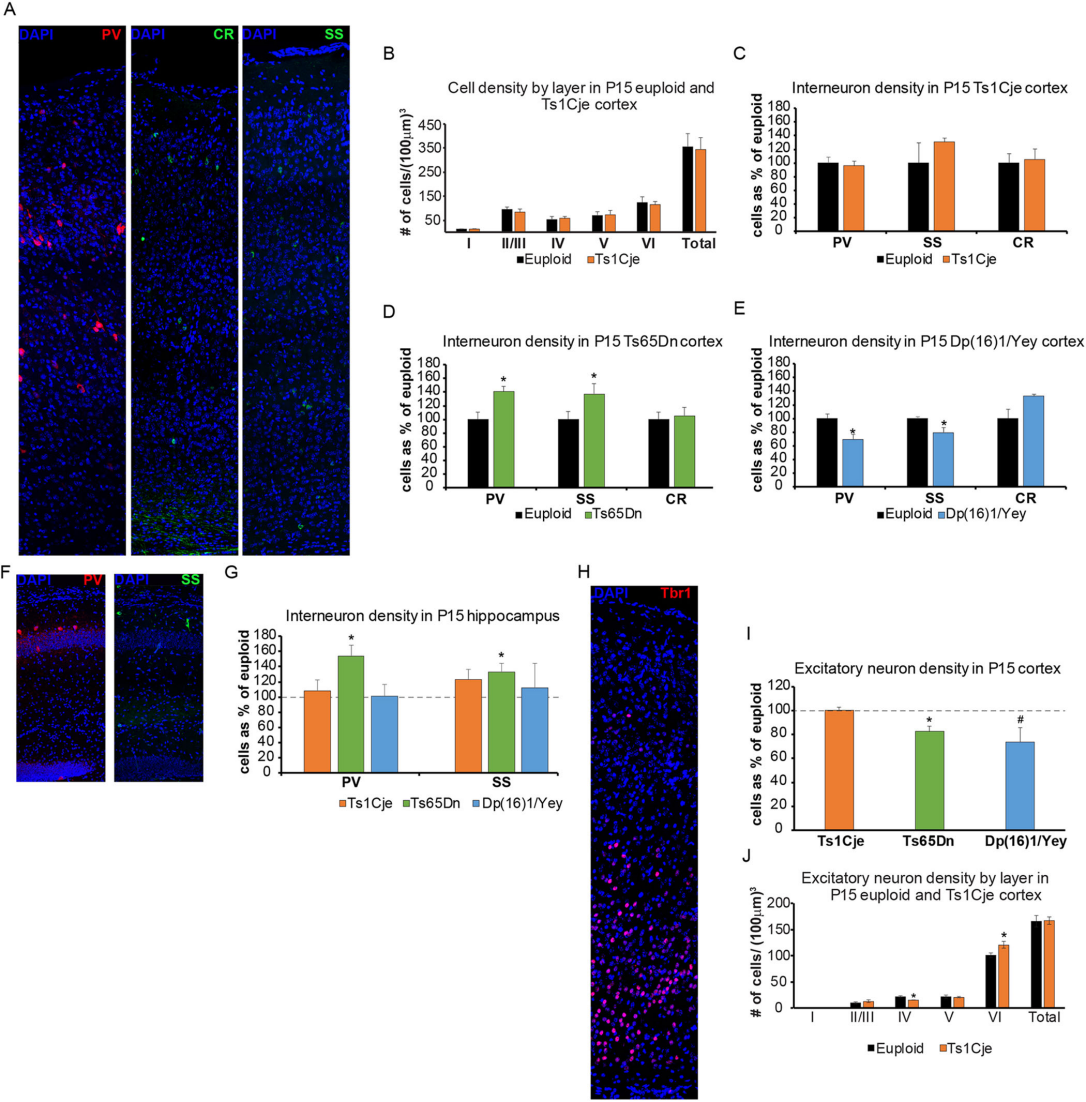
**Neuronal populations in P15 Ts1Cje, Ts65Dn and Dp(16)1/Yey forebrains.** Both excitatory and inhibitory neuronal populations were measured in the somatosensory cortices of the Ts1Cje (*n*=6 trisomic mice, *n*=6 euploid littermates), Ts65Dn (*n*=4 trisomic mice, *n*=4 euploid littermates) and Dp(16)1/Yey (*n*=4 trisomic mice, *n*=5 euploid littermates) mouse models at P15. (A) Representative images of parvalbumin (PV, red), calretinin (CR, green) and somatostatin (SS, green) inhibitory interneuron (IN) staining in the somatosensory cortex. All nuclei are counterstained with DAPI (blue). (B) Cell density by neocortical layer in P15 Ts1Cje mice compared with euploids. No change is observed in density or layer thickness (data not shown). Data are mean±s.e.m. (C-E) IN density as a percentage of total cells. Each subtype is represented separately. No change in overall density or density by neocortical layer (data not shown) is seen in Ts1Cje mice compared with their euploid littermates (C). An increase in PV^+^ and SS^+^ IN density is seen in the neocortex of Ts65Dn mice compared with their euploid littermates. No change is observed in CR^+^ INs (D). A decrease in PV^+^ and SS^+^ IN density is seen in the neocortex of Dp(16)1/Yey mice compared with their euploid littermates. No change is observed in CR^+^ INs (E). (F) Representative images of PV^+^ (red) and SS^+^ (green) INs in the dorsal hippocampus. All nuclei are counterstained with DAPI (blue). (G) No change in IN populations in the hippocampus is seen in Ts1Cje (orange bars) and Dp(16)1/Yey (blue bars) mice compared with their euploid littermates. Ts65Dn mice show an increase in both PV^+^ and SS^+^ INs in the hippocampus compared with their euploid littermates. Data are mean±s.e.m., *P<0.05. (H) Representative images of Tbr1 (red) excitatory neuron staining in the somatosensory cortex. All nuclei are counterstained with DAPI (blue). (I) Ts65Dn mice show a significant decrease in excitatory neuron numbers in the somatosensory cortex compared with their euploid littermates (green bar). Dp(16)1/Yey mice show a trend towards a decrease in excitatory neuron numbers in the somatosensory cortex compared with their euploid littermates (blue bar). Ts1Cje mice show no change in overall number of excitatory neurons in the somatosensory cortex compared with their euploid littermates. (J) However, a shift in distribution from Layer IV, favoring Layer VI, is observed in these mice. Data are mean±s.e.m., *P<0.05; ^#^*P*=0.07.

#### Postnatal defects in excitatory neuron populations

Excitatory neurons positive for T-box brain 1 (TBR1) staining were significantly decreased in Ts65Dn cortex (Fig. 4H,I; data from Chakrabarti et al., 2010) and trended towards a decrease in Dp(16)1/Yey cortex (Fig. 4H,I; *P*=0.07; data from Goodliffe et al., 2016). In contrast, the overall number of excitatory neurons in Ts1Cje cortex was unchanged (Fig. 4H,I). Upon closer examination, we observed a misallocation of excitatory cells between neocortical layers IV and VI, leading to an increased cell number within layer VI but a decrease in layer IV in Ts1Cje brains (Fig. 4J).

### Adult behavior

Learning, memory and motor deficits are fully penetrant in people with DS and constitute major aspects of the associated intellectual disability. Because these phenotypes are present throughout the lifespan of individuals with DS, in addition to the developmental milestone assessments, we sought to test similar aspects of behavior in adult Ts1Cje, Ts65Dn and Dp(16)1/Yey mice. To do so, we utilized a battery of tests including SHIRPA, open field (OF), Morris water maze (MWM), contextual fear conditioning (CFC) and rotarod. These tests allowed us to specifically assess hippocampal-dependent spatial and contextual memory, and motor-based functions, such as locomotion, motor reflexes and motor coordination. All adult behavioral data were newly generated, except for MWM results in the Ts65Dn and Dp(16)1/Yey mice (previously published in Olmos-Serrano et al., 2016b and Goodliffe et al., 2016).

#### Reflexive behavior: SHIRPA test

Examination of over 40 different basic reflexes using the SHIRPA primary screen protocol did not reveal widespread deficits in Ts1Cje, Ts65Dn or Dp(16)1/Yey animals compared with euploid controls. All test results are summarized in Table S11.

#### Exploratory behavior and spontaneous locomotor activity: open field test

When exploratory behavior was analyzed over a 60-min open field trial period, the total distance traveled by Ts65Dn mice was significantly higher than that traveled by their euploid controls (*P*<0.05, Mann–Whitney test) (Fig. S7B), but was unchanged in Ts1Cje and Dp(16)1/Yey mice (Fig. S7A,C). Upon closer inspection, we found that in both Ts65Dn and Ts1Cje mice, the total distance traveled in the periphery, but not in the center, was significantly higher than that traveled by euploid controls (*P*<0.05 and *P*<0.001, respectively, Mann–Whitney test) (Fig. 5A,B). In contrast, the distance traveled in the center versus periphery was unchanged in the Dp(16)1/Yey mice compared with euploid mice (Fig. 5C).

**Fig. 5.**
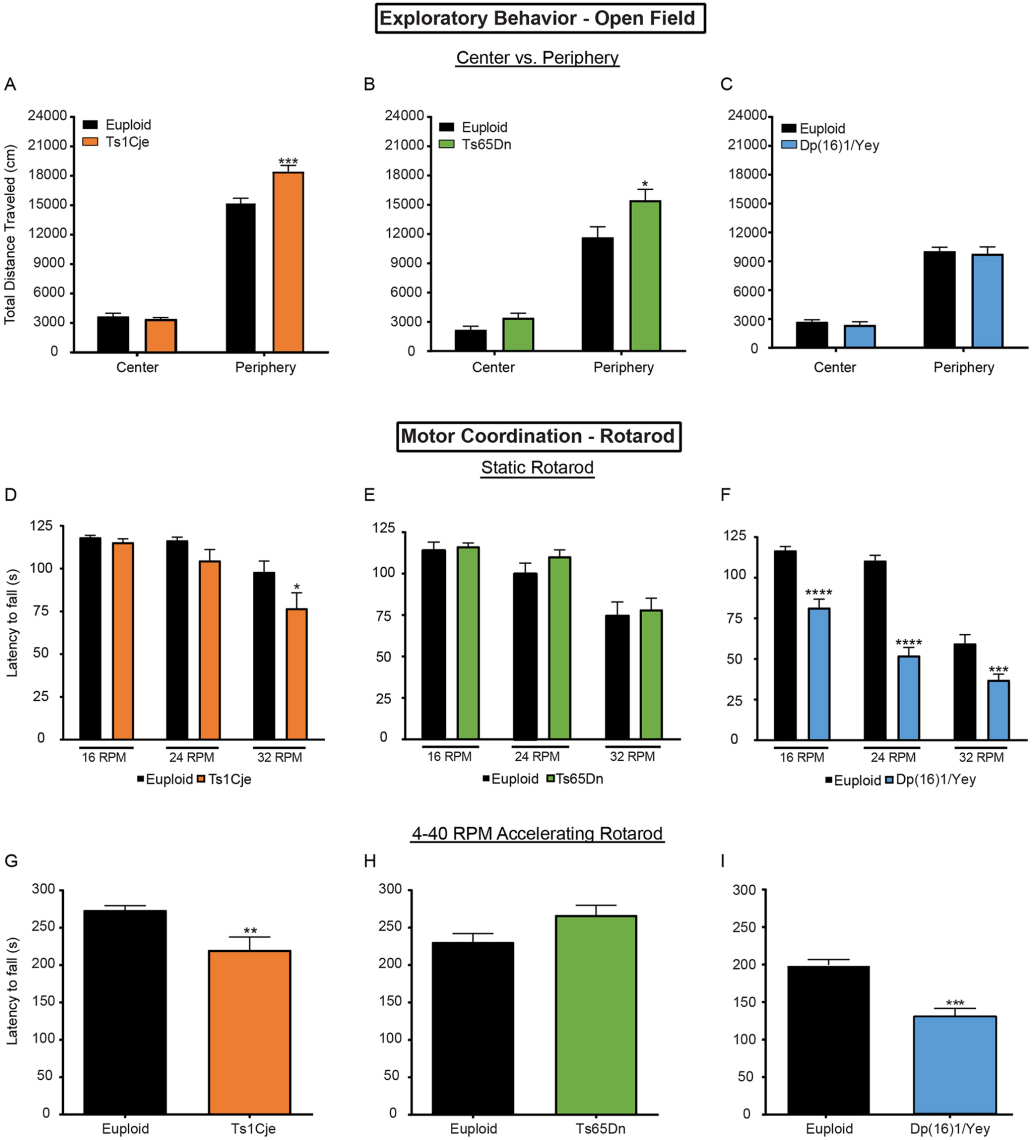
**Motor-based tasks in adult Ts1Cje, Ts65Dn and Dp(16)1/Yey males.** Exploratory motor behavior and coordination were investigated in the open field and rotarod tests in Ts1Cje mice (*n*=13 trisomic mice, *n*=15 euploid mice); Ts65Dn mice (*n*=12 trisomic mice, euploid mice=12); Dp(16)1/Yey mice(*n*=18 trisomic mice, *n*=17 euploid mice). (A-C) Measurement of distance traveled in the center versus periphery of testing space during the open field task. This measurement is a representation of exploratory behavior in animals. Ts1Cje mice travel more distance in the periphery compared with their euploid controls. Travel in the center is similar between genotypes (A). Ts65Dn mice also travel more distance in the periphery compared with their euploid controls. Travel in the center is similar between genotypes (B). Dp(16)1/Yey mice show no change in distance traveled in both center and periphery compared with their euploid controls (C). (D-F) Latency to fall during the nonaccelerating rotarod at three different speeds: 16, 24 and 32 RPM. This task measures motor coordination in animals. Ts1Cje mice only show a deficit at the highest rotational speed of 32 RPM (D). Ts65Dn mice show no difference in rotarod performance compared with a pooled cohort of B6C3Sn hybrid euploids at any speed (E). Dp(16)1/Yey mice show a marked impairment in rotarod performance at every speed compared with their euploid controls (F). (G-I) Latency to fall during the accelerating rotarod task, which gradually increases in rotational speed from 4 RPM to 40 RPM. This task measures motor coordination in animals. Ts1Cje mice show significant impairment in accelerating rotarod task compared with their euploid controls (G). Ts65Dn mice show no difference in rotarod performance compared with a pooled cohort of B6C3Sn hybrid euploids (H). Dp(16)1/Yey mice show a marked impairment in rotarod performance compared with their euploid controls (I). Data are mean±s.d., *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

Ts1Cje mice on the B6C3Sn background showed no impairments in total distance traveled compared with their euploid littermates (Fig. S2C).

Further analysis using 20-min time bins showed that both Ts65Dn and Ts1Cje mice traveled a significantly longer distance overall and in the periphery compared with their euploid controls during each 20-min period (*P*<0.05, Kruskal–Wallis test) (Fig. S7). However, Dp(16)1/Yey mice once again showed no change compared with euploid mice at any time interval (Fig. S7). Raw data are presented in Table S12.

#### Motor coordination: rotarod

In the static speed [16, 24 and 32 revolutions per minute (RPM)] test (day 1), Ts1Cje mice fell significantly faster than euploid littermates only at the highest rotational speed of 32 RPM (*P*<0.05, Mann–Whitney test) (Fig. 5D). On the other hand, Ts65Dn mice showed no differences in latency to fall compared with their euploid controls at 16, 24 and 32 RPM (Fig. 5E). Dp(16)1/Yey mice fell significantly faster than their euploid controls at all speeds tested (*P*<0.001, Mann–Whitney test) (Fig. 5F). In the accelerating speed test (day 2), both Dp(16)1/Yey and Ts1Cje mice fell significantly faster compared with their respective euploid controls, with the Dp(16)1/Yey mice showing the most severe deficits (*P*<0.001, Mann–Whitney test) (Fig. 5G,I). Similar to our findings in the static speed test, Ts65Dn mice showed no change compared with their euploid controls in the accelerating speed test (Fig. 5H). Raw data are presented in Table S12.

Ts1Cje mice on the B6C3Sn hybrid background showed no impairments compared with euploid littermates in both the static and accelerating rotarod tests (Fig. S2E,F).

#### Hippocampal-dependent contextual memory: contextual fear conditioning test

During a 5-min training session on day 1, Ts1Cje mice showed less freezing behavior (21.76±3.17%) compared with euploid mice (37.95±5.13%; *P*<0.01, Mann–Whitney test) only at 300 s, otherwise these trisomic mice performed similarly to their euploid controls (Fig. 6A). In contrast, Ts65Dn mice displayed higher freezing behavior (28.15±5.47%) compared with euploid mice (7.48±1.78%; *P*<0.05, Mann–Whitney test) only at 240 s (Fig. 6B). Dp(16)1/Yey mice showed higher freezing behavior (8.91±3.10%) compared with their euploid littermates (1.63±0.65%; *P*<0.05; Mann–Whitney test) before receiving the first shock and 60 s after receiving the second shock (Fig. 6C). However, the percentage freezing was similar between the genotypes between the first and second shocks (Fig. 6C).

**Fig. 6.**
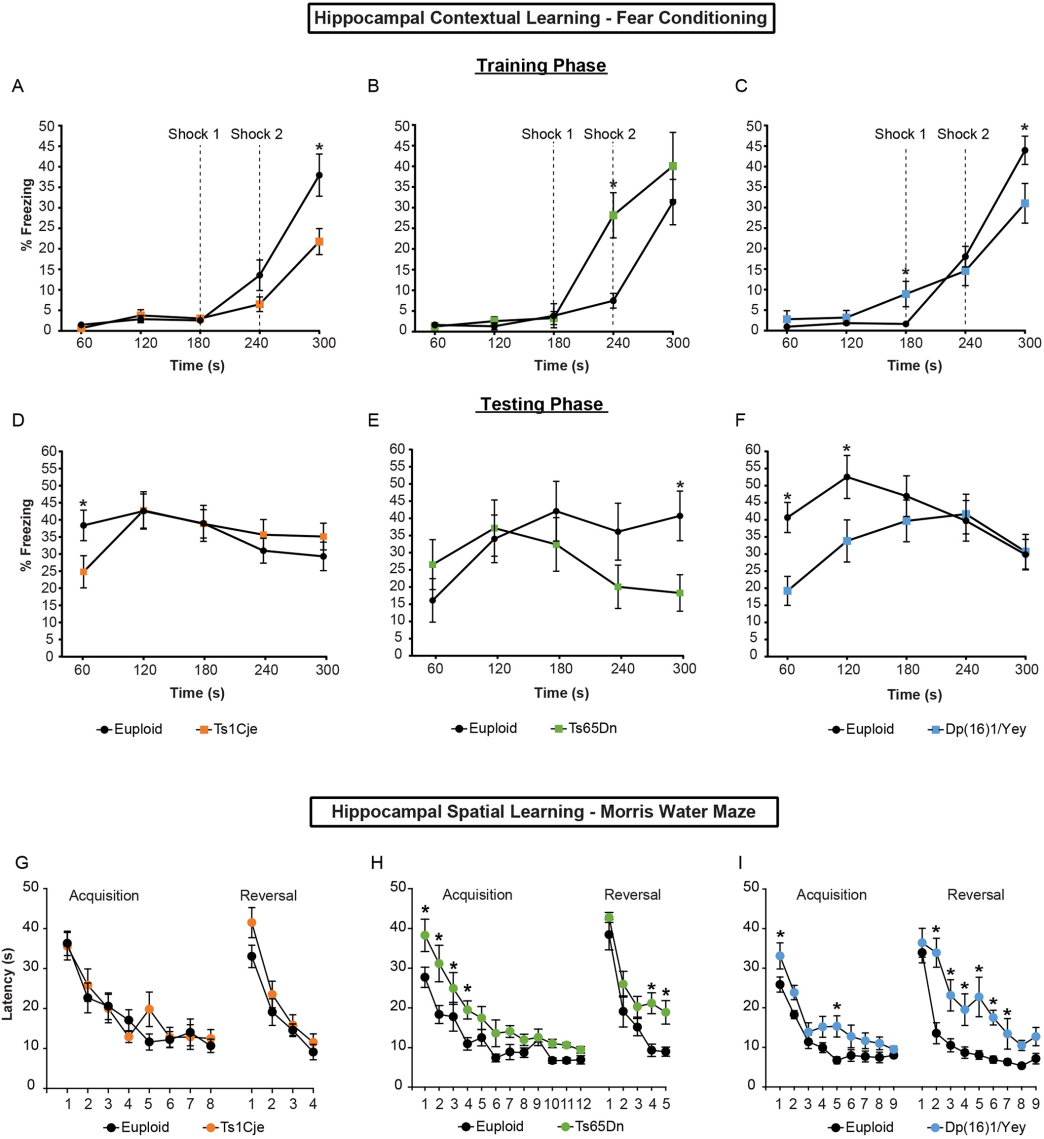
**Hippocampal-based tasks in adult Ts1Cje, Ts65Dn and Dp(16)1/Yey males.** Hippocampal-dependent spatial and contextual memory were investigated using the fear conditioning and Morris water maze (MWM) tests. (A-F) The contextual fear conditioning test has two phases: training and testing. During the training phase, mice are given two mild shocks 60 s apart. On the following day, mice are placed in the same chamber but no shocks are applied. Freezing behavior is documented. Animals used in A-F: Ts1Cje mice (*n*=13 trisomic mice, *n*=15 euploid mice); Ts65Dn (*n*=12 trisomic mice, *n*=12 euploid mice); and Dp(16)1/Yey mice (*n*=18 trisomic mice, *n*=17 euploid littermates). (G-I) The MWM test has two phases: acquisition and reversal. Both tests utilize a hidden platform to analyze learning (acquisition phase) and reversal learning (reversal phase). Mice are initially tested using a visible platform to exclude any confounds related to testing procedures or non-learning based deficits in the mice. Ts1Cje males show no deficits during either the acquisition phase or the reversal learning phase (G). Ts65Dn males show no deficits during the acquisition period after the 4 days needed to stop thigmotaxic behavior and acclimate to the task (previously published in Olmos-Serrano et al., 2016b). However, these mice show a deficit in reversal learning compared with their euploid controls (H). Dp(16)1/Yey males show impaired learning on days 1 and 5 of the acquisition phase. Additionally, these males also show a strong deficit in reversal learning compared with their euploid controls (I). Animals used in G-I: Ts1Cje mice (*n*=13 trisomic mice, *n*=11 euploid mice); Ts65Dn (*n*=14 trisomic mice, *n*=14 euploid mice); and Dp(16)1/Yey mice (*n*=13 trisomic mice, *n*=11 euploid littermates). Data are mean±s.d., *P<0.05.

On testing day (day 2), Ts1Cje mice showed significantly less freezing behavior (24.80±4.75%) compared with their euploid controls (38.50±4.50%) during the first minute of testing (*P*<0.05, Mann–Whitney test) (Fig. 6D). However, Ts65Dn mice showed less freezing behavior compared with euploid littermates starting at 180 s, reaching statistical significance (Ts65Dn mice=18.27±5.31%, euploid controls=40.70±7.21%; *P*=0.016, Mann–Whitney test) only in the last minute of testing (Fig. 6E). Dp(16)1/Yey mice showed significantly less freezing behavior (19.24±4.24%) compared with euploids (40.70±4.42%; *P*<0.01, Mann–Whitney test) between 0 s and 60 s (Fig. 6F) and between 60 s and 120 s [Dp(16)1/Yey: 33.83±6.16%; euploids: 52.54±6.29%; *P*<0.05] (Fig. 6F). Raw data are presented in Table S12.

In experiments in which Ts1Cje mice were bred onto a B6C3Sn hybrid background, there were no impairments compared with euploid littermates on any aspects of the contextual fear conditioning task (Fig. S2D).

#### Hippocampal-dependent spatial memory: MWM test

##### Ts1Cje

We first employed a cued learning protocol to ensure that mice had the ability to learn to swim to a visual goal. Both groups significantly decreased their latency to find the visible platform over 4 days (*P*<0.001, data not shown). We did not find significant differences between groups (*P*=0.226, data not shown), indicating that both groups were able to learn the basic skill of swimming towards a visible goal and climbing onto the platform before being rescued. Analysis of time spent in the periphery during visible platform training revealed no significant difference between groups (data not shown). We concluded that cued learning ability was similar between genotypes, ruling out procedural deficits.

The day after the visual test ended, both genotypes were tested for their ability to learn the location of a hidden platform. Overall, as expected, both genotypes improved their performance over successive trial days as measured by decreased latencies (*P*<0.001; euploid=13, Ts1Cje=11; Fig. 6G) and swimming distance (data not shown). We did not find significant differences between genotypes in latency [*F*_(1,154)_=0.155, *P*=0.697; euploid=13, Ts1Cje=11; Fig. 6G], swimming distance and speed (data not shown). We also did not find significant differences in thigmotaxis, i.e. time spent in the periphery of the tank (data not shown). When reversal learning was tested, both genotypes also improved their performance over successive trial days as measured by decreased latencies (*P*<0.001; euploid=13, Ts1Cje=11; Fig. 6G) and swimming distance (data not shown). Surprisingly, we did not find significant differences between genotypes in latency [*F*_(1,66)_=2.693, *P*=0.115; euploid=13, Ts1Cje=11; Fig. 6G], swimming distance and speed (data not shown).

We also tested the reference memory the day after the acquisition and reversal period by removing the platform and allowing mice to swim freely for 60 s. Both probe trials revealed a selective quadrant search, indicating proper memory consolidation of the platform location, and no differences between genotypes were found [*F*_(1,66)_=2.38, *P*=0.991 for probe trial and *F*_(1,266)_=1.08, *P*=0.773 for probe trial after reversal; euploid=13, Ts1Cje=11; Fig. S8A-C]. We also tested the reference memory 3 days after the last day of the reversal learning period and also did not find any significant differences between genotypes. Similarly, we did not find significant differences between genotypes in proximity and number of virtual platform crossings during the probe trial (data not shown). Overall, these results show that Ts1Cje mice do not exhibit learning and memory deficits using this behavioral paradigm.

##### Ts65Dn

In the cued learning protocol, both groups significantly decreased their latency to find the visible platform over 4 days [*F*_(3,81)_=119.414, *P*<0.001; data not shown]. We did not find significant differences between groups [*F*_(1,81)_=1.182, *P*=0.287], indicating that both groups were able to learn the basic skills of swimming towards a visible goal and climbing onto the platform before being rescued. Euploid mice showed longer swim paths [*F*_(1,81)_=6.655, *P*=0.016; data not shown] and higher swimming speeds [*F*_(1,81)_=7.628, *P*=0.010; data not shown]. Ts65Dn mice exhibited similar performances in the last 2 days compared with euploid mice. Analysis of time spent in the periphery during visible platform training revealed no significant differences between groups [*F*_(1,81)_=1.067, *P*=0.311; data not shown]. Again, we concluded that cued learning abilities were similar between genotypes, ruling out procedural deficits.

The day after the visual test ended, both genotypes were tested for their ability to learn the location of a hidden platform. Overall, as expected, both genotypes improved their performance over successive trial days, as measured by decreased latencies and swimming distance [euploid animals: *F*_(11,286)_=27.998, *P*<0.001; trisomic animals: *F*_(11,286)_=30.887, *P*<0.001; Fig. 6H]. We found significant differences between genotypes, suggesting deficits in learning in Ts65Dn mice. However, previous analysis showed that these differences were caused by thigmotaxis, and that Ts65Dn mice need 3-4 days to acclimate to the task before their underlying learning and memory capabilities can be fully measured (Olmos-Serrano et al., 2016b). Importantly, we found that Ts65Dn mice exhibit normal spatial learning and memory following this thigmotaxis period (Fig. 6H). During the reversal testing phase, we uncovered significant differences between groups in latency [*F*_(1,104)_=7.504, *P*=0.011; latencies *q*=3.874; Fig. 6H] and swimming distance (data not shown). This showed a lack of flexibility in learning in Ts65Dn mice.

During the probe trial, both euploid and Ts65Dn mice displayed a selective quadrant search demonstrating that both groups formed a cognitive map to find the platform (*P*<0.05; Fig. S8D-F). However, Ts65Dn animals spent significantly less time in the target quadrant compared with euploid mice after the probe trial and probe trial reversal periods (*P*<0.05; Fig. S8D-F). This pointed to a long-term memory deficit in Ts65Dn mice. More detailed analyses of virtual platform crossings and proximity to the virtual platform uncovered distinct behavior in Ts65Dn compared with euploid mice (Olmos-Serrano et al., 2016b). Overall, these data indicate that Ts65Dn mice have a spatial long-term memory impairment that is most accentuated during reversal periods.

##### Dp(16)1/Yey

Similar to Ts1Cje and Ts65Dn mice, Dp(16)1/Yey animals were first tested in a cued learning protocol to assess their ability to swim to a visible goal. Both genotypes learned to swim toward a submerged platform identified by a flag, significantly decreasing their latency over 4 days [*F*_(3,66)_=98.174, *P*<0.001, data not shown]. Two-way repeated-measures ANOVA revealed no significant differences between genotypes in the latency to find the cued platform [*F*_(1,66)_=0.343, *P*=0.564], distance traveled [*F*_(1,66)_=1.595, *P*=0.220] or thigmotaxis [*F*_(1,66)_=0.0994, *P*=0.755, data not shown]. Dp(16)1/Yey animals swam more slowly than euploids to the visible platform [*F*_(1,66)_=10.795, *P*=0.003, data not shown], but this did not affect their performance.

During the hidden platform testing phase, Dp(16)1/Yey and control groups learned the hidden platform location decreasing their latency and swimming distance [latency: *F*_(8,176)_=13.542, *P*<0.001; Fig. 6I; distance: *F*_(8,176)_=14.614, *P*<0.001, data not shown]. However, there was a significant difference between genotypes in these two measures [latency: *F*_(1,176)_=9327, *P*=0.006; distance: *F*_(1,176)_=4.555, *P*=0.044; Fig. 6I]. Post hoc Tukey test comparisons indicated that Dp(16)1/Yey mice performed particularly worse on days 1 and 5 in both latency and distance (*P*<0.05; Fig. 6I). There was no overall difference between genotypes in swimming speed (data not shown), and neither genotype exhibited thigmotaxic behavior (data not shown). Interestingly, the reversal phase revealed strong deficits in Dp(16)1/Yey mice in latency and swimming distance [latency: *F*_(1,176)_=55.569, *P*<0.001; Fig. 6I; distance: *F*_(1,176)_=29.364, *P*<0.001, data not shown]. Importantly, no difference was seen in swimming speed between groups [*F*_(1,176)_=2.293, *P*=0.144, data not shown].

Both probe trials revealed a selective quadrant search, indicating proper memory consolidation of the platform location [trial 1: *F*_(3,66)_=92.886, *P*<0.001; and trial 2: *F*_(3,66)_=75.616, *P*<0.001; Fig. S8G-I]. In particular, both euploid and Dp(16)1/Yey animals spent more time in the proper quadrants in the acquisition and reversal periods, respectively; *P*<0.05; Fig. S8G-I). However, Dp(16)1/Yey mice spent significantly less time than their euploid littermates in the proper quadrant during the reversal probe trial, indicating memory deficits in Dp(16)1/Yey mice. We also found significant differences between genotypes in proximity and the number of virtual platform crossings for both the initial 30 s and the entire 60 s during the probe trial in the reversal period (*P*<0.01; data not shown). Overall, these results demonstrate that, like Ts65Dn mice, Dp(16)1/Yey animals exhibit learning and memory deficits specific to memory extinction and relearning.

### Adult brain gene expression studies

#### DEX genes at different FDR stringency cut-offs

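Adult cortex, hippocampus and cerebellum were each taken from 5 trisomic and 5 euploid males of Ts1Cje, Ts65Dn and Dp(16)1/Yey. Most RNA samples were read on 1 array. Ts1Cje cortex had 11 arrays and Ts1Cje hippocampus 12 because of repeated or restained arrays, which were averaged into 1 value per animal. The deposited values are again log2 signals after RMA, computed per model and region. Medians of the arrays spanned 6.45 to 6.56 in Ts65Dn hippocampus, the lowest, and 6.56 to 6.74 in Ts1Cje hippocampus, the widest. A difference of the trisomic effect between models was tested on the 4 groups of 2 models in 1 region. A difference between regions was tested on the 6 groups of 1 model with the animal as a block, since the regions came from the same animals. In arrays simulated with the spread of these groups, a 1.5-fold change was recovered for 65 of 100 genes in Ts65Dn hippocampus and for 69 to 96 in the other adult comparisons. These shares too were obtained at a less strict joint P limit than that of the real data. The animal labelled Eup274 and euploid, a Dp(16)1/Yey male, had MMU16 genes at the trisomic level in all 3 regions. Every comparison keeps it as labelled, and the adult Dp(16)1/Yey results are also given without it, a choice made after seeing the data.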

Similar to what was observed in the embryonic forebrain, Ts65Dn adult brains had the largest number of DEX genes while Dp(16)1/Yey adult brains had the lowest number of DEX genes at FDRs <5%, <10% and <20% (Table S1). Additionally, regional clustering of DEX genes within the brain differed between models, indicating spatially restricted aberrations within the mature adult trisomic brains (Tables S1 and S13-S15).

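Prokr2, the gene of a prokineticin receptor on MMU2, was 2.52-fold in Ts1Cje cerebellum (log2 change 1.33, SE 0.14, n = 5 and 5, adjusted P = 0.0016). Its effect was smaller in cortex (log2 difference -1.19 for cortex minus cerebellum, SE 0.17, adjusted P = 0.0015) and in hippocampus (log2 difference -1.34, SE 0.17, adjusted P = 1.5e-04). Itpr3, which encodes a calcium release channel, was 0.667-fold in Ts1Cje cerebellum (log2 change -0.58, SE 0.07), below its effect in cortex (log2 difference 0.55, SE 0.09, adjusted P = 0.0049). Between Ts1Cje cortex and cerebellum 16 genes differed in their trisomic effect, 15 of them outside the segments, and between hippocampus and cerebellum 9 differed. Cortex and hippocampus differed in 0 genes by limma, with 917 at an unadjusted P under 0.05. In Ts65Dn no pair of regions differed in any gene by limma (963, 589 and 1298 genes at an unadjusted P under 0.05). Tsacc differed in Dp(16)1/Yey between cortex and cerebellum. With each animal paired with itself, the replicate block being a fixed effect, 0 genes differed in Dp(16)1/Yey, and in Ts1Cje 3 differed between cortex and cerebellum and 17 between hippocampus and cerebellum. When the animal labelled Eup274 was left out, Dp(16)1/Yey had 14 genes between cortex and cerebellum and 1 between hippocampus and cerebellum. The paper concludes that aberrations were spatially restricted because DEX genes clustered in different regions in each model.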

Once again we chose an FDR <10% to identify DEX genes for downstream analyses. At this FDR, Ts1Cje mice had more DEX genes in the hippocampus (47 DEX genes: 34 upregulated and 13 downregulated) and cerebellum (45 DEX genes: 35 upregulated and 10 downregulated) compared with cortex (12 DEX genes: nine upregulated and three downregulated) (Fig. 7A-C; Tables S13-S15). 

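In Ts1Cje cortex, Get1, a triplicated gene of membrane protein insertion, was 1.41-fold (log2 change 0.50, SE 0.08, n = 5 and 5, adjusted P = 0.022), and Mfge8, a phagocytosis gene, was 0.644-fold (log2 change -0.63, SE 0.11, adjusted P = 0.043). In hippocampus Morc3, a chromatin gene of the segment, was 1.52-fold (log2 change 0.60, SE 0.07, adjusted P = 0.0043). In cerebellum the interferon-induced Oasl2 was 2.05-fold (log2 change 1.04, SE 0.16, adjusted P = 0.015), and the matrix gene Comp was 0.610-fold (log2 change -0.71, SE 0.09, adjusted P = 0.0035). Ts1Cje had 9 DEX genes in cortex (6 higher, 3 lower), 67 in hippocampus (53 and 14) and 91 in cerebellum (74 and 17). The methods’ t-test gave 9, 51 and 45. Omission of 1 animal gave 5 (Eup350) to 19 (Eup347) in cortex and as few as 56 (Eup365) in cerebellum. Of 100 groupings of the same animals, the real one included, 5, 1 and 1 reached these counts.

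**Figure D2:**
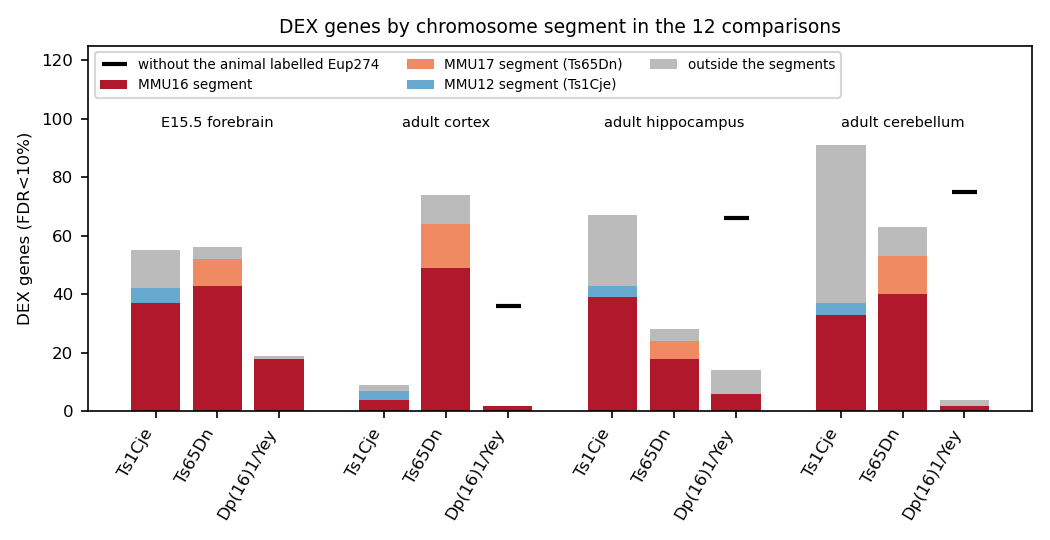
DEX genes of each model and tissue at an FDR below 10% by limma, divided into the triplicated or monosomic segments and the rest of the genome. Black marks show the counts without the animal labelled Eup274.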

Ts65Dn mice had the largest number of DEX genes in the cortex (58 DEX genes: 55 upregulated and three downregulated), and cerebellum (54 DEX genes: 48 upregulated and six downregulated), compared with hippocampus (16 DEX genes: all upregulated) (Fig. 7A-C; Tables S13-S15). 

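In Ts65Dn cortex, Cyyr1, a triplicated membrane protein gene, was 1.56-fold (log2 change 0.65, SE 0.08, n = 5 and 5, adjusted P = 0.0041). Outside the segments, Slc38a5, a glutamine transporter gene, was 1.49-fold (log2 change 0.58, SE 0.09, adjusted P = 0.029), and Myl4, a myosin light chain gene, was 0.650-fold (log2 change -0.62, SE 0.08, adjusted P = 0.0090). In hippocampus Jam2, a junction gene of the segment, was 1.88-fold (log2 change 0.91, SE 0.15, adjusted P = 0.032). In cerebellum Ezr, the ezrin gene on MMU17, was 1.65-fold (log2 change 0.72, SE 0.10, adjusted P = 0.0069), and the calcium pump gene Atp2b4 was 0.673-fold (log2 change -0.57, SE 0.10, adjusted P = 0.065). Ts65Dn had 74 DEX genes in cortex (70 higher, 4 lower), 28 in hippocampus (all higher) and 63 in cerebellum (59 and 4). Counts by the methods’ t-test were 58, 16 and 54. The hippocampal count moved by over 1.5 times in 7 of 10 omissions of 1 animal, down to 10 without Eup16. Each count exceeded that of all other groupings of the same animals that were drawn.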

Dp(16)1/Yey mice had more DEX genes in the hippocampus (11 DEX genes: six upregulated and five downregulated) compared with cortex (four DEX genes: three upregulated and one downregulated) and cerebellum (one DEX gene: upregulated) (Fig. 7A-C; Tables S13-S15).

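In Dp(16)1/Yey hippocampus, Ncam2, a triplicated cell adhesion gene, was 1.49-fold (log2 change 0.57, SE 0.10, n = 5 and 5, adjusted P = 0.066), and the small nucleolar RNA gene Snord85 was 0.534-fold (log2 change -0.91, SE 0.12, adjusted P = 0.0076). In cerebellum the olfactory receptor gene Olfr118 was 0.568-fold (log2 change -0.82, SE 0.13, adjusted P = 0.023). Dp(16)1/Yey had 14 DEX genes in hippocampus (12 higher, 2 lower), 2 in cortex (both higher) and 4 in cerebellum (2 and 2). The methods’ t-test gave 11, 4 and 1. In hippocampus 4 to 9 were DEX when any 1 animal but Eup274 was left out. These counts rest on a euploid group that held the animal labelled Eup274. Its mean over the MMU16 segment lay 0.35, 0.44 and 0.47 above the other males labelled euploid on the log2 scale in cortex, hippocampus and cerebellum, at the level of the trisomic males. Without it Ncam2 was 1.60-fold in hippocampus (log2 change 0.68, SE 0.07, n = 5 and 4, adjusted P = 0.0019). DEX genes then numbered 36 in cortex, 66 in hippocampus and 75 in cerebellum, and 26, 60 and 41 by the methods’ t-test. Of them 30, 47 and 37 lay in the segment, and no other grouping drawn reached these counts. The animal labelled Eup274 was left out for its level over the segment, so calls within the segment are no separate evidence.

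**Figure D3:**
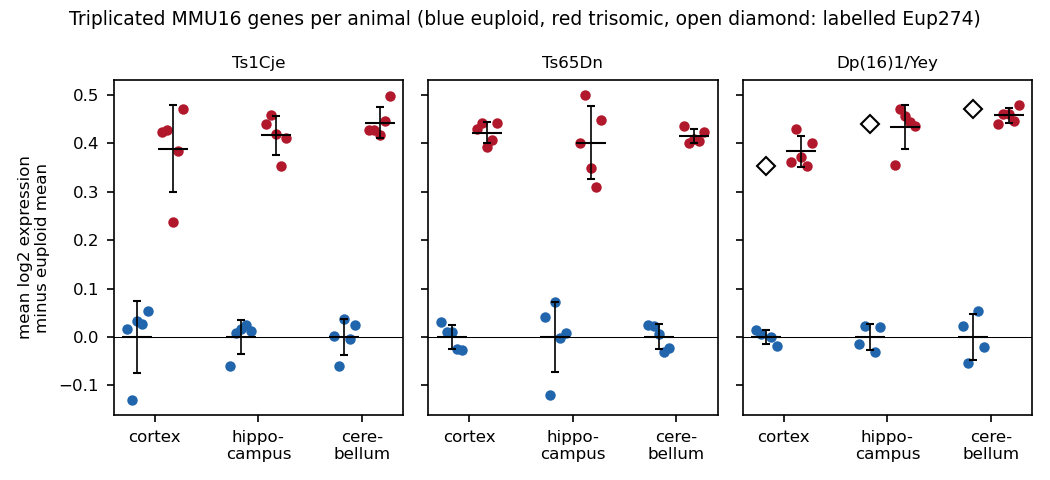
Mean log2 signal of the MMU16 segment genes of each model above the median signal, in each adult animal of Ts1Cje, Ts65Dn and Dp(16)1/Yey. Values are relative to the mean of the euploid animals of the model and region without the animal labelled Eup274. Bars show the mean ± SD of each group without that animal.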

**Fig. 7.**
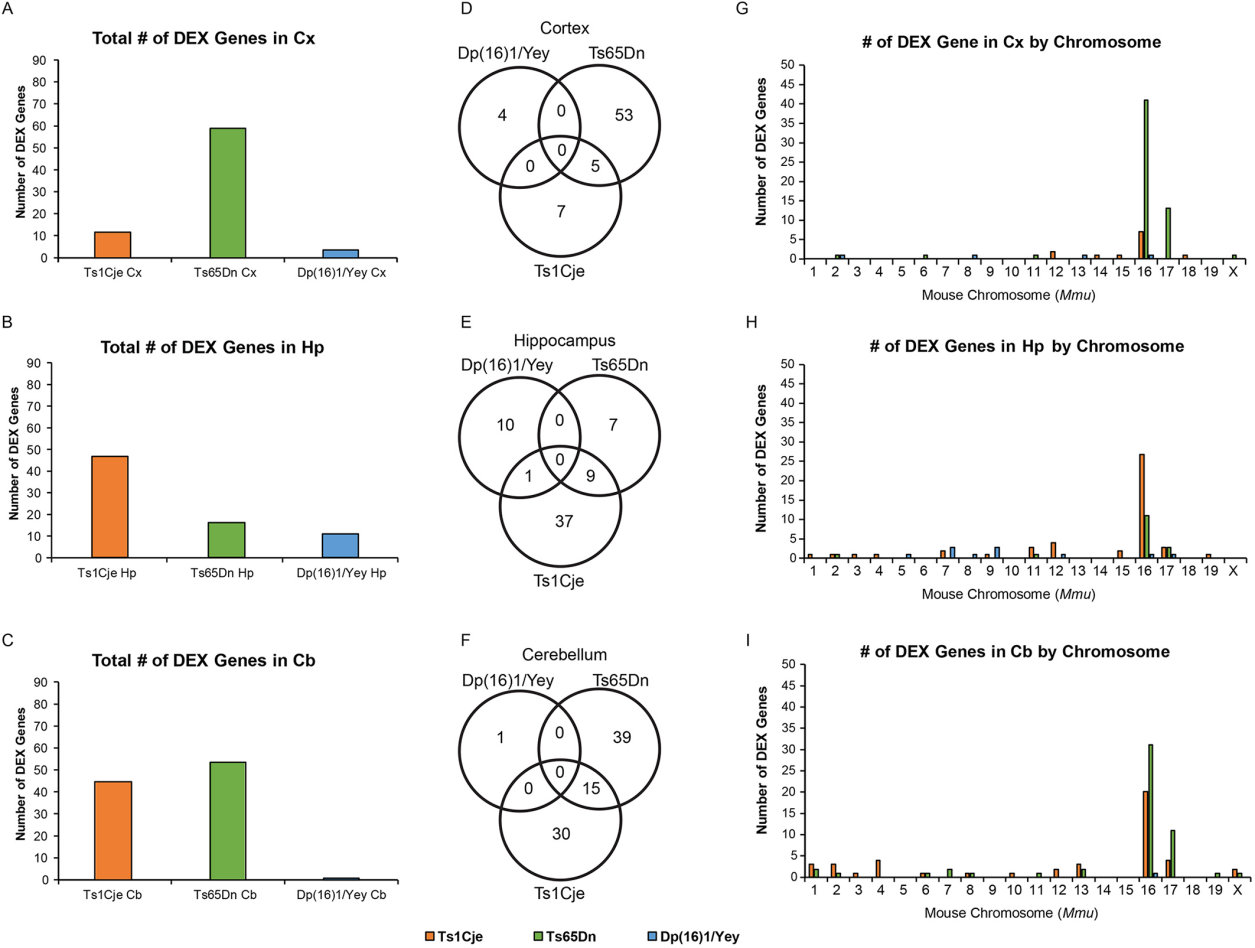
**Number of DEX genes and their chromosomal clustering in adult Ts1Cje, Ts65Dn and Dp(16)1/Yey brains by region.** Global gene expression analysis of cortex, hippocampus and cerebellum in adult male Ts1Cje mice (*n*=5 per genotype); Ts65Dn mice (*n*=5 per genotype); and Dp(16)1/Yey mice (*n*=5 per genotype). DEX genes were designated as such using a Benjamini-Hochberg FDR cut-off of <10%. (A-C) Overall number of DEX genes in each model by region. Dp(16)1/Yey mice display the lowest number of total DEX genes. Ts1Cje and Ts65Dn mice display a similar number of total DEX genes to one another, but these genes differ in identity and in chromosomal location in each model (G-I). (D-F) Venn diagrams showing the number of common DEX genes among the models by brain region. (G-I) Analysis showing genome-wide chromosomal clustering of DEX genes in Ts1Cje mice, Ts65Dn mice and Dp(16)1/Yey mice by brain region.

In cortex, Ts1Cje and Ts65Dn mice had five DEX genes in common, while in hippocampus they shared nine DEX genes, and in cerebellum they shared 15 DEX genes (Fig. 7D,H). 

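Ifnar1 was DEX in Ts1Cje and Ts65Dn in every adult region, with FCs of 1.37 and 1.42 in cortex, 1.42 and 1.43 in hippocampus, and 1.46 and 1.37 in cerebellum (log2 SE 0.07 and 0.05, 0.05 and 0.09, 0.06 and 0.05, n = 5 and 5). Dnajc28 was shared in cortex beside Get1, at 1.44-fold in Ts1Cje (log2 change 0.52, SE 0.09). Dyrk1a was shared in hippocampus, at 1.29-fold in Ts1Cje and 1.39-fold in Ts65Dn (log2 changes 0.37 and 0.48, SE 0.05 and 0.08). Ts1Cje and Ts65Dn shared 3 DEX genes in cortex, 14 in hippocampus and 25 in cerebellum, all higher and on MMU16. Independent lists would share 0.0198, 0.0699 and 0.206, numbers that take no account of the segment triplicated in both models. Shared genes by the methods’ t-test numbered 3, 9 and 15.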

Dp(16)1/Yey had no DEX genes in common with Ts65Dn mice in any brain region (Fig. 7D-F). Dp(16)1/Yey mice also had no DEX genes in common with Ts1Cje, except for one in the hippocampus (Fig. 7D-F). In all three brain regions, there were no DEX genes that were common to all three mouse models (Fig. 7D-F). 

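Morc3 was the DEX gene common to all models in cerebellum, at 1.45-fold in Dp(16)1/Yey (log2 change 0.54, SE 0.10, n = 5 and 5, adjusted P = 0.048), and Smim11 was the one in hippocampus. Gabpa, a transcription factor gene of the segment, was shared by Ts65Dn and Dp(16)1/Yey in cerebellum, at 1.30-fold in Dp(16)1/Yey (log2 change 0.38, SE 0.07). Brwd1 and Son were shared by these models in cortex. Enpp6, an oligodendrocyte gene on MMU8, was lower in hippocampus of Ts1Cje at 0.751-fold and of Dp(16)1/Yey at 0.744-fold (log2 changes -0.41 and -0.43, SE 0.07 and 0.07). With Ts65Dn, Dp(16)1/Yey shared 2 DEX genes in cortex, 1 in hippocampus and 2 in cerebellum. With Ts1Cje it shared 0 in cortex, 4 in hippocampus and 1 in cerebellum. These are limma calls, and the methods’ t-test called 0 genes in each of them. When the animal labelled Eup274 was left out, Dp(16)1/Yey shared 27, 17 and 28 with Ts65Dn and 4, 34 and 43 with Ts1Cje in cortex, hippocampus and cerebellum, and all 3 models shared 3, 13 and 20. The P values of all comparisons were then adjusted together again, which changes the DEX genes of the other models too, and 2, 34 and 38 were shared with the Ts1Cje genes called with all animals. At an unadjusted P under 0.05, 42, 65 and 63 genes passed in all models in the 3 regions, of which 39, 59 and 52 had the same direction.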

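Outside the segments, Etnppl, which encodes a phospholyase of astrocytes on MMU3, was DEX in Ts1Cje cortex at 1.56-fold (log2 change 0.64, SE 0.10, n = 5 and 5, adjusted P = 0.019) and in hippocampus at 1.82-fold (log2 change 0.87, SE 0.10, adjusted P = 0.0036). Kdr, a VEGF receptor gene of endothelium on MMU5, was 1.30-fold in Ts65Dn cortex (log2 change 0.38, SE 0.07, adjusted P = 0.091). Of the DEX genes of Ts1Cje, 58.2% in hippocampus and 36.3% in cerebellum lay in the MMU16 segment, with 24 and 54 DEX genes outside the segments. In Ts65Dn 66.2%, 64.3% and 63.5% lay in the MMU16 segment in cortex, hippocampus and cerebellum, and 10, 4 and 10 DEX genes lay outside the segments. Hippocampus of Dp(16)1/Yey had 42.9% in the segment and 8 genes outside it. When the animal labelled Eup274 was left out, 47 of 66 DEX genes lay in the segment and 19 outside it. The segment as a whole was raised everywhere. Median FCs of its probe sets above the median signal were 1.29, 1.36 and 1.25 in cortex of Ts1Cje, Ts65Dn and Dp(16)1/Yey, 1.36, 1.35 and 1.28 in hippocampus, and 1.38, 1.36 and 1.30 in cerebellum (largest exact permutation P of the mean = 0.040, in Dp(16)1/Yey cerebellum). The 3 values of Dp(16)1/Yey without the animal labelled Eup274 were 1.32, 1.35 and 1.37 (exact P = 0.0079 each, the smallest that 5 against 4 allow). That animal was left out for its level over these same genes, so this P is no separate test of them.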

A list of all DEX genes by region is presented in Tables S13-S15 and the number of DEX genes from each chromosome is presented by region in Fig. 7G-I. Generally, the majority of DEX genes in each brain region were clustered within the triplicated segment, but we did not observe any other chromosomal clustering throughout the genome (Fig. 7G-I).

#### Analysis of non-MMU16 aneuploid genes in the Ts65Dn and Ts1Cje models

In the Ts65Dn adult brain, several of the triplicated MMU17 centromeric genes were upregulated, leading to the following regional distribution: eight DEX genes in cortex, 13 DEX genes in hippocampus and 11 DEX genes in cerebellum (Table S16). These triplicated genes are not orthologous to any genes on HSA21.

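Synj2, which encodes a phosphatase of vesicle recycling on MMU17, was 1.53-fold in Ts65Dn cortex (log2 change 0.61, SE 0.08, n = 5 and 5, adjusted P = 0.0049) and 1.56-fold in hippocampus (log2 change 0.64, SE 0.09, adjusted P = 0.0088). Rps6ka2 was 1.56-fold in cortex (log2 change 0.64, SE 0.07, adjusted P = 0.0034) and 1.49-fold in cerebellum (log2 change 0.58, SE 0.08, adjusted P = 0.0062). Tfb1m, a mitochondrial transcription factor gene, was 1.55-fold in cortex (log2 change 0.63, SE 0.09, adjusted P = 0.019) and 1.52-fold in cerebellum (log2 change 0.60, SE 0.11, adjusted P = 0.067). Of the 29 MMU17 probe sets, 15 were DEX in cortex, 6 in hippocampus and 13 in cerebellum. When adjusted over the segment alone 19, 18 and 21 were higher. Its median FC among probe sets above the median signal was 1.36, 1.40 and 1.38, so the effect in hippocampus was of similar size with larger errors. Tulp4 and Scaf8 differed in their effect between Ts65Dn and Ts1Cje hippocampus (adjusted P = 0.025 and 0.094).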

Similarly, in the Ts1Cje adult brain several of the monosomic genes within the MMU12 telomeric region were differentially expressed. 

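Dnah11 was 13.3-fold in Ts1Cje cortex, 11.1-fold in hippocampus and 4.11-fold in cerebellum (log2 changes 3.73, 3.47 and 2.04, SE 0.16, 0.08 and 0.08, n = 5 and 5). Its effect was smaller in cerebellum than in cortex or hippocampus (adjusted P = 7.1e-07 and 2.9e-05). Tmem196, a membrane protein gene, was 0.594-fold, 0.654-fold and 0.701-fold (log2 changes -0.75, -0.61 and -0.51, SE 0.08, 0.06 and 0.09, adjusted P = 0.0023, 0.0017 and 0.027). Itgb8 was 0.579-fold, 0.571-fold and 0.533-fold (log2 changes -0.79, -0.81 and -0.91, SE 0.13, 0.07 and 0.10, adjusted P = 0.039, 4.8e-04 and 0.0017). Sp4 was DEX in hippocampus and cerebellum at 0.718-fold and 0.678-fold (adjusted P = 0.0028 and 0.013) but not in cortex at 0.689-fold (adjusted P = 0.29). Besides Dnah11, 2 genes of the monosomic segment were lower DEX genes in cortex and 3 each in hippocampus and cerebellum.

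**Figure D4:**
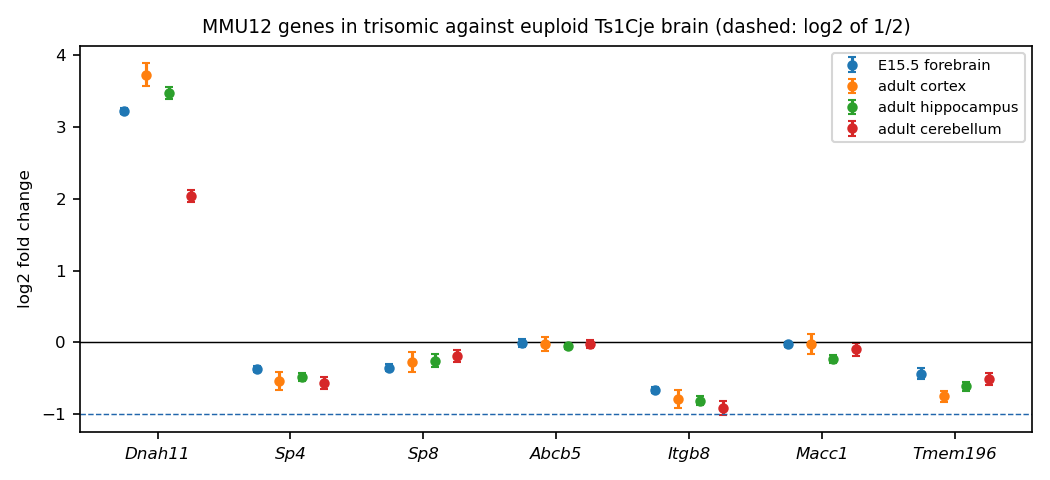
Log2 change of the 7 genes of the monosomic MMU12 segment in Ts1Cje at E15.5 and in the adult regions. Bars show limma standard errors.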

Except for *Dnah11*, which is consistently upregulated in all brain regions, *Tmem196* is the only other gene that is downregulated in cortex and hippocampus, while *Sp4* is downregulated in hippocampus and *Itgb8* is downregulated in both hippocampus and cerebellum (Table S17).

#### Comparison of genome-wide effects in Ts1Cje, Ts65Dn and Dp(16)1/Yey adult brain

Similar to embryonic gene expression analyses, quantifying the number of significantly altered genes (*P*<0.05) showed that the highest number of altered genes and highest number of genes in common between the models fell between the range of FC<1.25 and FC>0.75 (Fig. 8A-C). This, once again, indicated that, in adult trisomic animals, the majority of gene expression differences were small in magnitude (Fig. 8A′-C′). Therefore, as was done for the embryonic forebrain tissue, we utilized GSEA for a holistic analysis and then generated an MDG list for subsequent DAVID analysis to identify pathways and to complement the GSEA data.

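Abca8a, a lipid transporter gene on MMU11, and Rpe65, a retinoid gene on MMU3, were the genes outside the segments that were MDGs in the cortex of all 3 models. Abca8a had log2 changes of 0.40, 0.63 and 0.39 in Ts1Cje, Ts65Dn and Dp(16)1/Yey (SE 0.14, 0.12 and 0.11, n = 5 and 5), and Rpe65 of 0.39, 0.73 and 0.44 (SE 0.11, 0.15 and 0.16). Of genes with an unadjusted P under 0.05, 77.3%, 85.2% and 78.2% had an FC between 0.75 and 1.25 in the cortex of Ts1Cje, Ts65Dn and Dp(16)1/Yey. In hippocampus the shares were 93.9%, 65.5% and 91.7%, and in cerebellum 88.0%, 87.3% and 80.0%. Of genes past this P in all models, 42.9%, 31.0% and 50.0% had an FC between 0.8 and 1.3 in cortex, 50.8%, 43.1% and 69.2% in hippocampus, and 46.0%, 54.0% and 54.0% in cerebellum. The paper concludes from the counts per FC range that adult differences were small too.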

**Fig. 8.**
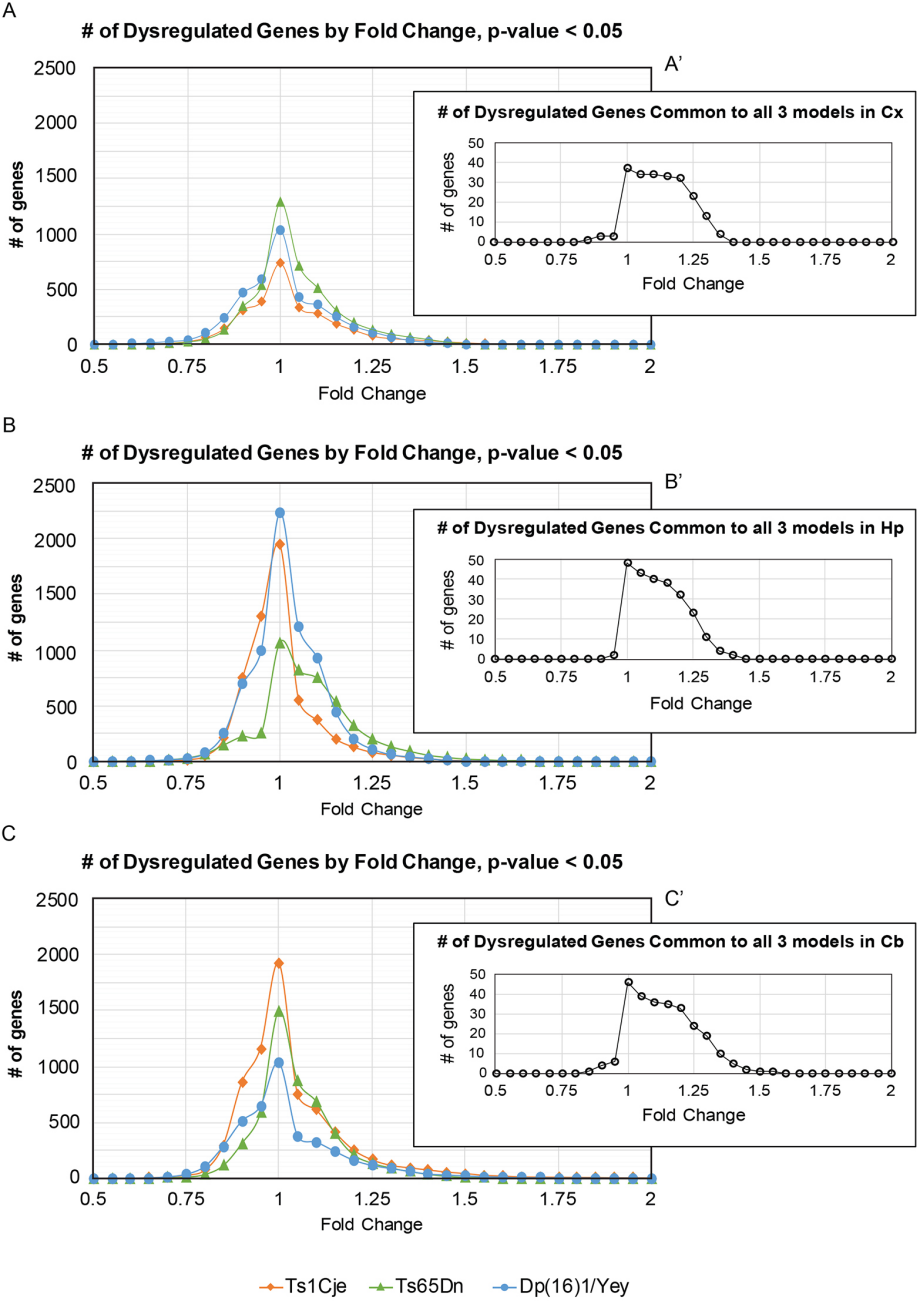
**Number of dysregulated genes by** **FC** **in adult male Ts1Cje, Ts65Dn and Dp(16)1/Yey brains by region.** (A-C) Distribution of dysregulated genes in each brain region by FC, showing that the majority of dysregulated genes have small magnitude FCs that lie between 0.75 and 1.25. These genes show a significant FC value in trisomic mice compared with their euploid controls, *P*<0.05. (A′-C′) Distribution of dysregulated genes that are common to all three models, displayed by brain region. The majority of dysregulated genes in common cluster between 0.8 and 1.3 FC.

Using FC<0.8 and >1.2 with a *P*-value of 0.05 as cut-off revealed that Dp(16)1/Yey cortex had the largest number of MDGs (267) compared with Ts65Dn cortex (246) and Ts1Cje cortex (189) (Table S18). However, Ts65Dn cortex showed the highest number of upregulated genes (196) compared with Ts1Cje cortex (127) and Dp(16)1/Yey cortex (164), while Dp(16)1/Yey cortex had the largest number of downregulated genes (103) compared with Ts65Dn cortex (50) and Ts1Cje cortex (62) (Table S18). There were 49 upregulated genes in common between Dp(16)1/Yey and Ts65Dn cortex, 36 between Dp(16)1/Yey and Ts1Cje cortex, and 46 between Ts65Dn and Ts1Cje cortex, with 32 genes being upregulated in the cortex of all three strains. In contrast, only four genes were downregulated in two of the three models (Table S18).

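Tbx1, a transcription factor gene on MMU16 outside the triplicated segments, was a lower MDG in the cortex of Ts1Cje and Ts65Dn, at 0.788-fold (log2 change -0.34, SE 0.08, n = 5 and 5) and 0.796-fold (log2 change -0.33, SE 0.09). Cbs, the gene of cystathionine beta-synthase, was 0.726-fold (log2 change -0.46, SE 0.09) in Ts1Cje and 0.745-fold (log2 change -0.42, SE 0.11) in Dp(16)1/Yey, and Agt, the angiotensinogen gene, was 0.770-fold and 0.766-fold (SE 0.14 and 0.12). Cortex had 386 MDGs in Dp(16)1/Yey (238 higher, 148 lower), 313 in Ts65Dn (240 and 73) and 272 in Ts1Cje (166 and 106), or 428 without Eup365. By the methods’ t-test the higher and lower MDGs were 164 and 103, 196 and 50, and 116 and 64. Dp(16)1/Yey shared 55 higher MDGs with Ts65Dn and 36 with Ts1Cje, Ts65Dn and Ts1Cje shared 47, and all models shared 30. Of these shared MDGs 10, 8, 11 and 2 lay outside the segments. Independent lists would share 2.69, 1.86 and 1.88 for the pairs, numbers that take no account of genes triplicated in both models. Lower MDGs shared by a pair numbered 1, 6 and 5, and none was lower in all models.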

Although Ts65Dn adult brains exhibited the lowest number of DEX genes in the hippocampus, the number of MDGs within the hippocampus was much larger (319 upregulated and 69 downregulated) (Table S19). Dp(16)1/Yey hippocampus also had a large number of MDGs (202 upregulated and 75 downregulated), while Ts1Cje hippocampus showed the lowest number of MDGs (127 upregulated and 49 downregulated) (Table S19). There were 46 upregulated genes in common between Dp(16)1/Yey and Ts65Dn hippocampus, 46 between Dp(16)1/Yey and Ts1Cje hippocampus, and 41 between Ts65Dn and Ts1Cje hippocampus, with 32 genes being upregulated in the hippocampus of all three models. Eight genes were downregulated in two models (Table S19).

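Hbb-b1, a hemoglobin chain gene, was a higher MDG in the hippocampus of all models, at 1.38-fold (log2 change 0.47, SE 0.20, n = 5 and 5) in Ts1Cje, 2.01-fold (log2 change 1.00, SE 0.36) in Ts65Dn and 1.74-fold (log2 change 0.80, SE 0.21) in Dp(16)1/Yey. The list of blood markers was not called in the hippocampus of any model. Gbp4, an interferon-induced GTPase gene, was 1.30-fold, 1.22-fold and 1.40-fold (log2 SE 0.13, 0.12 and 0.16), and Pstpip2, a macrophage gene, was 1.27-fold, 1.25-fold and 1.28-fold (SE 0.09, 0.09 and 0.11). Ts65Dn hippocampus had 576 MDGs, 468 higher and 108 lower, of which 78 lay in the segments, beside its 28 DEX genes. Hippocampus of Dp(16)1/Yey had 380 (268 higher, 112 lower), or 619 (431 and 188) when the animal labelled Eup274 was left out, and Ts1Cje 174 and 71. By the methods’ t-test the higher and lower MDGs were 319 and 69, 202 and 75, and 150 and 48. Dp(16)1/Yey shared 55 higher MDGs with Ts65Dn and 67 with Ts1Cje, Ts65Dn and Ts1Cje shared 47, and all models shared 35. The pairs shared 5, 6 and 3 lower MDGs. In Ts65Dn hippocampus the choroid plexus genes Calml4 and Col8a1 were 0.632-fold and 0.680-fold and all 19 choroid plexus markers were lower (camera adjusted P = 2.1e-13, estimated-correlation P = 0.87). Of 100 groupings of these animals, the real one included, 9 gave as many MDGs in Ts65Dn.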

Finally, in the cerebellum, Ts1Cje mice had the largest number of MDGs (256 upregulated and 73 downregulated), followed by Dp(16)1/Yey mice (165 upregulated and 106 downregulated), and Ts65Dn mice (214 upregulated and 35 downregulated) (Table S20). 

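B2m, the light chain gene of MHC class I, was 1.32-fold (log2 change 0.40, SE 0.09, n = 5 and 5) in Ts1Cje cerebellum and 1.43-fold (log2 change 0.52, SE 0.13) in Dp(16)1/Yey. The lymphocyte and microglia surface gene Cd52 was 1.52-fold (log2 change 0.60, SE 0.09, adjusted P = 0.0096) and 1.27-fold (log2 change 0.34, SE 0.10, adjusted P = 0.52), and Wnt7a, a synaptogenic WNT gene, was lower at 0.765-fold (log2 change -0.39, SE 0.13) and 0.778-fold (log2 change -0.36, SE 0.10). Zc3hav1, an antiviral zinc finger gene, was higher in all models, at 1.41-fold, 1.26-fold and 1.53-fold (log2 SE 0.08, 0.11 and 0.15). Ts1Cje cerebellum had 412 MDGs (316 higher, 96 lower), Dp(16)1/Yey 380 (231 and 149) and Ts65Dn 339 (281 and 58). The count in Dp(16)1/Yey was 720 (422 and 298) without the animal labelled Eup274. By the methods’ t-test the higher and lower MDGs were 256 and 73, 165 and 106, and 214 and 35. Ts1Cje and Dp(16)1/Yey shared 111 higher MDGs, 77 of them outside the segments where 2.23 were expected for independent lists. That number treats genes as independent, though genes such as those of the interferon response move together. The correlation of effects outside the segments between these models (r = 0.340) was reached by 3 of 100 groupings, the real one included (adjusted share 0.18). Ts65Dn shared 55 higher MDGs with each of the others, 8 outside the segments with Dp(16)1/Yey and 13 with Ts1Cje, and all models shared 36. The pairs shared 6 lower MDGs (Ts1Cje and Dp(16)1/Yey), 1 (Ts65Dn and Dp(16)1/Yey) and 3 (Ts1Cje and Ts65Dn). Microglial genes moved with the shared MDGs, as Ctss at 1.44-fold (log2 change 0.52, SE 0.09) in Ts1Cje.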

There were 48 upregulated genes in common between Dp(16)1/Yey and Ts65Dn cerebellum, 75 between Dp(16)1/Yey and Ts1Cje cerebellum, and 48 between Ts65Dn and Ts1Cje cerebellum, with 33 genes being upregulated in the cerebellum of all three strains. Three genes were downregulated in two models (Table S20).

#### Dysregulated pathways and cellular processes

GSEA findings show that, similar to embryonic forebrains, adult Ts1Cje, Ts65Dn and Dp(16)1/Yey mice show consistent upregulation of interferon signaling and immune response pathways in all brain regions examined. 

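Ifngr2, an interferon gamma receptor gene of the triplicated segment, was 1.42-fold (log2 change 0.50, SE 0.05, n = 5 and 5) in Ts65Dn cortex, 1.37-fold (log2 change 0.45, SE 0.05) in Ts1Cje hippocampus and 1.40-fold (log2 change 0.49, SE 0.14) in Dp(16)1/Yey cerebellum. Outside the segments, Irf7, the transcription factor gene of the interferon response, was 1.35-fold (log2 change 0.44, SE 0.11) in Ts65Dn cortex, Trim21 was 1.29-fold (log2 change 0.37, SE 0.11) in Ts65Dn hippocampus, and B2m was 1.34-fold (log2 change 0.42, SE 0.09) in Dp(16)1/Yey hippocampus. The 6 interferon receptor and Mx genes on MMU16 were called in all 3 regions of all models (largest camera adjusted P = 4.8e-06, in Ts65Dn hippocampus). Estimated-correlation P of these 6 genes in Ts1Cje, Ts65Dn and Dp(16)1/Yey were 0.048, 0.0072 and 0.16 in cortex, 0.026, 0.48 and 0.48 in hippocampus and 0.0068, 0.016 and 0.31 in cerebellum, so the call was lost in Ts65Dn hippocampus and in all regions of Dp(16)1/Yey. It was kept in Dp(16)1/Yey without the animal labelled Eup274 (estimated-correlation P = 0.0062, 0.015 and 0.014). Of the 56 response genes outside the segments, 39, 50 and 38 were higher in cortex of Ts1Cje, Ts65Dn and Dp(16)1/Yey (adjusted P = 2.1e-04, 3.1e-10 and 3.4e-04), and 44, 47 and 44 in hippocampus (adjusted P = 4.9e-04, 2.1e-04 and 4.5e-07). In Ts1Cje hippocampus the call ended without Eup365 (adjusted P = 0.061). Estimated-correlation P were 0.73, 0.48 and 0.73 in cortex and 0.90, 0.59 and 0.48 in hippocampus. With the animal labelled Eup274 left out, the list had an adjusted P of 2.1e-07 in Dp(16)1/Yey cortex and 2.3e-07 in hippocampus (estimated-correlation P = 0.017 and 0.45). Of the 56 response genes, Rsad2 in Ts1Cje hippocampus was the only DEX gene of cortex and hippocampus in any model by limma.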

Ts1Cje and Dp(16)1/Yey brains exhibited a downregulation in FGF receptor signaling, while Ts1Cje and Ts65Dn brains exhibited an upregulation in the JAK-STAT and netrin 1 signaling pathways and in Golgi complex-related gene sets. 

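Fgf17 and Fgfr4 were 0.875-fold (log2 change -0.19, SE 0.06) and 0.894-fold (log2 change -0.16, SE 0.05) in Ts1Cje hippocampus (n = 5 and 5), where Fgf1 was 1.12-fold (log2 change 0.17, SE 0.05). Of 37 genes of FGF receptor signaling, 23 were lower in Ts1Cje hippocampus, 24 in Ts1Cje cerebellum and 22 in Dp(16)1/Yey cerebellum. The list was not called in any region of Ts1Cje (adjusted P = 0.77, 0.41 and 0.39 in cortex, hippocampus and cerebellum) or Dp(16)1/Yey (0.46, 1.0 and 0.68). Dcc, the netrin 1 receptor gene, was 1.30-fold (log2 change 0.38, SE 0.10) in Ts1Cje cerebellum, and Unc5d was 1.17-fold (log2 change 0.22, SE 0.07). Of 28 netrin 1 genes, 15 were higher and 13 lower there (adjusted P = 0.34). The JAK-STAT gene Il4ra was 1.24-fold (log2 change 0.31, SE 0.08) in Ts65Dn hippocampus. The JAK-STAT list without the triplicated genes was not called in Ts1Cje cortex or hippocampus (adjusted P = 0.19 and 0.16) or in Ts65Dn (0.39 and 0.96). The netrin 1 list was not called in Ts65Dn (0.23, 0.81 and 0.20).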

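Ncl, the nucleolin gene, and Taf1d were 0.883-fold (log2 change -0.18, SE 0.07) and 0.885-fold (log2 change -0.18, SE 0.08) in Ts65Dn cerebellum (n = 5 and 5). Of 19 genes of RNA polymerase I transcription, 13 were lower there (camera adjusted P = 0.033, estimated-correlation P = 0.48), a call that ended in 4 of 10 omissions of 1 animal. In Dp(16)1/Yey the list was not called in cortex, hippocampus or cerebellum (adjusted P = 0.86, 0.68 and 0.19). The MHC class II invariant chain gene Cd74 and H2-Aa were 1.34-fold (log2 change 0.43, SE 0.14) and 1.29-fold (log2 change 0.37, SE 0.16) in Dp(16)1/Yey cerebellum. Of 14 MHC class II genes, 9 were higher there (adjusted P = 0.016, estimated-correlation P = 0.73), not called without Eup279 or Eup260, and microglial markers were higher with them, 18 of 21. In Ts65Dn the list was not called (adjusted P = 0.93, 0.53 and 0.44). None of the genes of either list passed when adjusted over the list alone in these regions.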

Ts65Dn and Dp(16)1/Yey brains had a downregulation of transcriptional activity and RNA polymerase I-dependent transcription, while pyruvate metabolism, cysteine-dependent peptidase activity and MHC class II antigen presentation were upregulated in these mice. No common consistently downregulated pathways were observed in all models by brain region (Table S5).

DAVID analysis (all pathways reported in Tables S21-S23 and summarized in Table S24) revealed the following:

1. In the cortex, Ts65Dn mice had more dysregulated pathways than Dp(16)1/Yey and Ts1Cje mice. Gene sets associated with G-protein signaling and olfactory transduction were largely downregulated in all three strains, whereas immunological pathways were upregulated in all three strains. Additionally, Ts65Dn mice had a distinct pathway profile involving terms related to neurogenesis and behavior.

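Olfr347 was 0.768-fold (log2 change -0.38, SE 0.09, n = 5 and 5) in Ts1Cje cortex, Olfr1029 was 0.728-fold (log2 change -0.46, SE 0.09) in Ts65Dn and Olfr731 was 0.754-fold (log2 change -0.41, SE 0.09) in Dp(16)1/Yey. Of 1098 olfactory receptor genes, 752 were lower in Ts1Cje cortex (camera adjusted P = 0.0086, estimated-correlation P = 0.94), where the direction of the list turned without the animal Eup347 (adjusted P = 0.42). Lower in the other models were 616 in Ts65Dn (adjusted P = 0.27) and 591 in Dp(16)1/Yey (adjusted P = 0.95). Among the MDGs of cortex, 1 was higher and 13 lower in Ts1Cje, 6 and 10 in Ts65Dn, and 21 and 26 in Dp(16)1/Yey. In Ts1Cje cortex the ribosomal protein genes were lower, with Rpl8 at 0.767-fold (log2 change -0.38, SE 0.16) and 43 of 48 lower (adjusted P = 2.1e-07, estimated-correlation P = 0.90).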

2. In the hippocampus, Dp(16)1/Yey mice had the largest number of dysregulated pathways. 

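Hspa2, a chaperone gene, was 1.17-fold (log2 change 0.23, SE 0.06, n = 5 and 5) in Ts1Cje hippocampus and 1.14-fold (log2 change 0.19, SE 0.07) in Dp(16)1/Yey, and Cryab was 1.20-fold (log2 change 0.26, SE 0.12) in Ts65Dn. The chaperone list mixes chaperones of the cytosol and the endoplasmic reticulum, so it covers endoplasmic reticulum function only in part. It was not called in hippocampus of Ts1Cje, Ts65Dn or Dp(16)1/Yey (camera adjusted P = 0.67, 0.21 and 0.18). Without the animal labelled Eup274 it was called higher in Dp(16)1/Yey (adjusted P = 0.040, estimated-correlation P = 0.93). The olfactory receptor gene Olfr45 was 0.764-fold (log2 change -0.39, SE 0.08) in Dp(16)1/Yey hippocampus and Olfr1278 was 1.42-fold (log2 change 0.50, SE 0.08, adjusted P = 0.033) in Ts65Dn. Of the olfactory receptor genes, 780 were lower in Dp(16)1/Yey (adjusted P = 0.0025, estimated-correlation P = 0.90) and 745 in Ts1Cje (adjusted P = 0.029, estimated-correlation P = 0.90), calls that ended in 1 and 4 of 10 omissions of 1 animal. In Ts65Dn 626 were higher (adjusted P = 0.65). The Dp(16)1/Yey list without the animal labelled Eup274 had an adjusted P of 4.4e-04 (estimated-correlation P = 0.89).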

Genes associated with oxidoreductase activity and endoplasmic reticulum function were upregulated in all three models, while genes associated with olfactory transduction were downregulated in Ts65Dn and Dp(16)1/Yey mice. When Ts1Cje and Dp(16)1/Yey mice were compared, gene sets associated with extracellular exosomes, mitochondrial membrane and transferase activity were commonly upregulated. 

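Prdx4, a peroxiredoxin gene, and the metallothionein gene Mt1 were higher in Ts1Cje hippocampus, with log2 changes of 0.20 and 0.14 (SE 0.06 and 0.05, n = 5 and 5). The catalase gene Cat was 1.33-fold (log2 change 0.41, SE 0.10) in Ts65Dn hippocampus, the 1 gene of the oxidative stress list past the test there when adjusted over the list alone. Of 41 genes of the oxidative stress response outside the segments, 32 were higher in Ts1Cje hippocampus (camera adjusted P = 0.0032, estimated-correlation P = 0.90), 24 in Ts65Dn (adjusted P = 0.95) and 27 in Dp(16)1/Yey (adjusted P = 0.066). The list was called higher in Dp(16)1/Yey when the animal labelled Eup274 was left out (adjusted P = 0.023, estimated-correlation P = 0.91), and not called in Ts1Cje without Eup324 (adjusted P = 0.14).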

Finally, Ts1Cje and Ts65Dn mice exhibited upregulation of genes involved in the oxidative stress response.
3. In the cerebellum, Dp(16)1/Yey and Ts1Cje mice had the highest number of dysregulated pathways compared with the Ts65Dn mice. As in the cerebral cortex and hippocampus, immune response and interferon signaling were highly upregulated in all three mouse models. 

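Ifit1, an interferon-induced inhibitor of viral translation, was 2.47-fold (log2 change 1.30, SE 0.20, n = 5 and 5, adjusted P = 0.016) in Ts1Cje cerebellum, 0.920-fold (log2 change -0.12, SE 0.16, adjusted P = 0.93) in Ts65Dn and 2.10-fold (log2 change 1.07, SE 0.22, adjusted P = 0.12) in Dp(16)1/Yey. Usp18, which restrains the type I interferon receptor, was 1.91-fold (log2 change 0.94, SE 0.16, adjusted P = 0.033) in Ts1Cje. Of the 56 interferon response genes outside the segments, 54 were higher in Ts1Cje, 44 of them past the test when adjusted over the list alone and 19 DEX (camera adjusted P = 1.6e-53, estimated-correlation P = 0.16). In Dp(16)1/Yey 53 were higher, 33 past the test over the list alone and 0 DEX by limma, with 34 at an unadjusted P under 0.05 (adjusted P = 2.9e-33, estimated-correlation P = 0.48). In Ts65Dn 38 were higher (adjusted P = 0.65), while its receptor genes were raised, Ifnar2 to 1.49-fold (log2 change 0.58, SE 0.07). Without the animal labelled Eup274, Ifit1 was 2.48-fold (log2 change 1.31, SE 0.12, n = 5 and 4, adjusted P = 0.0010) and Usp18 1.94-fold (log2 change 0.96, SE 0.10, n = 5 and 4, adjusted P = 0.0019) in Dp(16)1/Yey. The list was called there by camera, as were microglial markers (adjusted P = 1.8e-52 and 5.8e-08, estimated-correlation P = 0.016 and 0.017). Choroid plexus, meningeal and endothelial markers were higher there too (adjusted P = 8.2e-09, 0.0038 and 0.0053, estimated-correlation P = 0.85, 0.71 and 0.48). With the animal labelled Eup274 kept, the choroid plexus call ended without Eup280 (adjusted P = 0.12). The animal labelled Eup274 was itself far from the other males labelled euploid in the mean of the interferon response list (6.95 against 6.29 to 6.44 on the log2 scale). Its omission therefore had to widen the interferon effect, so the interferon calls without it are no separate evidence. The effect on the mean of the list was larger in Ts1Cje than in Ts65Dn by 0.44 on the log2 scale (permutation P = 0.0089, adjusted over 21 tests 0.062). Among genes of this list, the effect on Ifit1 differed between these models by 1.42 (adjusted P = 0.048). Microglial genes rose in part with the list, 19 of 21 higher in Ts1Cje, with Ly86 at 1.30-fold (log2 change 0.38, SE 0.12). After subtraction of the microglial mean, the list differed by 0.35 in Ts1Cje (exact P = 0.016).

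**Figure D5:**
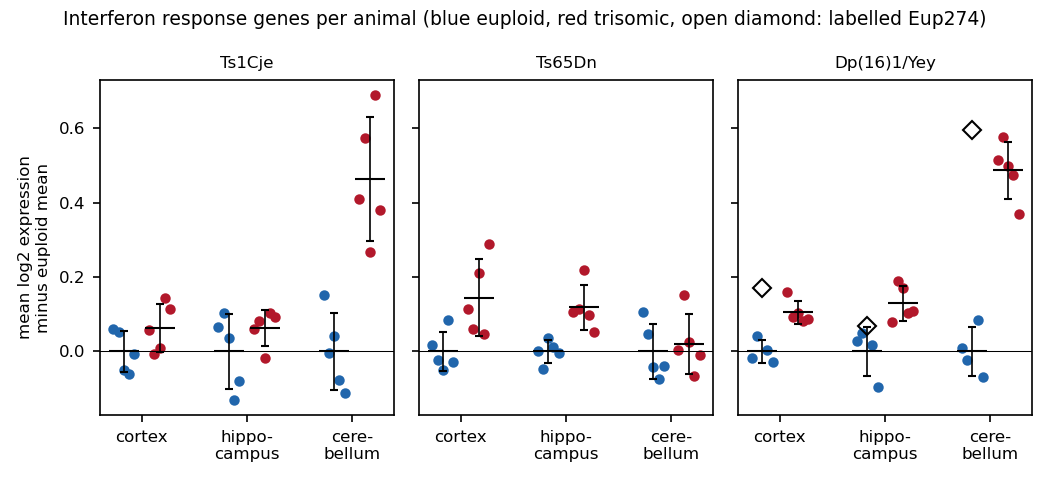
Mean log2 signal of the 56 interferon response genes outside the segments in each adult animal, relative to the mean of the euploid animals of the model and region without the animal labelled Eup274. Bars show the mean ± SD of each group without that animal.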

Ts1Cje and Dp(16)1/Yey mice displayed a significant upregulation of JAK-STAT signaling, GTPase activity and double-stranded RNA binding, and downregulation of G-protein-coupled receptor signaling (i.e. olfactory receptor activity). 

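Eif2ak2, the gene of the kinase PKR that binds double-stranded RNA, was 1.70-fold (log2 change 0.77, SE 0.09, n = 5 and 5, adjusted P = 0.0022) in Ts1Cje cerebellum and 1.59-fold (log2 change 0.67, SE 0.18, adjusted P = 0.42) in Dp(16)1/Yey. The RNA helicase gene Ddx58 was 0.67 higher on the log2 scale in Ts1Cje (SE 0.11, adjusted P = 0.018) and 0.61 higher in Dp(16)1/Yey (SE 0.18), and Adar differed by 0.12 and 0.01 (SE 0.07 and 0.09), not past the test. Of the JAK-STAT genes, Osmr was 1.26-fold in Ts1Cje (SE 0.09). The JAK-STAT list of 35 genes, which holds no triplicated gene, was not called, with 18 higher in Ts1Cje (camera adjusted P = 0.29) and 20 in Dp(16)1/Yey (adjusted P = 0.31). Olfr773 was 0.657-fold (log2 change -0.61, SE 0.14) in Ts1Cje cerebellum. Of 1098 olfactory receptor genes, 809 were lower in Ts1Cje (adjusted P = 4.4e-04) and 887 in Dp(16)1/Yey (adjusted P = 9.6e-10), with estimated-correlation P of 0.90 and 0.90. In Ts65Dn 813 were higher (adjusted P = 1.9e-04, estimated-correlation P = 0.90), not called without TS5 (adjusted P = 0.18), and the direction turned among genes above the median signal (adjusted P = 0.82).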

When compared with the other two models, Ts65Dn exhibited a distinct profile of dysregulated pathways.

#### miRNA expression

miRNA expression was analyzed in Ts1Cje, Ts65Dn and Dp(16)1/Yey adult brains to assess whether miRNA-dependent regulation could be related to the low number of DEX genes observed in these animals and, in particular, in Dp(16)1/Yey mice. Ts1Cje cortex and hippocampus had one and two upregulated miRNAs, respectively (Table S25). No change in miRNA expression was seen in Ts1Cje cerebellum (Table S25). Ts65Dn mice had three marginally dysregulated miRNAs in cortex (all downregulated), four in hippocampus (three upregulated, including miR155; one downregulated), and three in cerebellum (all upregulated) (Table S25). 

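Mir145a, a smooth muscle miRNA, and Mir495 were 1.45-fold (log2 change 0.54, SE 0.13) and 1.46-fold (log2 change 0.54, SE 0.16) in Dp(16)1/Yey cortex (n = 5 and 5), and Mir184 was 0.769-fold (log2 change -0.38, SE 0.09). The neurogenic Mir9-2 was 1.58-fold (log2 change 0.66, SE 0.18) in Dp(16)1/Yey cerebellum. Mir15a was 0.713-fold (log2 change -0.49, SE 0.09, adjusted P = 0.084) in Ts65Dn cortex and Mir136 1.32-fold (log2 change 0.40, SE 0.07, adjusted P = 0.070) in Ts1Cje hippocampus, and both were DEX. Mir155, a regulator of immune cells, was 1.28-fold (log2 change 0.36, SE 0.11, adjusted P = 0.57) in Ts65Dn hippocampus. Cortex of Dp(16)1/Yey had 8 higher and 1 lower miRNA MDGs, hippocampus 1 and 2, and cerebellum 2 and 5. When the animal labelled Eup274 was left out, its hippocampus had 1 and 4 and its cerebellum 1 and 11. Ts65Dn had 0 and 4, 4 and 5, and 7 and 3, and Ts1Cje 5 and 0, 4 and 2, and 1 and 0. After quantile normalization again, cerebellum had 3 and 5 in Ts65Dn and 3 and 0 in Ts1Cje. By the methods’ t-test these were 5 and 1, 1 and 2, and 1 and 3 in Dp(16)1/Yey, 0 and 3, 3 and 1, and 3 and 0 in Ts65Dn, and 0 and 0, 3 and 1, and 0 and 0 in Ts1Cje.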

Lastly, Dp(16)1/Yey mice had six marginally dysregulated miRNAs in cortex (five upregulated and one downregulated), three in hippocampus (one upregulated and two downregulated), and four in the cerebellum (one upregulated and three downregulated) (Table S25).

#### qRT-PCR validation of adult microarray findings

Similar to our embryonic microarray validation, we validated the adult microarray findings using the same set of genes – *Hspa13*, *App*, *Ttc3* and *Rfx5* – in the cortex and hippocampus of Ts1Cje, Ts65Dn and Dp(16)1/Yey mice. Both microarray and qRT-PCR data showed that gene expression changes were consistent across methods and with the gene dosage in each mouse model (Table S26A,B).

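In adult brains Hspa13 was higher in Dp(16)1/Yey, where it is triplicated, at 1.32-fold in cortex and 1.48-fold in hippocampus (SE 0.10 and 0.15, n = 5 and 5, adjusted P = 0.34 and 0.46). In Ts1Cje and Ts65Dn it was 0.939-fold and 1.08-fold in cortex. App was 1.25-fold (log2 change 0.32, SE 0.05, adjusted P = 0.013) in Ts65Dn cortex, 1.17-fold in Dp(16)1/Yey (SE 0.07) and 0.985-fold in Ts1Cje (SE 0.10). Ttc3 was 1.24-fold, 1.38-fold and 1.22-fold in hippocampus of Ts1Cje, Ts65Dn and Dp(16)1/Yey (SE 0.05, 0.08 and 0.07, adjusted P = 0.013, 0.048 and 0.40). Rfx5 was not DEX in any adult region, with 0.812-fold, 0.845-fold and 0.856-fold in cortex (SE 0.12, 0.08 and 0.12). Without the animal labelled Eup274, Hspa13 was 1.63-fold (log2 change 0.71, SE 0.11, n = 5 and 4, adjusted P = 0.023) in Dp(16)1/Yey hippocampus and App 1.25-fold (log2 change 0.32, SE 0.06, n = 5 and 4, adjusted P = 0.048). The qRT-PCR measurements were not analysed here.

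**Figure D6:**
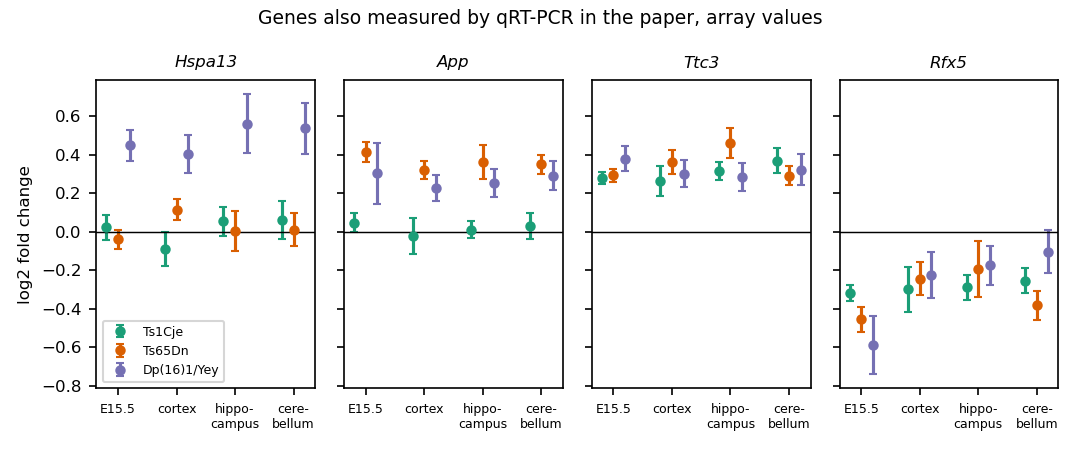
Log2 change of Hspa13, App, Ttc3 and Rfx5 in the E15.5 forebrain, adult cortex, adult hippocampus and adult cerebellum of the 3 models. Bars show limma standard errors.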

## DISCUSSION

This novel comparative study highlights numerous significant differences in brain development, gene expression and behavior in the Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of DS (summarized in Table 1). The extent of variation between the different models was unexpected, because it has been widely accepted that segmental trisomy of MMU16 is a valid model for triplication of HSA21 and that triplication of the orthologous genes leads to common phenotypes (Davisson et al., 1990; Li et al., 2007; Reeves et al., 1995; Sago et al., 1998; Sérégaza et al., 2006). The various genetic, morphological and behavioral differences between strains indicate distinct etiologies, obscuring the identification of a common mechanism for DS-relevant neurological deficits across the models. Another important conclusion from these studies is that frank alterations in prenatal brain growth are not required for later postnatal or adult behavioral deficits in a DS model. Indeed, one of the models [Dp(16)1/Yey] displays abnormalities in juvenile and adult motor/cognitive tests without any appreciable prenatal brain morphogenesis deficits. These data reframe interpretation of previous reports in the literature and have important implications for future use of these models in understanding the neurobiology of DS and in developing novel therapies.

### Summary of brain phenotypes by model

#### Ts1Cje

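The proliferation marker genes Mki67 and Top2a differed by 0.07 and 0.06 on the log2 scale in Ts1Cje forebrains (SE 0.16 and 0.16, n = 5 and 5), not past the test. They differed in Dp(16)1/Yey by -0.03 and -0.02 (SE 0.18 and 0.14), and the mitotic kinase gene Aurka by -0.19 (SE 0.09).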

Our transcriptome data indicate that markers of cerebral cortex development and cell proliferation, including kinetochore organization and metaphase/anaphase checkpoint regulators, are upregulated in E15.5 Ts1Cje forebrains. These gene expression data are supported by our neurogenesis experiments in which we found a ∼20% increase in the thickness of the dorsal IZ at E15.5. Previous reports, however, showed that Ts1Cje embryos had a decreased overall brain size as well as decreased cortical neurogenesis at E14.5 (Ishihara et al., 2010). Contrary to our findings, these studies also showed that Ts1Cje mice exhibited an increase in proliferation in the MGE at E14.5, followed by enlarged ventricles and decreased hippocampal proliferation postnatally (Ishihara et al., 2010, 2014). These differences in histological findings might be related to differences in methodology (Qu et al., 2011) or the fact that we analyzed a larger cohort in our current study. Additionally, these differences could have arisen from a possible phenotypic drift known to sometimes occur in fully inbred colonies (Casellas, 2011).

At P15, Ts1Cje forebrains show no change in total cell density, cortical excitatory neuron density, or cortical and hippocampal inhibitory IN densities. However, there is a shift in the laminar position of excitatory neurons, indicating some perturbation in cellular allocation in the somatosensory cortex. Interestingly, despite the lack of frank changes in pre- and perinatal brain morphology, Ts1Cje mice exhibit deficits in both early and late developmental milestones. However, these animals do not show widespread deficits in motor- and hippocampal-based tasks as adults. Importantly, we found no debilitating impact of a hybrid background strain on any prenatal or postnatal phenotypes in Ts1Cje, eliminating this factor as a potential confounding variable in our findings in Ts65Dn mice.

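Dscam, an adhesion gene of the segment, was among the genes shared by Ts1Cje and Ts65Dn in hippocampus, at 1.44-fold and 1.48-fold (SE 0.06 and 0.10, n = 5 and 5). Donson, a replication fork gene, was shared in the forebrain at E15.5. The models shared 30 higher DEX genes there, of 50 in Ts1Cje and 53 in Ts65Dn, and Rfx5 as the lower one. The 0.125 expected for independent lists takes no account of the segment triplicated in both models. All 30 lay in the MMU16 segment of Ts65Dn, and all but Sod1 in that of Ts1Cje.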

Gene expression data show that similar numbers of DEX genes can be found in both Ts1Cje and Ts65Dn brains during gestation and in adulthood, but there are very few DEX genes in common between both models. This lack of similarity in gene expression could explain the phenotypic differences in Ts1Cje and Ts65Dn embryos and adults. Additionally, differential expression in four of the seven distal MMU12 genes might contribute to the lack of phenotype. For example, we showed that in embryonic Ts1Cje forebrain there was a ∼25% decrease in *Tmem196* expression (*P*=0.0008). 

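Tmem196 was 0.740-fold in Ts1Cje forebrains at E15.5 (log2 change -0.44, SE 0.07, n = 5 and 5), with an adjusted P of 0.052 and an unadjusted P of 8.0e-05 by limma and 8.2e-04 by the methods’ t-test.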

Previous work has shown that knockdown of *Tmem196* increases proliferation and inhibits apoptosis and cell cycle arrest in rat lung (Liu et al., 2015). Perhaps *Tmem196* has similar antiproliferative pro-apoptotic properties in the developing brain and its downregulation contributes to the observed increase in thickness of the dorsal pallium. Our study does not directly assess the functional relevance of dysregulated genes that are nonorthologous to HSA21 genes; therefore, we cannot account for their specific contribution to observed phenotypes over the Ts1Cje lifespan.

Despite the large experimental evidence of global gene expression dysregulation in postmortem brains from fetuses with DS (Mao et al., 2005; Olmos-Serrano et al., 2016a), our study is the first to describe abnormal global gene expression in the embryonic forebrain of the three most widely used mouse models of DS [i.e. Ts1Cje, Ts65Dn and Dp(16)1/Yey]. The next most comprehensive developmental gene expression studies have focused on cerebellar development in Ts1Cje mice from P0 until P30 (Dauphinot et al., 2005; Laffaire et al., 2009; Potier et al., 2006). Similar to our work, these studies found a consistent upregulation in the trisomic region of MMU16 in Ts1Cje cerebellum. Many other genes were also shown to be affected, reinforcing the fact that global gene dysregulation is occurring in these animals throughout postnatal development. Differentially regulated genes could not be directly compared between our current study and this prior work due to differences in ages and because only ANOVA was used to identify misexpressed genes. Yet, despite these methodological differences, general trends regarding FC magnitude and global gene expression perturbations were consistent. Interestingly, in Laffaire et al. (2009), cells from the external granule layer were dissected and assessed by qRT-PCR; 80% of upregulated MMU16 genes identified by this analysis were also found in our MDG set from Ts1Cje adult cerebellum. This further reinforces our findings and the methods we used to identify dysregulated genes in the cortex, hippocampus and cerebellum of trisomic mice.

#### Ts65Dn

Similar to fetuses with DS, significant abnormalities in somatic and brain growth, pallial expansion and neurogenesis were observed in Ts65Dn embryonic forebrain. In addition, perinatal deficits in corticogenesis and sex-specific developmental milestone delays were apparent in this model. Additionally, learning and memory deficits in adult Ts65Dn mice, including defects in cognitive flexibility identified by the MWM task, mimicked learning and memory phenotypes seen in individuals with DS. Ts65Dn mice did not show altered motor coordination as assessed by the rotarod test, but did show open field and motor-based developmental milestone defects.

The unique gene expression changes in Ts65Dn forebrain might be partly responsible for the developmental phenotypes observed in these mice. Importantly, our gene expression data from developing Ts65Dn embryos identify dysregulated expression of several triplicated genes that are not orthologous to HSA21 (nine MMU17 genes), indicating that these genes might contribute to the prenatal phenotype observed in these mice. Previous work shows that several of these genes play roles in neurological function. For example, mutations in *Arid1b*, a gene that is highly expressed in the developing cortical plate and is upregulated in Ts65Dn embryonic forebrain, are implicated in intellectual disabilities in humans (Sim et al., 2015). In fact, ARID1B is thought to be involved in a neuron-specific chromatin remodeling complex that is associated with the exit of neural progenitors from the cell cycle and their differentiation into postmitotic neurons (Sim et al., 2015). Therefore, upregulation of *Arid1b* might impede cell cycle progression and/or proliferation, contributing in part to the observed decrease in neurogenesis and postmitotic neurons in the Ts65Dn brain. Similarly, *Serac1* is expressed in the IZ at E15.5 and is upregulated in Ts65Dn embryonic forebrain. *Serac1* encodes a phosphatidylglycerol remodeling protein that plays a role in mitochondrial function and intracellular cholesterol trafficking. How upregulation of this gene might contribute to proper neural development is unknown; however, dysregulation in *Serac1* has been linked to mitochondrial-based encephalopathy in humans (Wedatilake et al., 2015). It is, therefore, possible that its dysregulation could impact typical brain development in Ts65Dn mice. Aside from these dysregulated MMU17 genes, our embryonic and adult gene expression analyses identified many unique DEX genes and MDGs in Ts65Dn brains, indicating that gene dosage rescue experiments are needed to more directly assess the role of each of these dysregulated genes in Ts65Dn-specific brain phenotypes. In theory, these uniquely dysregulated genes, along with their downstream effects, might be the underlying molecular precipitants of some of the phenotypes only observed in Ts65Dn brains.

Several prior studies have investigated gene expression in Ts65Dn brains (Kahlem et al., 2004; Saran et al., 2003; Sultan et al., 2007). Importantly, the methodology in those studies differs substantially from methods used in our current work preventing in-depth comparisons of findings. For example, in Saran et al. (2003), RNA from the cerebellum of six euploid and six Ts65Dn mice were pooled prior to analysis, only 7000 probes were used, and average FC values were not gated using stringent statistical methods. Despite these differences, our two studies support the general principle that global gene expression abnormalities exist as a result of the triplicated MMU16 genes. In work by Sultan et al. (2007), eight animals of each genotype were used for qRT-PCR analyses of genes in the cortex, cerebellum and midbrain. The authors found large intersubject variability and generated three categories to identify consistently upregulated genes compared with genes that either overlap with euploid expression or show no specific stratification by genotype. The authors found that nine genes were consistently upregulated in the cerebella of all Ts65Dn mice, and 17 genes were consistently upregulated in all Ts65Dn cortices. Comparing these genes with our microarray screen, we found that all nine genes within the cerebellum are reflected in our MDG list, seven of which were identified as DEX. Additionally, we identified 16 of the 17 genes found in the cortex and 15 were classified as DEX in our study. This high level of similarity between the findings, despite the use of distinct statistical methods and gene expression assays, validates the experimental paradigm that we used, as well as the thresholding methods we employed to gate our data. Lastly, work by Kahlem et al. (2004), which focused primarily on the triplicated region of MMU16 in Ts65Dn mice, identified several pathway perturbations in cortex and cerebellum (along with five other specialized tissues), two of which were identified in our study: (1) signal transduction, and (2) cell-cell communication/extracellular matrix. Thus, despite the differences in experimental paradigms used to assess gene expression in adult Ts65Dn brains, a general concordance exists between findings. Our current work, therefore, validates and substantially expands upon these prior reports. In addition, our study assesses forebrain gene expression during embryonic development and provides information about expression of MMU17 triplicated genes, characterizing two novel aspects of global gene dysregulation in Ts65Dn brains.

#### Dp(16)1/Yey

Based on the increased number of triplicated syntenic genes in Dp(16)1/Yey mice, we expected to observe an exaggerated or at least a similar phenotype to Ts65Dn mice during embryonic development. Our previous demonstration of a lack of forebrain morphogenesis defects in Dp(16)1/Yey mice was unexpected (Goodliffe et al., 2016). In the present study, we employed EdU, a newer cell cycle marker which has increased sensitivity compared with BrdU, to assess neurogenesis (Qu et al., 2011), but again found no prenatal neurogenesis defects in Dp(16)1/Yey embryos at E15.5. Importantly, we showed that maternal trisomy and a hybrid background strain had no impact on growth indices in Dp(16)1/Yey embryos, because Dp(16)1/Yey animals bred using the same breeding scheme as Ts65Dn mice showed no measurable abnormalities in embryonic brain growth phenotypes. Additionally, postnatal analysis of achievement of developmental milestones indicated that, unlike Ts1Cje and Ts65Dn mice, Dp(16)1/Yey neonates did not show deficits in early-acquired milestones. Instead, these mice showed defects only in late-acquired (P15-P21) milestones concomitant with abnormalities in cortical excitatory neuron and IN populations at P15. Furthermore, Dp(16)1/Yey adults showed profound impairments on motor and learning/memory tasks.

Together, these data suggest that while we were unable to measure any abnormalities in the embryonic or early neonatal phenotypes, Dp(16)1/Yey mice still manifested behavioral and histological phenotypes that began around P15 and showed cognitive and motor impairments as adults. This key finding raises important questions about how pre- and postnatal phenotypes relate to one another in mouse models of DS. This also raises corresponding questions about the assumed connections between pre- and postnatal brain phenotypes in humans with DS.

In theory, the Dp(16)1/Yey model should exhibit the most DS-relevant phenotypes owing to the increase in the number of triplicated HSA21 orthologs and the lack of dosage imbalance of non-HSA21 orthologs. This theory is, however, strongly contradicted by the normal neuroanatomical and developmental milestone data, and the low number of DEX genes in these mice. Gene expression analysis shows that the number of DEX genes in Dp(16)1/Yey embryonic forebrain is approximately half of that found in T65Dn and Ts1Cje forebrains. The lack of discernible gene-phenotype relationships in Dp(16)1/Yey points to possible additional contributions from epigenetic and other regulatory elements, including miRNAs and long noncoding RNAs, or perhaps a compensatory mechanism arising from the increased number of triplicated genes.

Unique to the Dp(16)1/Yey embryonic forebrain was the presence of eight miRNAs within the MDG list (i.e. with a FC>1.2). The presence of these marginally dysregulated miRNAs in Dp(16)1/Yey embryonic forebrain might provide an explanation for the lack of atypical prenatal phenotypes in this model and, as such, warrants further study. Even though the number of genes that met the statistical criteria to be designed as DEX genes is low in Dp(16)1/Yey embryonic forebrain, the number of MDGs is higher compared with Ts65Dn and Ts1Cje. Taken together, the differential expression of miRNA and the large number of MDGs with small FCs suggest that slow cumulative gene expression and pathway changes play a role in delaying the onset of cellular and cognitive phenotypes.

Similarly, Dp(16)1/Yey adult brains showed a consistently high number of MDGs in all regions examined. This correlates with an abnormal behavioral phenotype in fear conditioning, MWM and rotarod tests, suggesting that the cumulative effects of subtle gene expression changes can result in severe behavioral deficits, even if the statistical criteria to classify these genes as DEX genes are not fulfilled. These key findings warrant further studies to better understand the molecular mechanisms responsible for the observed abnormalities in the neonatal and adult histological and behavioral phenotypes that seemingly occur without abnormalities in embryonic brain development.

### Comparisons across models

#### Embryonic somatic growth, brain morphogenesis and gene expression

Only Ts65Dn mice had reduced body length and brain size at E15.5. Breeding onto a B6C3Sn hybrid background in the Ts1Cje (euploid dams×trisomic males) and Dp(16)1/Yey (trisomic dams×euploid males) colonies did not induce similar phenotypes in trisomic embryos. Neocortical expansion was also reduced in Ts65Dn mice at E15.5, but was largely unaffected in Dp(16)1/Yey mice. On the other hand, Ts1Cje mice showed a selective increase in the thickness of the IZ of the dorsal germinal zone. Neurogenesis was decreased in the VZ/SVZ of the dorsal pallium of Ts65Dn mice but was unchanged in Ts1Cje and Dp(16)1/Yey mice. Ts65Dn mice also exhibited a consistent increase in mitotic events and progenitor cell numbers within the MGE of the ventral germinal zone. These changes were not observed in Ts1Cje or Dp(16)1/Yey brains. Ts65Dn and Ts1Cje embryonic forebrains had a similar number of DEX genes, with ∼50% mapping to the MMU16 triplicated region in each strain. Several DEX genes in these two models, however, were products of non-HSA21 orthologs that are uniquely aneuploid in each respective strain. Despite having the largest MMU16 triplication, Dp(16)1/Yey embryonic forebrains had the lowest number of DEX genes. Yet, Dp(16)1/Yey brains also had the highest number of MDGs.

In Ts1Cje forebrains, *Dnah11*, a gene found on MMU12, was consistently and markedly upregulated in all regions. We previously determined that the overexpression of *Dnah11* is an artifact of the translocation breakpoint in Ts1Cje mice (Guedj et al., 2015b). Truncation of the gene likely leads to its dysregulation. Importantly, despite its differential expression, *Dnah11* did not play a role in any functional pathways in Ts1Cje embryonic forebrains. However, this does not preclude the fact that it could negatively affect other organs and thus indirectly affect the brain.

Ts1Cje, Ts65Dn and Dp(16)1/Yey embryonic forebrains shared very few dysregulated signaling pathways and cellular processes relating to neurogenesis and brain development. All three strains, however, showed an upregulation in interferon signaling and immune response. Several additional pathways indicated by GSEA and/or DAVID shed light on cellular dysregulation in Ts1Cje, Ts65Dn and Dp(16)1/Yey forebrains that might relate to abnormalities in brain development. As examples, downregulation in neural crest cell development in Ts65Dn mice and downregulation in transcriptional regulation and oxygen handling in Dp(16)1/Yey mice could be functional consequences of dysregulation occurring at the cellular level. Additionally, olfactory receptor activity involving G-protein-coupled receptors was significantly upregulated in both the Ts65Dn and Dp(16)1/Yey embryonic forebrains. Very few studies have investigated the importance of olfactory receptor expression in neurons other than olfactory sensory neurons (Cecchini et al., 2016). However, there is evidence indicating the importance of olfactory recognition of familiar pheromones (i.e. maternal) for feeding in mouse pups and in human infants (Lévy et al., 2004; Schaal, 2010). Also, recent work shows that olfactory function and explicit olfactory memory are severely affected in individuals with DS (Cecchini et al., 2016; Johns et al., 2012). Therefore, as a follow-up study, we are investigating olfactory recognition and contextual olfactory memory in Ts1Cje, Ts65Dn and Dp(16)1/Yey neonates to determine whether these gene expression abnormalities manifest as a DS-related behavioral phenotype.

#### Neonatal cellular populations and developmental milestones

Ts65Dn and Ts1Cje pups exhibited deficits in achieving both early and late developmental milestones. Conversely, Dp(16)1/Yey mice only exhibited deficits in achieving late developmental milestones. Sex differences in achieving milestones were only observed in the Ts65Dn mice, with males showing more delays in a greater number of tasks. Ts65Dn mice exhibited an increase in specific cortical and hippocampal IN subtypes as well as a decrease in cortical excitatory neurons at P15. In contrast, specific subtypes of cortical INs as well as excitatory neurons were decreased in the Dp(16)1/Yey somatosensory cortex, but hippocampal IN populations were unchanged. In Ts1Cje mice, overall cell numbers, inhibitory IN populations and excitatory neurons were unchanged; however, a shift in laminar distribution in neocortical excitatory neuronal populations was observed. These data suggest that alterations in IN specification might be related to the milestone delays in the Ts65Dn and Dp(16)1/Yey models, but that inhibitory neuron defects probably do not underlie the perinatal behavioral deficits in the Ts1Cje mice. Although the most significant changes were again found in the Ts65Dn brains, slight deficits in excitatory neuron number and in laminar specification might underlie the Ts1Cje milestone findings.

#### Adult behavior and global gene expression

Reflexive behavior as assessed by SHIRPA was largely unaffected in all three models. In hippocampal-based tasks, all three models showed CFC abnormalities, but only Ts65Dn and Dp(16)1/Yey mice showed MWM abnormalities. In motor-based tasks, Ts1Cje mice showed both rotarod and open field deficits, Ts65Dn mice showed only open field deficits, and Dp(16)1/Yey mice showed severe rotarod deficits.

Ts65Dn mice exhibited the lowest number of DEX genes in the hippocampus, but the highest number of DEX genes in the cortex, compared with Ts1Cje and Dp(16)1/Yey models. On the other hand, in cerebellar tissue, Dp(16)1/Yey mice showed the lowest number of DEX genes compared with Ts1Cje and Ts65Dn mice. As in embryonic Ts1Cje forebrains, *Dnah11* is consistently and markedly upregulated in all examined regions in adult Ts1Cje brain. In fact, in adult animals, *Dnah11* representation in several functional pathways reinforces its possible impact on gene networks and on other phenotypes. Additional studies on whether dysregulation in *Dnah11* expression impacts brain function are needed, but its role in DS is unlikely.

Despite the fact that Ts65Dn hippocampus had the lowest number of DEX genes, Ts65Dn mice showed pronounced deficits in hippocampal-based tasks. Interestingly, Ts65Dn mice had the highest number of MDGs in the hippocampus and the highest number of upregulated genes overall, suggesting that there could be a link between genes exhibiting small FCs and behavioral deficits observed in hippocampal-based tasks in this model. Additionally, Dp(16)1/Yey whole brains (cortex+hippocampus+cerebellum) exhibited the highest number of MDGs and these mice showed both hippocampal- and motor-based behavioral deficits.

Similar to our findings in the embryonic forebrain, Ts1Cje, Ts65Dn and Dp(16)1/Yey adult brains shared very few dysregulated pathways and cellular processes, but all three showed upregulation in interferon signaling and immune response pathways. This finding, which is confirmed by both GSEA and DAVID analyses, correlates well with recent work assessing proteomic changes in blood samples from people with DS (Sullivan et al., 2017) and another study analyzing interferon-related gene networks in postnatal Ts1Cje brains (Ling et al., 2014). The implications of this correlation are twofold: (1) our gene expression data and downstream analyses reflect significant physiological changes occurring in all three mouse models and confirmed in people with DS; and (2) the link between chronic immune dysregulation and brain function is tenuous in mouse models of DS, because all models exhibited significantly dysregulated gene expression related to the immune response but not all had concomitant brain-specific phenotypes.

### Impact of model-specific cytogenetics on observed phenotypes

Unique to the Ts65Dn mouse model is the existence of a freely segregating marker chromosome, making this model the only aneuploid model of DS assessed here. The assertion that gene dosage, i.e. allelic number of HSA21, underpins DS phenotypes has long governed mechanistic studies aimed at elucidating relationships between particular genes and observed phenotypes (Chakrabarti et al., 2010; Pritchard and Kola, 1999; Rachidi and Lopes, 2008; Roper and Reeves, 2006). This hypothesis that cumulative genetic or epigenetic changes manifest as structural and behavioral deficits might explain the presence of abnormalities in Ts65Dn but not Ts1Cje brains, because there are more triplicated genes in Ts65Dn. However, this is largely contradicted by the lack of an abnormal brain phenotype in Dp(16)1/Yey embryos and neonates, which have 13% more triplicated HSA21 orthologs than Ts65Dn mice. As somatic and brain growth abnormalities are measurable during gestation in human fetuses with DS, we would expect that DS phenotypes recapitulated by Ts65Dn mice would be exacerbated as the number of triplicated genes within the MMU16 syntenic region increases [i.e. in Dp(16)1/Yey mice]. Since our data show that this is not the case, the gene dosage hypothesis alone does not explain the sequelae of HSA21 triplication.

Additional factors that might contribute to the atypical phenotypes seen in DS are the physical state of triplicated chromatin and the presence of an additional chromosome, or aneuploidy, in 95% of cases of DS (Shin et al., 2010). The amplified developmental instability hypothesis states that most DS phenotypes are a result of a nongene-specific disturbance in chromosomal balance, leading to disrupted homeostasis (Pritchard and Kola, 1999). This hypothesis suggests that there is a common mechanism underlying abnormal phenotypes observed in people with different aneuploidies (i.e. trisomies 21, 18 and 13), while simultaneously accounting for interindividual variation among people with DS (Pritchard and Kola, 1999). Notably, several studies have shown that trisomic mice, regardless of which chromosome is triplicated, exhibit stunted embryogenesis and widespread hypoplasia compared with euploid littermates. This includes mice with individual triplications in all autosomes (MMU1*-Mmu*19) as well as the Ts16 mouse model of DS, in which the full MMU16 chromosome is triplicated (Gearhart et al., 1986; Haydar et al., 1996, 2000; Williams et al., 2008). More in-depth cellular studies in Ts65Dn mice have also shown that Ts65Dn embryos and neonates exhibit decreased proliferation and elongation of the cell cycle in the brain and in peripheral tissue (Chakrabarti et al., 2007; Contestabile et al., 2009a,b, 2007). Furthermore, gene expression analysis in these mice pinpointed a specific decrease in regulators of G(2)/M and G(1)/S cell cycle transition (Contestabile et al., 2007). Thus, we suggest that cell cycle aberrations caused by the presence of an additional chromosome in Ts65Dn mice might be necessary, in conjunction with the gene dosage imbalance, for the induction of abnormalities in embryonic brain morphogenesis. This is a possible explanation for why Ts1Cje and Dp(16)1/Yey embryos show no apparent DS-related prenatal brain development deficits in our study. Thus, the combination of abnormal gene dosage and developmental instability, resulting from the aneuploidy itself, could be a major modulator of abnormal brain phenotypes in the mouse. This new combinational ‘gene dosage/developmental instability’ theory can be further substantiated by limited studies showing that people with a translocation of the long arm of chromosome 21, who have triplication of HSA21 genes but no aneuploidy, exhibit less severe phenotypes compared with the 95% of people with DS who have aneuploidy (Chandra et al., 2010; Prasher, 1995). Additional large-scale studies are necessary to fully characterize molecular, histological and cognitive differences in these two affected human populations.

### Comparison of models to human phenotypes

Spatiotemporal physiological changes are well documented in people with DS and can be used as a metric to identify suitable models for basic and translational studies (Bahado-Singh et al., 1992; Cardoso et al., 2015; Guidi et al., 2008; Haim et al., 2009; Larsen et al., 2008; Lott, 2012; Nilholm, 1999; Vicari et al., 2013; Winter et al., 1998; Wisniewski and Kida, 1994; Wisniewski et al., 1984). Our work shows that Ts65Dn mice model the symptomatic arc identified in people with DS well, but not perfectly: neurogenesis defects were observable pre- and postnatally, delays in developmental milestones were present at birth, and learning and memory deficits were seen throughout adulthood. In addition, we show that Ts65Dn males exhibit more profound deficits in developmental milestones compared with females, reproducing some aspects of the sex differences observed in males and females with DS (Kittler et al., 2004; Määttä et al., 2006; Marchal et al., 2016). Furthermore, age-dependent decline in performance has previously been reported in these mice (Belichenko et al., 2007; Costa et al., 2010; Holtzman et al., 1996; Olmos-Serrano et al., 2016b; Reeves et al., 1995; Xing et al., 2016). Importantly, despite the prenatal neurogenesis deficits, we did not consistently observe microcephaly, a hallmark of DS, in the Ts65Dn brain.

On the other hand, until now, Ts1Cje and Dp(16)1/Yey mice had not undergone the rigorous tests to which Ts65Dn mice were subjected. Previous data related to these two models were scarce and somewhat contradictory. Here, we showed that Ts1Cje mice exhibit mild abnormalities in embryonic and perinatal forebrain histogenesis that do not recapitulate what has been reported in Ts65Dn or in brains of individuals with DS. In addition, while Ts1Cje neonates show deficits in both early- and late-acquired developmental milestones, Ts1Cje adults exhibit only mild deficits in some of the behavioral tasks. The discrepancies between the histological findings and the developmental milestone deficits in Ts1Cje pups are unresolved. However, the differences between the developmental milestone data and the mild adult behavioral deficits found in Ts1Cje mice might be related to the mortality of the most highly-affected animals in the first several weeks of life (Ferrés et al., 2016). Similarly, forebrain histogenesis in embryonic Dp(16)1/Yey mice appears normal, yet inhibitory and excitatory neuron population deficits are present in P15 Dp(16)1/Yey mice. Despite normal performance on early-acquired developmental milestones, Dp(16)1/Yey neonates show deficits in late-acquired developmental milestones and in motor and learning and memory tasks as adults. This delayed onset of behavioral phenotypes might be caused, in part, by the small, but cumulative, changes in gene expression or the postnatal changes in neuron number detected in the somatosensory cortex. More work is necessary to better understand how and why these postnatal brain abnormalities arise and to uncover the underlying etiology of observed behavioral deficits in adult Dp(16)1/Yey animals. Taken together, our results suggest that Dp(16)1/Yey mice could be useful for investigating postnatal brain and behavioral abnormalities that are not reliant on aneuploidy and arise independently from prenatal corticogenesis deficits.

### Future work

Until now, no experiments have specifically addressed the contribution of the nonsyntenic genes triplicated in the Ts65Dn mice to the observed phenotypes. Here, we show that some of these genes are uniquely affected in Ts65Dn brains during development and in adulthood. Determining whether the abnormalities in Ts65Dn are caused by the triplication of these nonsyntenic MMU17 genes requires a new model lacking these unrelated genes, perhaps generated by gene editing technologies. We believe that the data strongly indicate that such a model is now necessary. Similarly, seven genes on MMU12 are monosomic in Ts1Cje, leading to dysregulated expression of those genes; we cannot fully determine their contribution to Ts1Cje-specific phenotypes but have measured decreases in their expression by microarrays. Additionally, Ts65Dn is the only model of aneuploidy assessed in the current study. Determining the specific contribution of the additional chromosome to observed phenotypes is pivotal to a better understanding of DS. This could be accomplished by comparing Ts65Dn to its genocopy Ts2Cje (Villar et al., 2005), which contains the same triplicated genes but does not have an extra, freely segregating chromosome. The comprehensive set of methods and analyses used in this study could provide a roadmap for these future investigations. Lastly, the effect of the duplication and chromosomal elongation in Dp(16)1/Yey on chromatin state is unknown, but consequent changes in epigenetic regulation of gene expression could play a role. Alternatively, it is possible that some of the additionally triplicated genes in this model compensate for or diminish the abnormalities seen in other models and/or that a combination model of all HSA21 orthologs is necessary for the emergence of DS-related phenotypes in mice that contain the extra gene copies as an elongation of an existing chromosome not as an aneuploidy (Zhang et al., 2014).

This study provides a baseline for additional comparative studies, especially as new mouse models of DS are developed. Gene expression data from human brains point to key biological processes that are also disturbed in people with DS such as myelination, synaptogenesis and neuroinflammation (Olmos-Serrano et al., 2016a). These processes can be further explored and then targeted individually or in combination for treatment. Although we focused only on forebrain development, abnormalities in subcortical, cerebellar and brainstem regions have been reported in people with DS and in some mouse models. These brain structures undoubtedly play a role in behavioral phenotypes associated with DS. Lastly, we focused on molecular, structural and behavioral abnormalities in Ts1Cje, Ts65Dn and Dp(16)1/Yey mice. Much work is still needed to assess subcellular, cellular and electrophysiological function in these mice.

### Conclusions

Our data show widespread and unexpected fundamental differences in gene expression, corticogenesis and behavior in the three most common mouse models of DS. Furthermore, our data raise important questions about the downstream anatomical or functional consequences of different numbers of dysregulated genes. Our results also challenge previously held assumptions regarding correlations between embryonic brain development and later behavioral or cognitive abnormalities.

Ts65Dn mice recapitulate most of the neuroanatomical and behavioral alterations typically found in people with DS at different ages. The triplication of ∼60 nonrelevant genes in this model might, however, influence some of these observed changes. Notably, because the relationship between prenatal and postnatal phenotypes in DS is still not well understood, the Ts1Cje and Dp(16)1/Yey models could be useful for elucidating cognitive or behavioral changes that occur in the absence of significant prenatal effects on brain development and in testing spatiotemporally restricted therapeutic interventions.

On the other hand, our work clearly highlights the fact that, based on genetic construction, gene expression, histology and behavior, the Ts1Cje, Ts65Dn and Dp(16)1/Yey strains all have limitations in accurately modeling the human condition. Thus, there is a crucial need for the generation of additional models that better recapitulate DS phenotypes and genetics.

## MATERIALS AND METHODS

We developed a comprehensive standardized protocol to evaluate the molecular, cellular and behavioral phenotypes in the Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of DS at embryonic, neonatal and adult stages. This enabled a direct comparison of models, as well as comparison with the known phenotypic changes in individuals with DS. While some of the subsets of data on individual models have been previously published by our groups (Chakrabarti et al., 2010, 2007; Goodliffe et al., 2016; Guedj et al., 2015a,b; Olmos-Serrano et al., 2016b), new tests were added, new gestational ages were studied, and all prior data were newly re-analyzed to provide a consistent comparison. For completeness, all methods are described here.

### Animal breeding and genotyping

#### Animal breeding

All murine experiments were conducted according to international ethical standards and approved by the Institutional Animal Care and Use Committees (IACUC) of Boston and Tufts Universities. Animals were housed in cages with standard bedding and a nestlet square. Rodent chow and water were available *ad libitum*. The colonies were maintained on a 12:12 light/dark cycle, with lights on at 07:00.

Studies were performed at three different life stages: (1) embryonic: E15.5 for global brain gene expression, gross anatomy and neuroanatomy/neurogenesis experiments; (2) neonatal: between birth and P21 for neonatal behavior and excitatory/inhibitory neuronal density experiments; and (3) adult: between 3 and 7 months for behavioral and cerebellar, hippocampal and cortical gene expression experiments.

B6.Cg-T(12;16)1Cje/CjeDnJ mice (Ts1Cje; stock number 004838), B6EiC3Sn.BLiA-Ts(17^16^)65Dn/DnJ (Ts65Dn; stock number 005252) mice and B6129S-Dp(16Lipi-Zfp295)1Yey/J (Dp(16)1/Yey; stock number 013530) mice were purchased from Jackson Laboratory (Bar Harbor, ME). Ts65Dn female mice were bred with B6EiC3Sn.BLiAF1/J (F1 hybrid; stock number 003647) males. Ts1Cje and Dp(16)1/Yey males were bred with C57BL/6J (Jackson Laboratory) or C57BL/6N females (Charles River Laboratories, Wilmington, MA). To test the contribution of background strain to the observed phenotypes, both Dp(16)1/Yey and Ts1Cje females were bred with C3Sn.BLiA-*Pde6b^+^*/DnJ males and the resultant progeny were bred the following ways: (1) Dp(16)1/Yey B6129SC3Sn.BLiAF1/J F1 hybrid females were bred with B6EiC3Sn.BLiAF1/J F1 hybrid males to generate B6C3Sn-Dp(16Lipi-Zfp295)1Yey/NJ in a manner that mimics Ts65Dn breeding; and (2) Ts1Cje B6C3Sn.BLiAF1/J F1 hybrid males were bred with euploid B6EiC3Sn.BLiAF1/J F1 hybrid females to generate B6C3Sn.Cg-T(12;16)1Cje/CjeDnJ mice.

In all experiments, trisomic mice were compared with their euploid littermates. This was done precisely to avoid comparing trisomic mice of one strain with euploid mice from another strain. Specifically, it is well known that baseline differences exist between the various substrains of C57BL/6 mice, as well as those mice on a C57BL/6XC3Sn hybrid background (Bryant et al., 2008; Simon et al., 2013). Therefore, to ensure that any phenotypic differences arose only from trisomy, and not from genetic differences in background strains, we first compared trisomic animals with euploids of that strain, then evaluated the presence, absence or magnitude of phenotypic differences across strains, to compare and contrast the three mouse models. Importantly, in typical phenotyping studies, genetically manipulated mice are compared only with unaffected mice of their same background strain. This is the exact same paradigm that we utilized in our cross-model comparison.

Additionally, although in some studies we reported results as a percentage of that of euploid, statistical analyses of these studies ensured that any baseline variability in the control group was accounted for when reporting a given phenotypic abnormality.

#### Genotyping

Phenol/chloroform DNA extraction was performed on embryonic limb buds or postnatal tail clippings after digestion with proteinase K (Denville Scientific, Holliston, MA). Genotyping and sex determination were performed by PCR using primers specific for the Ts1Cje (Olson et al., 2004), Ts65Dn (Reinholdt et al., 2011) or Dp(16)1/Yey (Goodliffe et al., 2016) translocation breakpoints and the *SRY* region along with an internal positive control (Table S27).

### Tissue collection

#### Embryonic brain collection: gene expression

Breeding pairs were established so that vaginal plugs could be checked twice daily. The presence of a vaginal plug was designated as E0.5. A 10% weight gain at E10 was used to confirm pregnancy (Johnson et al., 2010). Pregnant dams were euthanized at E15.5. Embryos were extracted, identified as E15.5 using Theiler staging, and decapitated in ice-cold 1× phosphate-buffered saline (PBS) containing RNAprotect^®^ cell reagent (Qiagen, Germantown, MD). Embryonic forebrains were rapidly removed and brain hemispheres dissected on a cold platform and snap frozen in liquid nitrogen before storage at –80°C.

Five to six mice per group were used for microarray analyses (Table S28), and eight mice were used for qRT-PCR analysis (five of which were original samples used in microarrays, and three were new samples).

#### Embryonic brain collection: histology/neuroanatomy

E15.5 embryos were collected and fixed for 24 h in 4% paraformaldehyde (PFA) at 4°C. Embryos were then washed three times in 1× PBS and brains were dissected for gross measurements. After measurements were completed, fixed brains were placed in 30% sucrose for 16-36 h at 4°C then frozen in Optimal Cutting Temperature Compound (OCT; Sakura, Torrance, CA). Tissue blocks were stored at −80°C until use. Serial coronal sections (16 μm) were cut using a cryostat, mounted on Superfrost^®^ Plus charged slides (ThermoFisher Scientific, Waltham, MA), and stored at −80°C.

#### Neonatal brain collection: histology

P15 male mice were anesthetized with a xylazine/ketamine cocktail according to IACUC regulations. Mice were transcardially perfused with 4% PFA, and brains were extracted and post-fixed for 16 h in 4% PFA at 4°C. Brains were then prepared as described above.

The number of mice per group were as follows: (1) Ts1Cje – six euploid, six trisomic; (2) T65Dn – four euploid, four trisomic; (3) Dp(16)1/Yey – five euploid, four trisomic (Table S28).

#### Adult tissue collection: global gene expression

For adult gene expression studies, 6- to 7-month-old male mice were anesthetized with 2.5% isoflurane in a 3/7 O_2_/N_2_O mixture and euthanized by decapitation. Brains were removed from the skull and dissected on a cold platform. Cerebral cortex, hippocampus and cerebellum were dissected and snap frozen in liquid nitrogen and stored at −80°C.

Five mice per group were used for microarray analyses (Table S28), and six to seven mice were used for qRT-PCR analysis (five of which were original samples used in microarrays, and the rest were new samples).

### Gene expression studies using microarrays

For gene expression studies, total RNA was isolated from the developing forebrain using the RNA II kits following the manufacturer's instructions (Macherey-Nagel, Bethlehem, PA). RNA was processed and hybridized on a GeneChip^®^ Mouse Gene 1.0 ST array as described previously (Guedj et al., 2016). Statistical analyses were carried out on the normalized data using R software (version 3.1.2 or later). Normalization was performed using the robust multichip average algorithm and the MBNI custom CDF version #15 for the mouse gene 1.0 ST array. Normalization output consisted of data for 21,225 probe sets, each corresponding to unique Entrez Gene IDs. Gene expression data from Ts1Cje, Ts65Dn and Dp(16)1/Yey tissue were compared with those from their respective euploid littermates using an unpaired Student's *t*-test. *P*-values for the combined comparisons included in this study were jointly corrected for multiple testing using the Benjamini-Hochberg FDR (Benjamini and Hochberg, 1995). We used different FDR cut-offs (<5, <10 and <20%) to identify DEX genes in trisomic mice compared with their euploid littermates. For functional pathway analysis, we used DAVID (Huang et al., 2009). Gene Ontology (GO) or Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were considered significantly enriched if the DAVID *P*-value was <0.05. To increase the depth of our pathway analysis, we generated a gene list (MDGs) by gating FC (FC cut-off of >1.20 for the upregulated genes and <0.8 for the downregulated genes) in genes that showed a statistically significant dysregulation with a *P*<0.05. In addition, we performed whole-transcriptome pathway analysis using GSEA as described in Guedj et al. (2015b), using gene set collections downloaded from the Molecular Signatures Database (MSigDB; www.broadinstitute.org/gsea/msigdb/) v5.1. Gene sets (for pathways or other functional terms) with *P*<0.05 were considered significantly dysregulated.

### qRT-PCR validation of microarray data

For qRT-PCR validation, RNA prepared from embryonic E15.5 forebrains, adult cerebral cortex and adult hippocampus was converted to complementary DNA (cDNA) using an Ambion RETROScript kit according to the manufacturer's instructions (Thermo Fisher Scientific, Waltham, MA). First, 100 ng of cDNA was used for the multiplex qRT-PCR reaction, combining a target gene and one of the two housekeeping genes *Gapdh* and *Hprt*. The target genes chosen for validation were *Hspa13* [two copies in Ts1Cje and Ts65Dn mice and three copies in Dp(16)1/Yey mice], *App* [two copies in Ts1Cje mice and three copies in Ts65Dn and Dp(16)1/Yey mice], *Ttc3* (three copies in all three models), and *Rfx5* (two copies in all three models) (Table S29). Multiplex qRT-PCR was performed using TaqMan Multiplex Master Mix in MicroAmp™ EnduraPlate™ Optical 384-Well Clear Reaction Plates according to the manufacturer's instructions (Thermo Fisher Scientific). Amplification was conducted using a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific). Data analysis was performed using the Expression Suite Software to determine the relative quantity of each transcript of interest (Thermo Fisher Scientific).

### Neuroanatomical studies

#### Embryonic brains

##### Gross measurements

All measurements of brain growth were conducted as previously described (Chakrabarti et al., 2007; Goodliffe et al., 2016). Briefly, embryos were imaged using an Olympus MVX10 brightfield microscope coupled with a Zeiss AxioCam MRc camera. Somatic and gross brain measurements were determined using Axiovision software (Zeiss). All embryo crown-rump lengths were measured from the top of the head to the base of the tail. For gross brain measurements, brains were removed and cleared of all other tissue and the maximal rostrocaudal and mediolateral lengths of each telencephalon were measured.

The number of mice per group were as follows: (1) Ts1Cje – 11 euploid, 13 trisomic mice; (2) T65Dn – 20 euploid, seven trisomic mice; (3) Dp(16)1/Yey – 19 euploid, 26 trisomic mice; (4) Ts1Cje B6C3Sn hybrid background – 18 euploid, six trisomic mice; (5) Dp(16)1/Yey B6C3Sn hybrid background – nine euploid, seven trisomic mice.

##### Pallial expansion measurements

Embryonic brain sections were either stained with 1 mM TO-PRO^®^-3 (Thermo Fisher Scientific) according to the manufacturer's protocol or with DAPI (Vector Laboratories, Burlingame, CA). After staining, slides were mounted with Vectashield (Vector Laboratories) and sealed. Slides were then scanned with an LSM710 Zeiss confocal microscope as described below. Using anatomical markers, analysis was always constrained to the future somatosensory cortex for consistent comparison between animals. The entire thickness from the ventricle to the pia within the dorsal pallium was measured. Additionally, the pallium was subdivided into distinct germinal layers – the VZ/SVZ, the IZ and the SP/CP – based on the shape and density of nuclei. The thickness of each subdivision was then also measured.

The number of mice per group were as follows: (1) Ts1Cje – six euploid, six trisomic mice; (2) T65Dn – nine euploid, nine trisomic mice; (3) Dp(16)1/Yey – 10 euploid, 11 trisomic mice.

##### Neurogenesis assays

Pregnant dams were injected with a 50 mg/kg body weight solution containing a thymidine nucleoside analog known as EdU (Thermo Fisher Scientific). These females were euthanized 24 h postinjection at E15.5 and embryonic tissue collection proceeded as described above. A modified protocol was established to stain for EdU utilizing Click-iT^®^ technology (Thermo Fisher Scientific, described in detail in Goodliffe et al., 2016).

The number of mice per group were as follows: (1) Ts1Cje – six euploid, six trisomic mice; (2) T65Dn – nine euploid, nine trisomic mice; (3) Dp(16)1/Yey – 10 euploid, 11 trisomic mice.

##### Immunohistochemistry

When necessary, depending on the tissue penetrance and antigen recognition ability of the antibody used, antigen retrieval was performed by microwaving slides in 10 mM sodium citrate buffer for 1 min at maximum power, followed by 10 min at minimum power. Slides were then washed in 1× PBS and incubated in blocking solution (5% normal donkey or normal goat serum, 0.2% Triton^®^ X-100 in PBS) for 1 h at room temperature. This was followed by incubation in primary antibody overnight at room temperature. Slides were washed in 1× PBS and incubated with secondary antibody solution for 1 h at room temperature. Slides were mounted in Vectashield with DAPI (Vector Laboratories). Primary antibodies used were as follows: rabbit anti-oligodendrocyte transcription factor 2 (1:300, AB9610, Millipore, Burlington, MA), rabbit anti-phosphorylated histone 3 (1:500, 06-570, Millipore), rat anti-somatostatin (1:50, MAB354, Millipore), rabbit anti-parvalbumin (1:1000, PV25, Swant, Marly, Switzerland), rabbit anti-calretinin (1:1000, Swant, 769913), and rabbit anti-Tbr1 (1:1000, gift from the Hevner laboratory, University of Washington School of Medicine, Seattle, WA). The following secondary antibodies were used: (1:250 dilution, Thermo Fisher Scientific): donkey anti-rabbit 555 (A31572), goat anti-rabbit 546 (A11035), goat anti-rabbit 488 (A11008) and goat anti-rat 488 (A11006).

#### Confocal microscopy

Using a combination of DAPI and TOPRO-3 staining, we demarcated the different germinal layers within the dorsal telencephalon at the level of the future somatosensory cortex. We used staining pattern as well as nuclear shape to subdivide the developing pallium into three zones: (1) the VZ/SVZ, (2) the IZ and (3) the SP/CP. All sections were imaged using a Zeiss LSM 710 confocal microscope system. Sixteen 1-μm thick z-stacks of each region of interest were acquired using a 20× objective (NA 0.80).

#### Cell population analysis in embryonic and postnatal tissue

Labeled cells were either automatically counted using Volocity software (Perkin Elmer, Waltham, MA) following manual validation of randomly selected samples, or manually counted using ImageJ (https://imagej.nih.gov/ij/) and LSM Image Browser software. As a general rule, all cells within an entire area of interest were counted so that unbiased stereological techniques were unnecessary. Where noted, cell distribution was determined by measuring cell positions with reference to the ventricular wall. Analyses were limited to the dorsal pallium and medial ganglionic eminence at the level of the future somatosensory cortex in embryonic samples, and to the level of the somatosensory cortex and dorsal hippocampus in postnatal animals. DAPI staining was used to determine neocortical and hippocampal layer boundaries. Both females and males were included in prenatal analyses but postnatal analyses were limited to males only to allow for comparison of the current work with previously published literature.

### Behavioral studies

All behavioral experiments were conducted in the light phase, between 08:00 and 13:00. To minimize olfactory cues from previous trials, each apparatus was thoroughly cleaned with Sani-Cloth Plus (PDI Healthcare, Hamilton, NJ). For each day of testing, mice were left in their home cages in the room used for the experiment at least 1 h prior to the onset of the study. Pups were placed with nesting material in a bowl positioned on a heating pad at 37°C. The MWM task was the last experiment in the series. For all experiments, the investigator was blind to the genotype.

#### Neonatal developmental milestones

Male and female Ts1Cje, Ts65Dn, Dp(16)1/Yey mice and their euploid littermates were tested as previously described (Fox, 1965; Hill et al., 2008; Olmos-Serrano et al., 2016b). Briefly, a set of neonatal behavioral tests was chosen to measure different sensory and motor development parameters in neonatal mice from birth until P21. These tests measured four broad categories of perinatally acquired skills: (1) body righting and coordination (surface righting, air righting and negative geotaxis), (2) motor strength (cliff aversion and forelimb grasp), (3) sensory system maturation (rooting, auditory startle, ear twitch and eye opening) and (4) extinction of rotatory behavior (open field). The amount of time to achieve a developmental milestone (latency) and the presence or absence of a reflex was recorded and analyzed by a single experimenter who was blind to animal genotypes. In total, 255 neonatal mice were tested: 32 Ts1Cje and 64 euploid littermates, 23 Ts65Dn and 34 euploid littermates, and 30 Dp(16)1/Yey and 72 euploid littermates.

#### Adult behavior

The SHIRPA behavioral screen, open field, rotarod, contextual fear conditioning and MWM tests were used to investigate adult behavior. In total, 87 male adult mice were tested: 13 Ts1Cje and 15 euploid littermates, 12 Ts65Dn and 12 euploid littermates, and 17 Dp(16)1/Yey and 18 euploid littermates (Table S28).

##### SHIRPA primary behavioral screen

The SHIRPA screen enables a rapid semi-quantitative assessment of multiple primary body functions, including those that relate to muscle and motor neuron, spinocerebellar, sensory, neuropsychiatric and autonomic systems (Rogers et al., 1997). The experimenter was blind to the genotype, and the performance of each mouse was scored according to the scale provided in Table S11.

##### Exploratory behavior and spontaneous locomotor activity

Exploratory behavior and locomotor activity were assessed using the open field test as described previously (Deacon, 2006). Briefly, the mouse was placed in an open field arena consisting of a white opaque plastic box 40 cm (L)×40 cm (W)×40 cm (H) divided into a center zone measuring 20 cm (L)×20 cm (W)×20 cm (H) and periphery. Exploratory behavior was tracked during a 60-min unique trial using the Ethovision 10.5 animal tracking system (Noldus, Leesburg, VA). The total distance traveled (cm) in the center versus periphery, as well as the average velocity (cm/s), was analyzed for each genotype. Data were collected as time bins of 20 min and as total time over the course of the experiment.

##### Motor coordination

Motor coordination was investigated using the rotarod test (Med Associates, Fairfax, VT) using two different protocols (fixed speed protocol on day 1 and accelerating speed protocol on day 2). Prior to testing with the fixed speed protocol on day 1, each mouse was given two 120 s practice sessions at 16 RPM. After practice, mice were tested at three different fixed speeds (16, 24 then 32 RPM) for two 120 s trials at each speed and with an intertrial interval of 15 min. On day 2, mice were tested in two trials under conditions of increasing difficulty in which the speed of the rotation gradually increased from 4 RPM to 40 RPM over a 5 min period. The latency (in seconds) to fall was recorded and analyzed for each mouse. Euploid littermates of Ts65Dn mice performed poorly compared with other strains of euploid mice. We therefore pooled two cohorts of euploid C57Bl6/C3HSn mice to increase the number of subjects and eliminate confounds.

##### Hippocampal-dependent contextual memory

Hippocampal-dependent memory was analyzed using the fear conditioning test in a conditioning chamber containing a stainless-steel grid floor, an electric aversive stimulator and a house light. This chamber is enclosed within a sound attenuating cubicle with an exhaust fan (Med Associates). On day 1 (training session), each mouse was individually placed for 5 min into the conditioning chamber and allowed to explore freely (habituate) for 180 s. Following exploration/habituation, two mild foot shocks (0.5 mA for 2 s) were administered at 180 s and 240 s. On day 2 (testing session), the mice were placed into an identical conditioning chamber for 5 min with no foot shocks. Each mouse was monitored for freezing (fear) behavior. The extent of (or percentage of time spent) freezing, was analyzed in bins of 60 s and as a total over the course of the experiment using the Freeze View software (Med Associates). These measurements were used as a proxy of the animal's memory of a noxious stimulus.

##### Hippocampal-dependent spatial memory

Hippocampal-dependent spatial memory was analyzed using the MWM test in a 125-cm diameter circular as described previously (Olmos-Serrano et al., 2016b). Mice were trained using an extended protocol containing the following sequence of trials: cued, hidden platform, probe trial, reversal platform and a final probe trial. Each trial lasted for a maximum period of 60 s after which the mouse was guided to the platform and allowed to recover for 15 s before being gently removed by the experimenter. Twenty-four hours after the hidden platform and the reversal platform training sessions, each mouse was subjected to a probe trial to test reference memory. During this test, the platform was removed and mice were allowed to swim once freely for 60 s. Video tracking was performed using Ethovision software (Noldus Actimetrics, Wilmette, IL). Latency to reach the platform, swimming speed, total distance, time spent in the center versus periphery, as well as the time spent in each quadrant were recorded and analyzed. All groups were tested using an identical protocol differing only in the number of days in each phase of testing. Testing ended when (1) trisomic animal performance matched euploid animal performance, or (2) performance in the trisomic experimental group plateaued, indicating a lack of ability to match euploid performance. Importantly, our extended MWM paradigm gave us the ability to qualify whether deficits in spatial learning and memory in trisomic mice are permanent (Stasko and Costa, 2004) or merely delayed (Olmos-Serrano et al., 2016b). We also utilized the elongated testing period to diminish confounding factors that would impact the interpretation of MWM results (Vorhees and Williams, 2006) such as thigmotaxic behavior, jump-offs, and swim-overs previously reported in Ts65Dn mice (Olmos-Serrano et al., 2016b). Additionally, we employed a platform reversal phase to uncover additional cognitive defects (Olmos-Serrano et al., 2016b). Studies in a variety of mutant mouse models with drug treatments that show small or even no difference during hidden platform testing have found significant deficits during reversal training (Vorhees and Williams, 2014).

### Statistical analyses

For all histological and immunohistochemical assessments, unpaired Student's *t*-tests were performed to determine statistical significance between trisomic animals and their euploid controls. All data points were included except those deemed as outliers using Tukey's boxplot method. For behavioral studies, parametric *t*-test or two-way repeated measure ANOVA and post hoc Tukey test were used for normal distributions. Nonparametric Mann–Whitney and Kruskal–Wallis tests were used if values did not follow a normal distribution. For developmental milestone analyses, nonparametric Mann–Whitney and Wilcoxon signed-rank tests were used for single and repeated measures, respectively, to determine significant differences between groups. Fisher’s exact test was used to determine differences between data points. Statistical significance was reached with a *P*-value <0.05.

## Supplementary Material

Supplementary information

First Person interview

# Supplementary material for: Lifespan analysis of brain development, gene expression and behavioral phenotypes in the Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of Down syndrome
**Source:** Dis Model Mech. 2018 Jun 12;11(6):dmm031013. doi: 10.1242/dmm.031013
**Supplement:** Supplementary information

FIRST PERSON

First person – Nadine Aziz

First Person is a series of interviews with the first authors of a selection of papers published in *Disease Models & Mechanisms*, helping early-career researchers promote themselves alongside their papers. Nadine Aziz is first author on 'Lifespan analysis of brain development, gene expression and behavioral phenotypes in Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of Down syndrome', published in DMM. Nadine is a Postdoctoral Associate in the lab of Tarik Haydar at Boston University School of Medicine, Boston, USA, investigating the processes that govern human brain and spinal cord development and how changes in these tightly-regulated processes relate to developmental disabilities, in particular Down syndrome.

How would you explain the main findings of your paper to non-scientific family and friends?

The main findings of our research indicate that the mouse models that are currently in use to study brain changes in Down syndrome have some profound limitations. In this work, we used multiple approaches to identify and assess brain function on a molecular, cellular, structural and functional level at key periods over the lifespan of three genetically distinct mouse models of Down syndrome. Although these three models have been used almost interchangeably in Down syndrome-related research, our comprehensive screen identified more differences than commonalities between the models. Down syndrome is also known as trisomy 21, which means that there are three copies (triplication) of all or part of chromosome 21 in affected humans, instead of the usual two copies. While each mouse model was genetically engineered to contain a triplicated segment of mouse genes that are analogous to human chromosome 21 genes, we discovered that the number of triplicated genes, coupled with the way in which these genes are expressed, affect the manifestation of Down syndrome-related characteristics. We also identified complex changes in brain anatomy that challenge the notion that prenatal brain developmental changes are directly linked to postnatal brain and cognitive impairments. Lastly, we provided extensive data that can help identify how each mouse model may be best used in Down syndrome research. All in all, our work represents the first side-by-side comparison of widely used mouse models of Down syndrome. The findings challenge the utility of the existing mouse models, identify serious considerations for the development of a new mouse model, and provide a standard screen by which all future models and therapies can be rigorously and reproducibly assessed.

What are the potential implications of these results for your field of research?

The results from our study identify profound limitations in existent mouse models of Down syndrome and indicate the pressing need for the development of a new mouse model. The data also identify multiple novel aspects of cytogenetics and brain development that

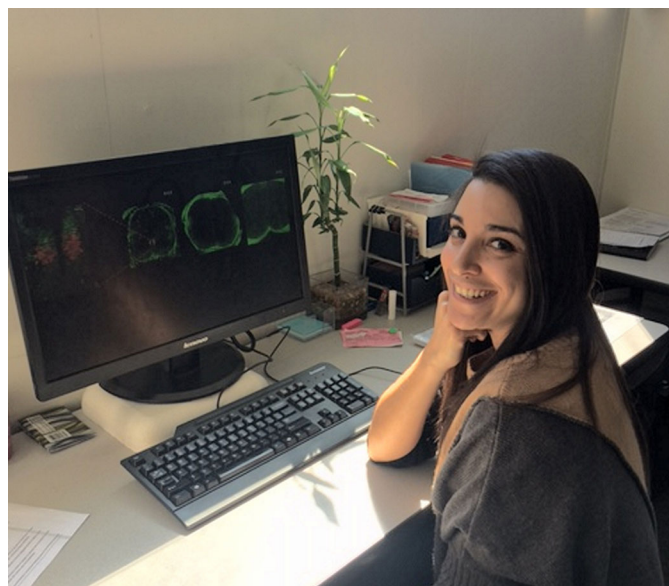

Nadine Aziz

challenge currently held beliefs in the field. Therefore, the study challenges the current status quo of Down syndrome research and encourages innovation in the engineering of a new model, and rigor and collaboration in effectively assessing any mouse models and their utility in translational studies.

What are the main advantages and drawbacks of the model system you have used as it relates to the disease you are investigating?

“With current advanced gene editing technologies, we can now generate a mouse model that is more genetically similar to people with Down syndrome and extensively assess hallmark phenotypes to validate this mouse model.”

There are many advantages to using mouse models to study complex diseases. Chief among them is the ability they provide investigators to study these diseases and their potential treatments on a much deeper level, which cannot be achieved using human samples alone. The three mouse models that we analyzed, Ts1Cje, Ts65Dn and Dp(16)1/Yey, have contributed tremendously to our knowledge of neurological development and function in Down syndrome. However, due to technological limitations at the time of their engineering, certain drawbacks were unavoidable. With current advanced gene editing technologies, we can now generate a mouse model that is more genetically similar to people with Down syndrome and extensively assess hallmark phenotypes to validate this mouse model. Lastly, mouse model studies should be combined with human-based cellular studies, i.e. patient-specific iPSC-

derived cells or organoids, to more holistically test cellular and molecular changes and their potential therapies, before embarking on costly clinical trials.

Describe what you think is the most significant challenge impacting your research at this time and how will this be addressed over the next 10 years?

The most significant challenge impacting our research is the lack of an open and continuous dialogue between the Down syndrome research community and the patient/caregiver community. Historically, government funding for Down syndrome research has been relatively low. We are extremely grateful that this is now changing; however, private foundation funding for Down syndrome research is also low and limited to certain communities. We hope that since there are many breakthrough discoveries leading to increased therapeutic potential, that diverse research and ideas are heard and supported by the community so that we can increase the nearly non-existent pharmaceutical interest in undertaking clinical

trials for Down syndrome. We hope that over the next 10 years, we will see a robust increase in clinical trials and successful partnering between the patient/caregiver community, private and public grant-awarding foundations, researchers and the pharmaceutical industry so that together we can all provide an option for a higher quality of life for people with Down syndrome.

What's next for you?

In addition to my interest in the neurosciences, working in Down syndrome research has been a personal journey for me and a privilege. I hope to continue advocating for people with Down syndrome and in participating in scientific work that can benefit them in a profound way.

Reference

Aziz, N. M., Guedj, F., Pennings, J. L. A., Olmos-Serrano, J. L., Siegel, A., Haydar, T. F. and Bianchi, D. W. (2018). Lifespan analysis of brain development, gene expression and behavioral phenotypes in Ts1Cje, Ts65Dn and Dp(16)1/Yey mouse models of Down syndrome. *Dis. Model. Mech.* **11**: dmm031013.

How the deposited data were processed for this re-analysis (not part of the article)

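RNA of the E15.5 forebrain and of adult cortex, hippocampus and cerebellum from Ts1Cje, Ts65Dn and Dp(16)1/Yey mice and their euploid littermates was measured by the authors on 128 Affymetrix arrays of 65 animals. The forebrain groups held 5 euploid and 5 trisomic Ts1Cje embryos, 7 and 6 Ts65Dn embryos, and 6 and 6 Dp(16)1/Yey embryos of both sexes. The adult groups held 5 euploid and 5 trisomic males per model, and the same animals gave the 3 regions. Conditions were taken from the sample titles and the sample annotations, and the pairing of regions from the animal number in the titles. Xist and the Y-linked genes matched the labelled sex on all arrays.

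The deposited values are log2 signals, which the authors made by RMA with background correction, quantile normalization and summarization of probes, as deposited separately for each model and tissue. The values of the separate files and of the whole-series table were the same up to a difference of 5e-09. Each array holds 21225 probe sets, of which 20768 were named through their RefSeq transcripts on assembly GRCm38.p6 and 457 kept no name. No sequencing depth applies. Medians of the embryonic arrays are given beside the first result, and those of adult arrays were 6.62 to 6.68 in Ts1Cje, 6.61 to 6.65 in Ts65Dn and 6.61 to 6.65 in Dp(16)1/Yey cortex. Signals of hybridization have a background, so fold changes of dim genes are compressed and their absence is not measured. The scale differs between embryonic experiments, so models were compared only through their trisomic effects.

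Technical repeats of an animal were averaged. Each of 12 comparisons of trisomic and euploid littermates was fitted on its own by limma version 3.58.1 in R version 4.3.3 with moderated errors and no filter on signal. The 254700 P values were adjusted together by Benjamini-Hochberg, and a gene was called DEX below an FDR of 10%, with counts also at 5% and 20%. An MDG had an unadjusted P under 0.05 and an FC above 1.2 or below 0.8, as the paper defines it. The methods’ t-test was run beside limma with the same joint adjustment. Segments were taken from the order of genes on the chromosomes: Lipi to Zbtb21 on MMU16 for Dp(16)1/Yey (141 probe sets, 20 of them keratin-associated genes), Mrpl39 to Zbtb21 (123) and Scaf8 to Pde10a on MMU17 (29) for Ts65Dn, and Scaf4 to Zbtb21 (73) with 7 monosomic MMU12 genes for Ts1Cje. Differences of the trisomic effect between models or regions were fitted as a contrast of contrasts. For regions the animal entered as a block by duplicateCorrelation with statmod version 1.5.0. Overlaps are given with the number expected for independent lists. Over all genes, that number takes no account of genes triplicated in more than 1 model.

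Gene lists were written from general knowledge of the pathways the paper names and of cell markers, 25 of pathways and 15 of markers, and triplicated genes were taken out. Lists were tested by camera with a preset correlation of 0.01, adjusted over 40 lists and 12 comparisons, and called below an adjusted P of 0.05. The authors' own pathway databases were not used, so a list of the same name holds other genes. Most genes named in the text follow a rule set in advance: every gene the paper names in its expression results, the 5 called segment genes with the largest change in each comparison, the 5 higher and 5 lower called genes outside the segments, and up to 4 members of a list with the lowest P, with all other members given as counts. Others, such as Mki67, Top2a and genes that models shared among their MDGs, were named outside this rule. Some genes that this rule selects are not reported here.

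Alternatives planned in advance covered the test, its moderation and adjustment, array weights, 1 fit of all groups, normalization, dim genes, repeats, single animals left out, sex, FC limits, list members and list tests. The covariate of olfactory receptor signal and the omission of the animal labelled Eup274 were added after seeing the data. For each call, 100 groupings of the animals, the real one included, were refitted with groups of the same size. The methods were tested on simulated data with known changes, in which a 1.25-fold change was recovered for 15 of 100 genes in Ts1Cje, 44 in Ts65Dn and 25 in Dp(16)1/Yey cortex, for 66, 13 and 45 in hippocampus, and for 37, 35 and 25 in cerebellum. More genes were called in the simulated than in the real data, so the joint P limit was less strict and these shares are likely too high. Python version 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. The qRT-PCR measurements and pathway enrichment scores of the paper were not analysed here.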

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

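Chosen only after the result was seen were the tests of a swap with a trisomic animal, of microglia, of normalization in the cerebellum and of an axis between arrays, and every value without the animal labelled Eup274.

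Samples far from their group were sought with Dixon's ratio in 96 groups of animals, and 13 were found where 4.8 would be by chance, about 1 in 20. The animal labelled Eup274 and euploid, a Dp(16)1/Yey male, was found in 4 of these groups, with ratios of 0.912 in cortex, 0.886 in hippocampus and 0.798 in cerebellum for the mean of its MMU16 genes and 0.768 for the interferon response in cerebellum.

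Genes of the MMU16 segment in this animal lay 0.35, 0.44 and 0.47 above the other males labelled euploid on the log2 scale, and 62 of 65 bright genes in cortex, 65 of 68 in hippocampus and 66 of 68 in cerebellum were above their mean. Against array quality or normalization, 0 of 9191, 9134 and 9128 runs of as many neighboring genes elsewhere shifted as far in the 3 regions. Against a swap with a trisomic animal of the study, every trisomic male kept a trisomic level, with the lowest at 0.820 of the distance from the other males labelled euploid to the trisomic mean. A wrong genotype label would place the animal near the trisomic mean in the block Lipi to Ncam2, triplicated in this model alone, and it lay at 0.521, 0.846 and 0.877 of that distance, while the trisomic male TS278 lay at 0.576 there in cortex. Over the whole segment the animal lay at 0.920, 1.02 and 1.03. These levels go against 2 copies of the segment in this animal and meet what a wrong genotype label predicts. Its genotyping was not analysed here, and the label was kept in every main value.

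Interferon response genes outside the segments were higher in the cerebellum of Ts1Cje by 0.46 on the log2 scale, by 0.44 more than in Ts65Dn (permutation P = 0.0089, adjusted P = 0.062). In Dp(16)1/Yey they were higher by 0.37, or by 0.49 without the animal labelled Eup274, which was itself far from its group in this mean. Against normalization, the change in Ts1Cje was 0.468 after arrays were centred and 0.476 after they were quantile normalized again, and against a weaker receptor dosage in Ts65Dn, the receptor genes there changed by 0.838 of the change in Ts1Cje. Against more microglia as the whole cause, the change of the list exceeded that of the microglial mean by 0.346 in Ts1Cje (exact P = 0.016) and 0.307 in Dp(16)1/Yey without that animal (exact P = 0.0079, the smallest possible), although microglial genes were higher too (exact P = 0.032 and 0.0079). This criterion was set after the values were seen, and a stricter one tried first, that no trisomic and euploid animal overlap, was not met in Ts1Cje. What raised these genes stays open, with differences in strain background and an infection of some animals untested.

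Forebrains of Dp(16)1/Yey at E15.5 had 14 called lists, with lists of dim genes such as olfactory receptors and keratins higher and lists of bright genes such as ribosomal proteins lower. Without the embryo Eupm13, 12 of the 14 lists stayed called. That euploid embryo had the highest olfactory receptor mean of its group (4.73, the others 4.44 to 4.50), so its omission could not end a rise of dim genes in trisomic embryos. The olfactory receptor call did end without the trisomic embryo TSm10, which had a mean of 4.82 (adjusted P = 0.14), so a part of single arrays is not ruled out. An axis between arrays apart from the genotype is in line with the olfactory receptor mean, whose difference between genotypes was 0.075 with an exact P of 0.379, while it spanned 0.29 among euploid and 0.40 among trisomic embryos. A change of these pathways in trisomic forebrains is not shown by such lists. What separates the arrays (the quality of RNA, the time of dissection or litter) stays open as untested.

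Other animals far from their group were Eup347 in the MMU16 mean of Ts1Cje cortex (0.800) and in the spread of its arrays around the group in cortex (0.805) and cerebellum (0.736). Eup324 was far in the MMU16 mean of Ts1Cje hippocampus (0.807), and the trisomic male TS254 in the interferon response of Dp(16)1/Yey cortex (0.721). Choroid plexus markers set apart Eupf06 in the Dp(16)1/Yey forebrain (0.629) and Eup279 in Dp(16)1/Yey hippocampus (0.834). The spread around the group set apart TSm01 in the Ts65Dn forebrain (0.801) and Eupm13 in the Dp(16)1/Yey forebrain (0.811).

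Differences between groups outside the segments are listed with the genes. Effects in cerebellum differed between Ts1Cje and Ts65Dn for 18 genes, among them Eif2ak2 and Prokr2, between Ts1Cje and Dp(16)1/Yey for 1 (Echdc2) and between Ts65Dn and Dp(16)1/Yey for 1 (Olfr118). In cortex, 1 gene differed between Ts1Cje and Ts65Dn (Gm14149) and 1 between Ts65Dn and Dp(16)1/Yey (Plscr2). In hippocampus, 1 differed between Ts1Cje and Ts65Dn (Ccdc40) and 2 between Ts65Dn and Dp(16)1/Yey (Olfr1278 and Tex13c1). Between regions of Ts1Cje, 15 differed from cortex to cerebellum and 8 from hippocampus to cerebellum, and in Dp(16)1/Yey 1 from cortex to cerebellum (Tsacc, by 0.65). These names were chosen after the values were seen where the count is 5 or fewer.

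Genes outside the segments that recurred over the adult regions of a model, which the paper's text does not name, included Mfge8 in Ts1Cje (median log2 change -0.46, DEX in 3 regions), Etnppl (0.64, DEX in 3) and, in Ts65Dn, Slc38a5 (0.58, DEX in 2).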

How the results depend on the processing

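Chosen only after the results were seen were the olfactory receptor mean as a covariate and all values from the omission of the animal labelled Eup274 from all 3 regions.

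Arrays limit the results by signal over background, since log2 medians were 6.45 to 8.55 per array against lowest values of 1.55 to 3.61, so changes of dim genes are compressed and the miRNA and olfactory receptor genes are near the floor. Groups of 5 limit the calls, and the adult animals were males only. The median log2 change of genes in each segment kept its direction in all 20 results under centring, quantile normalization, bright genes alone and the whole-series values, and in 208 of 208 runs without 1 animal. Its size moved in some, as that of MMU12 in Ts1Cje cortex from -0.27 to -0.17 without Eup347, and with bright genes alone it was more than 1.5 times larger for MMU12 in adult Ts1Cje, for MMU16 in Ts65Dn and, except in cortex, for MMU16 in Dp(16)1/Yey. Whole-series values left all 12 DEX counts, 12 MDG counts, 480 list tests, 453 named genes and 32 overlaps on the same side. They equal the values used up to a difference of 5e-09, so this outcome was given in advance and is no separate check. Of 453 named genes, the methods’ t-test left 384 on the same side and lost 69, quantile normalization 442 (7 lost, 4 gained), centring 447 (5 lost, 1 gained), array weights 429 (1 lost, 23 gained) and an intensity trend 438 (2 lost, 13 gained). Of 4709 runs of named genes without 1 animal, 4236 stayed on the same side, 439 lost and 34 gained a call. Of 480 list tests, 476 stayed on the same side under centring, 439 under quantile normalization (24 lost, 17 gained), 389 with the correlation estimated from the arrays and 390 by fry (91 and 90 lost of the 98 called). Among genes above the median signal 462 of the 480 list tests could be run, and 403 stayed (34 lost, 23 gained). Sex as a covariate left 119 of 120 list tests, 104 of 106 named genes and the 3 DEX and 3 MDG counts of embryos within these bounds, and a fit with no replicate block left all 9 comparisons of regions within 1.5 times. The share of genes with an unadjusted P under 0.05 in the fold range of the paper moved by more than its spread in 13 of 125 runs without 1 animal. Below, forebrain stands for E15.5, the main count is given at first mention as from, and counts fall or rise by construction with the FDR, the FC limits, the genes tested or the animals used. For the other settings the cause was not tested.

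With 1 fit of all groups, DEX counts were 35 in Ts1Cje forebrain (from 55), 86 in Ts65Dn forebrain (from 56), 161 in Dp(16)1/Yey forebrain (from 19), 82 in Ts1Cje cortex (from 9), 92 in Dp(16)1/Yey cortex (from 2), 198 in Ts65Dn hippocampus (from 28), 65 in Dp(16)1/Yey hippocampus (from 14), 138 in Ts1Cje cerebellum (from 91), 95 in Ts65Dn cerebellum (from 63) and 91 in Dp(16)1/Yey cerebellum (from 4). With arrays weighted by quality, DEX counts were 90 in Ts1Cje forebrain, 62 in Dp(16)1/Yey forebrain, 48 in Ts1Cje cortex, 18 in Dp(16)1/Yey cortex, 54 in Ts65Dn hippocampus, 35 in Dp(16)1/Yey hippocampus, 138 in Ts1Cje cerebellum and 30 in Dp(16)1/Yey cerebellum. MDG counts were 1082 in Dp(16)1/Yey forebrain (from 417). At an FDR of 20%, DEX counts were 31 in Dp(16)1/Yey forebrain, 18 in Ts1Cje cortex, 16 in Dp(16)1/Yey cortex, 38 in Dp(16)1/Yey hippocampus and 17 in Dp(16)1/Yey cerebellum. At an FDR of 5%, DEX counts were 1 in Dp(16)1/Yey cortex, 16 in Ts65Dn hippocampus, 4 in Dp(16)1/Yey hippocampus, 60 in Ts1Cje cerebellum and 2 in Dp(16)1/Yey cerebellum.

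Under the methods’ t-test, DEX counts were 4 in Dp(16)1/Yey cortex, 16 in Ts65Dn hippocampus, 45 in Ts1Cje cerebellum and 1 in Dp(16)1/Yey cerebellum. MDG counts were 265 in Dp(16)1/Yey forebrain and 180 in Ts1Cje cortex (from 272). miRNA MDG counts were 1 in Ts65Dn forebrain (from 2), 8 in Dp(16)1/Yey forebrain (from 21), 0 in Ts1Cje cortex (from 5), 4 in Ts65Dn hippocampus (from 9), 0 in Ts1Cje cerebellum (from 1), 3 in Ts65Dn cerebellum (from 10) and 4 in Dp(16)1/Yey cerebellum (from 7). Shared DEX genes were 9 between Ts1Cje and Ts65Dn in hippocampus (from 14), 15 between Ts1Cje and Ts65Dn in cerebellum (from 25) and 0 between Ts65Dn and Dp(16)1/Yey in cortex (from 2), Ts1Cje and Dp(16)1/Yey in hippocampus (from 4), Ts65Dn and Dp(16)1/Yey in hippocampus (from 1), all 3 models in hippocampus (from 1), Ts1Cje and Dp(16)1/Yey in cerebellum (from 1), Ts65Dn and Dp(16)1/Yey in cerebellum (from 2) and all 3 models in cerebellum (from 1). Shared MDGs were 77 between Ts1Cje and Dp(16)1/Yey in cerebellum (from 117). With Benjamini-Hochberg within each comparison, DEX counts were 2 in Ts1Cje cortex, 0 in Dp(16)1/Yey cortex, 0 in Dp(16)1/Yey hippocampus and 0 in Dp(16)1/Yey cerebellum. Shared DEX genes were 0 between Ts1Cje and Ts65Dn in cortex (from 3), Ts65Dn and Dp(16)1/Yey in cortex, Ts1Cje and Dp(16)1/Yey in hippocampus, Ts65Dn and Dp(16)1/Yey in hippocampus, all 3 models in hippocampus, Ts1Cje and Dp(16)1/Yey in cerebellum, Ts65Dn and Dp(16)1/Yey in cerebellum and all 3 models in cerebellum. With the methods’ t-test and adjustment within each comparison, DEX counts were 0 in Dp(16)1/Yey cortex, 8 in Ts65Dn hippocampus, 0 in Dp(16)1/Yey hippocampus and 0 in Dp(16)1/Yey cerebellum. With the methods’ t-test and adjustment over the embryonic or the adult comparisons, DEX counts were 14 in Ts65Dn hippocampus, 8 in Dp(16)1/Yey hippocampus, 44 in Ts1Cje cerebellum and 1 in Dp(16)1/Yey cerebellum.

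Among genes above the median signal, DEX counts were 13 in Dp(16)1/Yey cortex, 31 in Dp(16)1/Yey hippocampus and 11 in Dp(16)1/Yey cerebellum. MDG counts were 96 in Ts65Dn forebrain (from 185), 127 in Dp(16)1/Yey forebrain, 111 in Ts1Cje cortex, 144 in Ts65Dn cortex (from 313), 102 in Dp(16)1/Yey cortex (from 386), 110 in Ts1Cje hippocampus (from 245), 213 in Ts65Dn hippocampus (from 576), 185 in Dp(16)1/Yey hippocampus (from 380), 190 in Ts1Cje cerebellum (from 412), 144 in Ts65Dn cerebellum (from 339) and 118 in Dp(16)1/Yey cerebellum (from 380). Shared DEX genes were 20 between Ts65Dn and Dp(16)1/Yey in forebrain (from 13), 1 between Ts1Cje and Dp(16)1/Yey in cortex (from 0), 11 between Ts65Dn and Dp(16)1/Yey in cortex, 1 between all 3 models in cortex (from 0), 7 between Ts1Cje and Dp(16)1/Yey in hippocampus, 4 between Ts65Dn and Dp(16)1/Yey in hippocampus, 2 between all 3 models in hippocampus, 5 between Ts1Cje and Dp(16)1/Yey in cerebellum, 6 between Ts65Dn and Dp(16)1/Yey in cerebellum and 4 between all 3 models in cerebellum. Shared MDGs were 67 between Ts1Cje and Dp(16)1/Yey in cerebellum. Adjusted P of the interferon response list was 0.745 in Ts65Dn forebrain, 0.318 in Dp(16)1/Yey cortex, 0.328 in Ts1Cje hippocampus and 0.273 in Ts65Dn hippocampus. Olfactory receptors in Ts65Dn cerebellum turned in direction there, at an adjusted P of 0.823.

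With an intensity trend and a robust prior, DEX counts were 16 in Dp(16)1/Yey cortex, 34 in Dp(16)1/Yey hippocampus and 11 in Dp(16)1/Yey cerebellum. Genes that differ in effect were 17 between Ts65Dn and Dp(16)1/Yey in cortex (from 3) and 7 between Ts65Dn and Dp(16)1/Yey in cerebellum (from 2). After arrays were centred on genes outside the segments, DEX counts were 4 in Dp(16)1/Yey cortex. Genes that differ in effect were 4 between Ts65Dn and Dp(16)1/Yey in forebrain (from 2) and 2 between Ts65Dn and Dp(16)1/Yey in hippocampus (from 6). After quantile normalization again, DEX counts were 14 in Ts1Cje cortex and 5 in Dp(16)1/Yey cortex. miRNA MDG counts were 1 in Ts65Dn forebrain and 3 in Ts1Cje cerebellum. Shared DEX genes were 1 between Ts65Dn and Dp(16)1/Yey in cortex, 0 between Ts65Dn and Dp(16)1/Yey in hippocampus and 0 between all 3 models in hippocampus. With FC limits of 1.25 and 0.8, MDG counts were 244 in Dp(16)1/Yey forebrain, 249 in Dp(16)1/Yey hippocampus and 222 in Ts65Dn cerebellum. With the original array of each animal alone, DEX counts were 15 in Ts1Cje cortex. Among 42 subsets of 6 euploid and 5 trisomic Ts65Dn embryos the highest MDG count was 312.

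With the correlation estimated from the arrays, adjusted P of the interferon response list was 0.696 in Ts65Dn forebrain, 0.734 in Ts1Cje cortex, 0.483 in Ts65Dn cortex, 0.734 in Dp(16)1/Yey cortex, 0.902 in Ts1Cje hippocampus, 0.589 in Ts65Dn hippocampus, 0.483 in Dp(16)1/Yey hippocampus, 0.159 in Ts1Cje cerebellum and 0.483 in Dp(16)1/Yey cerebellum. Adjusted P of the mitosis and kinetochore list was 0.902 in Dp(16)1/Yey forebrain. By fry, adjusted P of the interferon response list was 0.513 in Ts65Dn forebrain, 0.722 in Ts1Cje cortex, 0.258 in Ts65Dn cortex, 0.692 in Dp(16)1/Yey cortex, 0.774 in Ts1Cje hippocampus, 0.191 in Ts65Dn hippocampus, 0.220 in Dp(16)1/Yey hippocampus and 0.352 in Dp(16)1/Yey cerebellum. Adjusted P of the mitosis and kinetochore list was 0.795 in Dp(16)1/Yey forebrain. With the triplicated receptor and Mx genes added to the list, adjusted P of the interferon response list was 0.00496 in Ts1Cje forebrain and 0.0257 in Dp(16)1/Yey forebrain.

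With the olfactory receptor mean as a covariate, an alternative chosen after seeing the data, Dp(16)1/Yey forebrain had 47 DEX genes, 185 MDGs and 9 miRNA MDGs. Without the animal labelled Eup274, an alternative chosen after seeing the data, DEX counts were 36 in Dp(16)1/Yey cortex, 66 in Dp(16)1/Yey hippocampus and 75 in Dp(16)1/Yey cerebellum. MDG counts were 619 in Dp(16)1/Yey hippocampus and 720 in Dp(16)1/Yey cerebellum. miRNA MDG counts were 5 in Dp(16)1/Yey hippocampus (from 3) and 12 in Dp(16)1/Yey cerebellum. Shared DEX genes were 4 between Ts1Cje and Dp(16)1/Yey in cortex, 27 between Ts65Dn and Dp(16)1/Yey in cortex, 3 between all 3 models in cortex, 34 between Ts1Cje and Dp(16)1/Yey in hippocampus, 17 between Ts65Dn and Dp(16)1/Yey in hippocampus, 13 between all 3 models in hippocampus, 43 between Ts1Cje and Dp(16)1/Yey in cerebellum, 28 between Ts65Dn and Dp(16)1/Yey in cerebellum and 20 between all 3 models in cerebellum, with the genes of the other models called again under 1 adjustment of all P values. Against the Ts1Cje genes called with all animals they were 2, 34 and 38 in the 3 regions. Genes that differ in effect were 1 between Ts1Cje and Dp(16)1/Yey in cortex (from 2), 18 between Ts1Cje and Dp(16)1/Yey in hippocampus (from 4), 31 between Ts65Dn and Dp(16)1/Yey in cerebellum, 14 between cortex and cerebellum in Dp(16)1/Yey (from 1) and 1 between hippocampus and cerebellum in Dp(16)1/Yey (from 0). Without that animal and by the methods’ t-test, also chosen after seeing the data, DEX counts were 26 in Dp(16)1/Yey cortex, 60 in Dp(16)1/Yey hippocampus and 41 in Dp(16)1/Yey cerebellum. Without that animal and with the correlation estimated from the arrays, also chosen after seeing the data, adjusted P of the interferon response list was 0.445 in Dp(16)1/Yey hippocampus. With the replicate block as a fixed effect, which pairs each animal with itself, and which left the other 6 of 9 comparisons of regions within 1.5 times, genes that differ in effect were 3 between cortex and cerebellum in Ts1Cje (from 16), 17 between hippocampus and cerebellum in Ts1Cje (from 9) and 0 between cortex and cerebellum in Dp(16)1/Yey.

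Higher and lower calls under another scaling, with the main ones in brackets where the share moved by over 10 percentage points, were, after quantile normalization again, DEX 11 and 3 in Ts1Cje cortex (6 and 3), 3 and 2 in Dp(16)1/Yey cortex (2 and 0) and 3 and 1 in Dp(16)1/Yey cerebellum (2 and 2), MDG 233 and 73 in Dp(16)1/Yey forebrain (366 and 51), 347 and 145 in Ts65Dn hippocampus (468 and 108) and 302 and 81 in Dp(16)1/Yey cerebellum (231 and 149), and miRNA 3 and 1 in Ts1Cje cortex (5 and 0), 1 and 4 in Ts65Dn cortex (0 and 4), 1 and 1 in Dp(16)1/Yey hippocampus (1 and 2), 3 and 5 in Ts65Dn cerebellum (7 and 3) and 3 and 4 in Dp(16)1/Yey cerebellum (2 and 5), and after centring MDG 314 and 105 in Dp(16)1/Yey cortex (238 and 148).

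Over the alternatives other than single animals left out, adjusted P of the interferon response list ranged from 0.00496 to 0.948 in Ts1Cje forebrain, 1.2e-07 to 0.745 in Ts65Dn forebrain, 0.0257 to 0.998 in Dp(16)1/Yey forebrain, 4.2e-08 to 0.734 in Ts1Cje cortex, 2.0e-15 to 0.483 in Ts65Dn cortex, 2.1e-07 to 0.734 in Dp(16)1/Yey cortex, 4.4e-07 to 0.902 in Ts1Cje hippocampus, 2.2e-06 to 0.589 in Ts65Dn hippocampus, 1.1e-09 to 0.483 in Dp(16)1/Yey hippocampus, 2.8e-62 to 0.159 in Ts1Cje cerebellum, 0.0815 to 0.97 in Ts65Dn cerebellum and 1.8e-52 to 0.483 in Dp(16)1/Yey cerebellum. For the mitosis and kinetochore list the ranges were 0.161 to 0.964 in Ts1Cje forebrain, 0.195 to 0.993 in Ts65Dn forebrain and 2.1e-09 to 0.902 in Dp(16)1/Yey forebrain, for amino acid transporters 0.0506 to 0.902 in Ts1Cje forebrain, 0.0972 to 0.901 in Ts65Dn forebrain, 0.167 to 0.934 in Dp(16)1/Yey forebrain and 0.0277 to 0.902 in Ts1Cje cortex, and for olfactory receptors 9.9e-17 to 0.902 in Ts1Cje forebrain, 1.2e-08 to 0.947 in Ts1Cje cortex and 8.1e-05 to 0.902 in Ts65Dn cerebellum. For calcium channels the range was 0.00647 to 0.902 in Ts1Cje cortex, and for thalamic and hypothalamic markers 0.0112 to 0.902 in Ts65Dn hippocampus.

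Single animals left out in turn moved a DEX count by over 1.5 times in 31 of 125 runs and an MDG count in 9 of 125, and the cause was not tested except for Eup274. DEX counts of Dp(16)1/Yey forebrain ranged from 15 (without TSf11) to 36 (without Eupm13), and MDG counts from 181 (without TSm10) to 2346 (without Eupm13), with 1043 without TSf08, 858 without TSm04 and 276 without TSf11. In Ts1Cje cortex DEX counts ranged from 5 (without Eup350) to 19 (without Eup347) and MDG counts from 211 (without TS323) to 428 (without Eup365), and in its cerebellum DEX counts from 56 (without Eup365) to 86 (without Eup347). In Ts65Dn hippocampus DEX counts ranged from 10 (without Eup16) to 34 (without TS5), with 13 without TS21, 14 without Eup6 or Eup8, 15 without Eup15, 16 without TS9 and 17 without Eup17. DEX counts of Dp(16)1/Yey cortex ranged from 1 (without Eup263 or TS255) to 32 (without Eup274), with 4 without TS254 or TS277 and 5 without Eup260. In its hippocampus DEX counts ranged from 4 (without TS281) to 62 (without Eup274), with 5 without Eup263 or TS278, 7 without Eup279 or Eup280 and 9 without Eup260, TS254, TS255 or TS277, and MDG counts from 328 (without Eup260) to 619 (without Eup274). In its cerebellum DEX counts ranged from 1 (without TS281) to 69 (without Eup274), with 2 without TS255 and 11 without Eup279, and MDG counts from 307 (without Eup263) to 720 (without Eup274), with 599 without Eup279.

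Of 5000 list tests without 1 animal, 4628 kept direction and side of the threshold, 150 lost and 213 gained a call, 4 uncalled lists moved and 5 called lists turned. In Ts1Cje forebrain adjusted P of the interferon response list ranged from 0.0128 (without TS04, now called) to 0.951 (without Eup05), of the mitosis and kinetochore list from 5.9e-05 (without TS14) to 0.915 (without Eup11), called also without Eup05 (0.00555), Eup07 (8.3e-04) and TS12 (6.4e-05), and of the amino acid transporters list from 0.0284 (without Eup05, now called) to 0.757 (without Eup15). In Ts65Dn forebrain the mitosis and kinetochore list ranged from 1.0e-04 (without Eupm05) to 0.935 (without Eupm03), called also without Eupf06 (0.0323) and TSm01 (2.2e-04), and the amino acid transporters list from 0.0256 (without Eupm03) to 0.255 (without Eupf02), called also without Eupf16 (0.0335). For Dp(16)1/Yey forebrain the interferon response list ranged from 0.00769 (without Eupf01, now called) to 0.534 (without Eupm07), the mitosis and kinetochore list from 7.4e-10 (without Eupm02) to 0.0912 (without Eupm13, no longer called), and the amino acid transporters list from 8.2e-04 (without Eupm13, now called) to 0.646 (without TSm10). In Ts1Cje hippocampus the interferon response list ranged from 1.4e-06 (without Eup347) to 0.0606 (without Eup365, no longer called). Lists that turned were olfactory receptors in Ts1Cje forebrain (2.4e-15 without Eup07 to 0.951 without Eup05, where it turned), olfactory receptors (1.7e-06 without Eup371 to 0.425), amino acid transporters (0.00776 without Eup350 to 0.562) and voltage-gated calcium channels (0.00199 without TS348 to 0.868) in Ts1Cje cortex, each turned without Eup347, and thalamus and hypothalamus in Ts65Dn hippocampus (0.00103 without TS4 to 0.106 without TS18, where it turned).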

Differences from the paper's values

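Every setting compared here was chosen before the data were examined, except the omission of the animal labelled Eup274 from all 3 adult regions, which was chosen after seeing the values.

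Counts by limma at an FDR of 10% are set beside those of the paper, which used the same FDR. Counts are listed where 1 is more than 1.5 times the other, and a gap is called closed where a setting brings it to 1.5 times or less, equal or not. The whole-series values equal those used up to a difference of 5e-09, so that setting could close no gap. DEX genes in Ts1Cje cerebellum were 91 against the paper's 45, with 74 against the paper's 35 higher and 17 against the paper's 10 lower. All 3 gaps closed under the methods’ t-test (45, 35 and 10), under that test adjusted over the adult comparisons and at an FDR of 5%, and under 3, 3 and 7 of 10 omissions of 1 animal. They stayed under adjustment within each comparison by limma or the t-test, 1 fit of all groups, an FDR of 20%, centring, quantile normalization, genes above the median signal, an intensity trend, array weights and the whole-series values. Higher DEX genes in Ts1Cje hippocampus were 53 against the paper's 34. This gap closed, without equality, under the methods’ t-test (43), that test adjusted over the adult comparisons, 1 fit of all groups, an FDR of 5%, the original arrays alone and 9 of 10 omissions of 1 animal. It stayed under both adjustments within each comparison, an FDR of 20%, centring, quantile normalization, genes above the median signal, an intensity trend, array weights, the whole-series values and the repeated arrays.

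Ts65Dn hippocampus had 28 DEX genes against the paper's 16, closed by the methods’ t-test (16), that test adjusted over the adult comparisons, limma adjusted within each comparison, an FDR of 5% and 7 of 10 omissions of 1 animal. The gap stayed under the t-test adjusted within each comparison, 1 fit of all groups, an FDR of 20%, centring, quantile normalization, genes above the median signal, an intensity trend, array weights and the whole-series values.

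Hippocampus of Dp(16)1/Yey had 12 higher DEX genes against the paper's 6 and 2 lower against the paper's 5. The methods’ t-test closed both (6 and 5), as did that test adjusted over the adult comparisons. For the higher genes 6 of 10 omissions of 1 animal closed the gap and all other settings did not, the omission of the animal labelled Eup274 included. For the lower genes it also closed among genes above the median signal, with an intensity trend and under 4 of 10 omissions of 1 animal. Omission of the animal labelled Eup274, chosen after seeing the values, gave 6 lower genes by limma and closed it while keeping 13 of the 14 genes called with all animals, and the paper's text names no DEX gene of this comparison, so 0 named ones were dropped. By the t-test this omission did not close it (13). The gap in lower genes stayed under both adjustments within each comparison, 1 fit of all groups, FDRs of 5% and 20%, centring, quantile normalization, array weights and the whole-series values.

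Cortex of Dp(16)1/Yey had 2 DEX genes against the paper's 4, closed by the methods’ t-test (4), that test adjusted over the adult comparisons, centring, quantile normalization and 4 of 10 omissions of 1 animal, and 0 lower against the paper's 1, closed by the methods’ t-test (1), that test adjusted over the adult comparisons, genes above the median signal and 3 of 10 omissions. Its cerebellum had 4 against the paper's 1, closed by the methods’ t-test (1), that test adjusted over the adult comparisons and the omission of TS281. All other settings, the omission of the animal labelled Eup274 included, left these 3 gaps. Outside the segments Dp(16)1/Yey forebrain at E15.5 had 1 DEX gene against the paper's 4, closed by the methods’ t-test (4), the 1 alternative run for it.

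DEX genes of the MMU17 segment in Ts65Dn were 15 in cortex against the paper's 8 and 6 in hippocampus against the paper's 13, and the methods’ t-test (13 and 3) closed neither. The counts printed in Fig. 7 match the t-test in the 3 regions (13, 3 and 11).

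Ts1Cje and Ts65Dn shared 3 DEX genes in cortex against the paper's 5, closed by quantile normalization and by genes above the median signal, and not by the methods’ t-test (3), adjustment within each comparison, centring or the whole-series values. In hippocampus they shared 14 against the paper's 9, closed by the methods’ t-test (9) and adjustment within each comparison, and in cerebellum 25 against the paper's 15, closed by the methods’ t-test (15) alone. Centring, quantile normalization, genes above the median signal and the whole-series values closed neither, and adjustment within each comparison not the last. Ts1Cje and Dp(16)1/Yey shared 4 in hippocampus against the paper's 1, which neither the methods’ t-test (0), adjustment within each comparison, centring, quantile normalization, genes above the median signal, the whole-series values nor the omission of the animal labelled Eup274 closed.

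Higher MDGs of Dp(16)1/Yey forebrain at E15.5 were 366 against the paper's 229, closed by the methods’ t-test (229), quantile normalization, FC limits of 1.25 and 0.8 and 6 of 12 omissions of 1 embryo, and not by centring, genes above the median signal, an intensity trend, array weights, the whole-series values or sex. Lower MDGs were 106 in Ts1Cje cortex against the paper's 62, 108 in Ts65Dn hippocampus against the paper's 69, and 58 in Ts65Dn cerebellum against the paper's 35. The methods’ t-test closed all 3 (64, 69 and 35), genes above the median signal closed the first and last, an intensity trend the second, and 3 of 10 omissions of 1 animal the first. The other settings closed none of the 3, namely centring, quantile normalization, array weights, the whole-series values, FC limits of 1.25 and 0.8 and, for Ts1Cje cortex, the original or the repeated arrays. MDGs lower in exactly 2 models were 12 in cortex against the paper's 4, 14 in hippocampus against the paper's 8 and 10 in cerebellum against the paper's 3. The methods’ t-test closed all 3 (6, 8 and 3), genes above the median signal the first (5) and quantile normalization the second (12), and centring, the whole-series values and the omission of the animal labelled Eup274, chosen after seeing the values, closed none.

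Among MDGs, miRNA genes of Dp(16)1/Yey forebrain at E15.5 were 21 against the paper's 8. Higher miRNA genes were 5 in Ts1Cje cortex against the paper's 1, 4 in Ts1Cje hippocampus against the paper's 2, 7 in Ts65Dn cerebellum against the paper's 3, 8 in Dp(16)1/Yey cortex against the paper's 5 and 2 in its cerebellum against the paper's 1. Lower ones were 5 in Ts65Dn hippocampus against the paper's 1 and 5 in Dp(16)1/Yey cerebellum against the paper's 3. The methods’ t-test closed all of these (8, 3, 3, 5, 1, 1 and 3) except Ts1Cje cortex (0). Quantile normalization closed Ts65Dn cerebellum and, with centring, the lower genes of Dp(16)1/Yey cerebellum, and these 2 settings closed no other. The omission of the animal labelled Eup274, chosen after seeing the values, closed the higher genes of Dp(16)1/Yey cerebellum (1), with no gene of the paper's own named there to be dropped, and neither its lower genes nor cortex.

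Unadjusted limma P of Hspa13 in Dp(16)1/Yey forebrain was 7.5e-05 against the paper's 0.0016, and the methods’ t-test (1.7e-04) left the gap. For Tmem196 in Ts1Cje forebrain it was 8.0e-05 against the paper's 0.0008, closed by the methods’ t-test (8.2e-04).

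Several statements of the paper on genes and rankings differ from the limma values. For Ts65Dn at E15.5 the paper states 5 trisomic and 6 euploid embryos, and the groups here hold 6 and 7, so values of that forebrain come from other groups. Synj1, which the paper shares among the 3 models at E15.5, was 1.32-fold in Ts65Dn and not DEX by limma (adjusted P = 0.12) or the methods’ t-test (adjusted P = 0.26). Sp4 and Tmem196 were DEX in Ts1Cje cerebellum too (adjusted P = 0.013 and 0.027), and Itgb8 in cortex (adjusted P = 0.039), where the paper does not place them, and by the methods’ t-test they were not DEX there (adjusted P = 0.12, 0.19 and 0.23). The paper finds no DEX gene shared by Ts65Dn and Dp(16)1/Yey in adult regions, where limma gave 2, 1 and 2 and the methods’ t-test 0, and none shared by all models, where limma gave 0, 1 and 1 and the t-test 0. The paper finds no miRNA change in Ts65Dn forebrain, with 2 lower here (1 by the methods’ t-test), or in Ts1Cje cerebellum, with 1 higher here (0 by the t-test), and only higher ones in Ts65Dn cerebellum, with 3 lower here (0 by the t-test). Of hippocampal counts the paper puts Ts65Dn lowest, and Dp(16)1/Yey was lower here, with 14 against 28 (11 against 16 by the methods’ t-test). The paper's own counts, 11 and 16, have this order too. The omission of the animal labelled Eup274, chosen after seeing the values, gave Dp(16)1/Yey 66 and left Ts65Dn lowest. The paper puts Ts65Dn first in DEX genes of the adult brain as a whole. By region, Ts1Cje had more in hippocampus (67 against 28) and cerebellum (91 against 63) and fewer in cortex (9 against 74). Ts65Dn had 58, 16 and 54 by the methods’ t-test in cortex, hippocampus and cerebellum, and Ts1Cje 9, 51 and 45. Over the regions together the 2 models were nearly level by limma, and Ts65Dn was first by the methods’ t-test, as in the paper. The paper gives adult Dp(16)1/Yey brains the highest number of MDGs, with 386, 380 and 380 here in cortex, hippocampus and cerebellum, where Ts65Dn had 313, 576 and 339 (by the methods’ t-test 267, 277 and 271, and 246, 388 and 249). The omission of that animal, chosen after seeing the values, gave Dp(16)1/Yey 467, 619 and 720, above Ts65Dn in each region. The share of genes altered in all models that lay in the FC range the paper names was 30% to 69% over the 12 comparisons and above 50% in 4 of them, where the paper has a majority.

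The paper's pathway statements come from other gene sets than the lists here, so only the direction and the call are set beside them, by camera with a preset correlation. Interferon response genes were higher and not called at E15.5 in Ts1Cje (adjusted P = 0.32) and Dp(16)1/Yey (adjusted P = 0.18) and in Ts65Dn cerebellum (adjusted P = 0.65), where the paper has them up, and with the triplicated receptor and Mx genes added they were called in the first 2 (adjusted P = 0.0050 and 0.026). Amino acid transporters, down in all models at E15.5 in the paper, were lower and not called (adjusted P = 0.32, 0.10 and 0.19). Synaptic genes, up in Ts65Dn forebrain in the paper, were lower (adjusted P = 1.8e-04, estimated-correlation P = 0.90), and not called without TSm01 (adjusted P = 0.65). Cell cycle genes, up in Ts1Cje and down in Ts65Dn forebrain in the paper, were not called for mitosis (adjusted P = 0.19 and 0.38, though called in 4 of 10 and 3 of 13 omissions of 1 embryo) or for DNA replication (adjusted P = 0.38 and 0.95). For Dp(16)1/Yey forebrain, calcium channels, WNT signaling and the hypoxia response, which the paper lists as altered, were not called (adjusted P = 0.19, 0.76 and 0.25), nor was MHC class II presentation there or in Ts65Dn (adjusted P = 0.12 and 0.74). JAK-STAT, FGF receptor and netrin 1 signaling were called in no comparison, with adjusted P of at least 0.16, 0.23 and 0.11. The JAK-STAT list here holds no triplicated gene, so a rise carried by triplicated genes would not show in it. Olfactory receptors, up in Ts65Dn forebrain and down in cortex of all models and in Ts65Dn hippocampus in the paper, were not called in Ts65Dn (adjusted P = 0.29 in forebrain, 0.27 in cortex and 0.65 in hippocampus) or in Dp(16)1/Yey cortex (adjusted P = 0.95). Oxidative stress genes, up in Ts65Dn hippocampus in the paper, were not called (adjusted P = 0.95). RNA polymerase I genes, down in Ts65Dn and Dp(16)1/Yey brains in the paper, were lower in Ts65Dn cerebellum alone (adjusted P = 0.033, estimated-correlation P = 0.48), and MHC class II genes, up in both in the paper, in Dp(16)1/Yey cerebellum alone (higher, adjusted P = 0.016, estimated-correlation P = 0.73), where microglial markers were higher too (adjusted P = 5.6e-04, estimated-correlation P = 0.90). Chaperones of the endoplasmic reticulum and cytosol, beside endoplasmic reticulum function up in hippocampus of all models in the paper, were not called there (adjusted P = 0.67, 0.21 and 0.18). By number of altered pathways the paper puts Ts65Dn first in cortex and Dp(16)1/Yey first in hippocampus, and called pathway lists here were 9, 6 and 3 in cortex and 7, 4 and 5 in hippocampus of Ts1Cje, Ts65Dn and Dp(16)1/Yey. The omission of the animal labelled Eup274, chosen after seeing the values, gave Dp(16)1/Yey 4 in cortex and 7 in hippocampus, as many as Ts1Cje there.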

Other observations

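The groupings of animals and the correlations across genes were planned, while the genes and lists named below were chosen after their values were seen, as were all tests without the animal labelled Eup274.

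Cbs, the homocysteine enzyme gene on MMU17, was lower in hippocampus and cerebellum of Ts1Cje as in cortex, with log2 changes of -0.39 (SE 0.08) and -0.35 (SE 0.07, n = 5 and 5), none past the FDR of 10% (adjusted P = 0.16 and 0.11). Cortex of Dp(16)1/Yey without the animal labelled Eup274 gave it a log2 change of -0.53 (SE 0.08, n = 5 and 4, adjusted P = 0.022). Mfge8 was 0.737-fold in Ts1Cje hippocampus (SE 0.07, adjusted P = 0.021) with no difference in the embryonic forebrain (log2 change 0.04). Slc38a5 was DEX in Ts65Dn hippocampus too (log2 change 0.58, adjusted P = 0.071). Kdr was higher in Ts65Dn hippocampus at 1.35-fold and in cerebellum at 1.22-fold (SE 0.11 and 0.08), not DEX in either.

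Lists of 3 kinds shifted in adult tissue beside those at the claims. Markers of oligodendrocytes were higher in Ts65Dn hippocampus, 19 of 20, with Mal at 1.38-fold (SE 0.11; adjusted P = 4.7e-06), while hippocampal field markers were lower there, 15 of 18, with Wfs1 at 0.671-fold (SE 0.16; adjusted P = 4.4e-04), and dorsal telencephalic markers too (17 of 20, adjusted P = 0.0020). Thalamic and hypothalamic markers were higher in Ts65Dn hippocampus (21 of 21, adjusted P = 0.019) and cortex (adjusted P = 0.0024) and in Ts1Cje cortex (adjusted P = 0.041), and lower in Dp(16)1/Yey cortex (adjusted P = 0.0062). Choroid plexus markers were lower in Dp(16)1/Yey cortex (19 of 19, adjusted P = 6.5e-04), Ts1Cje cortex (adjusted P = 0.029) and Ts1Cje cerebellum (adjusted P = 0.0066), and higher in Ts65Dn cerebellum (adjusted P = 0.029) and Dp(16)1/Yey cerebellum (18 of 19, adjusted P = 6.1e-06). The call in Dp(16)1/Yey cerebellum ended without the euploid animal Eup280 (adjusted P = 0.12). Meningeal markers were lower in Dp(16)1/Yey cortex (adjusted P = 3.2e-04) and higher in its cerebellum (adjusted P = 0.032). Striatal markers were higher in cortex of Ts1Cje (adjusted P = 0.0021) and Dp(16)1/Yey (14 of 15, adjusted P = 6.1e-04), as were interneuron markers in Ts1Cje (adjusted P = 0.036). Endothelial markers were higher in Ts65Dn cortex (15 of 20, adjusted P = 0.0025), with oligodendrocyte markers (adjusted P = 0.048). Astrocyte markers were lower in Ts65Dn cerebellum (16 of 18, adjusted P = 1.6e-06) and Dp(16)1/Yey cortex (adjusted P = 0.016), where granule cell markers were lower too (adjusted P = 0.0016). Thalamic and hypothalamic markers turned direction in Ts65Dn hippocampus without TS18 (adjusted P = 0.11), and those and striatal markers were not called in Ts1Cje cortex without Eup347, nor thalamic and hypothalamic ones in Dp(16)1/Yey cortex without the animal labelled Eup274 (adjusted P = 0.052). The calls that held in every omission of 1 animal were those of meningeal, striatal and granule cell markers in Dp(16)1/Yey cortex, endothelial markers in Ts65Dn cortex and astrocyte markers in Ts65Dn cerebellum. None of these marker lists kept its call with the correlation estimated from the arrays.

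Among pathways, respiratory chain genes were lower in cortex of Ts1Cje (63 of 71, adjusted P = 5.4e-05) and Ts65Dn (49 of 71, adjusted P = 0.0063), and ribosomal protein genes in Ts65Dn hippocampus (with a log2 change of -0.92 for Rps25, SE 0.28; adjusted P = 0.045). Immediate early genes were lower in Ts65Dn cortex (18 of 20, with Egr3 at 0.834-fold, SE 0.07; adjusted P = 0.0027) and hippocampus (adjusted P = 0.0033). Collagen genes were lower in hippocampus of Ts1Cje (35 of 44, adjusted P = 0.0022) and Dp(16)1/Yey (36 of 44, adjusted P = 0.015), and keratin genes in Ts1Cje hippocampus (adjusted P = 0.029). WNT genes were lower in Dp(16)1/Yey cortex (43 of 57, with Lgr5 at 0.674-fold, SE 0.17; adjusted P = 0.012). Chaperone genes were lower in Ts1Cje cortex (27 of 32, adjusted P = 0.020) and higher in Ts65Dn cortex (26 of 32, adjusted P = 0.016). Calcium channel genes (22 of 26, adjusted P = 0.014) and amino acid transporter genes (34 of 50, adjusted P = 0.048) were higher in Ts1Cje cortex. Both turned direction without Eup347 (adjusted P = 0.87 and 0.56), and the respiratory chain list of that cortex was then not called. Hypoxia genes were higher in Ts1Cje hippocampus (21 of 30, adjusted P = 0.014) and cerebellum (adjusted P = 0.044), synaptic genes in Ts1Cje cerebellum (37 of 56, adjusted P = 0.023) and oxidative stress genes in Dp(16)1/Yey cerebellum (adjusted P = 0.045). The miRNA genes were lower as a list in Ts65Dn cortex (211 of 304, adjusted P = 2.7e-05), Dp(16)1/Yey hippocampus (231 of 304, adjusted P = 2.7e-04) and Dp(16)1/Yey cerebellum (225 of 304, adjusted P = 0.0061), and higher in Ts1Cje cortex (adjusted P = 0.025). Of these lists, the miRNA genes in Ts65Dn cortex alone kept their call in every omission of 1 animal. None of these lists kept its call with the correlation estimated from the arrays.

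Effects on all genes outside the segments were correlated between models, with 21048 genes that are not independent replicates, so each r was set against 100 groupings of the animals, the real one included. Between Ts1Cje and Dp(16)1/Yey r was 0.363 in hippocampus, reached by 1 grouping (highest other 0.303), and 0.340 in cerebellum, reached by 3 (highest other 0.371), with adjusted shares of 0.12 and 0.18 over 12 tests. Without the animal labelled Eup274 it was 0.391 and 0.364. In cortex r was 0.02, and in the forebrain at E15.5 it was 0.03 between Ts1Cje and Ts65Dn, -0.12 between Ts1Cje and Dp(16)1/Yey, and 0.16 between Ts65Dn and Dp(16)1/Yey. Between cortex and hippocampus of Dp(16)1/Yey r was 0.263, reached by 1 grouping (highest other 0.234, adjusted share 0.090 over 9 tests). Between hippocampus and cerebellum it was 0.332 in Dp(16)1/Yey, reached by 3 (highest other 0.384, adjusted share 0.14), and 0.302 in Ts1Cje, reached by 10 (highest other 0.408, adjusted share 0.29).

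Groupings of the same animals ask how often a count as large arises when the animals are grouped otherwise. A count is called seldom reached when fewer than 5 of 100 groupings, the real one included, reached it. No correction was made for the number of counts tested. Seldom reached were the DEX counts of Ts1Cje at E15.5 (55, reached by 2), hippocampus (67, by 1) and cerebellum (91, by 1), where the highest other counts were 392, 29 and 15. So were all DEX counts of Ts65Dn (56, 74, 28 and 63 in forebrain, cortex, hippocampus and cerebellum, each reached by 1, highest other 9, 18, 7 and 14) and that of Dp(16)1/Yey hippocampus (14, by 3, highest other 24). Reached by 5 or more were the counts of Ts1Cje cortex (9, by 5, highest other 17) and of Dp(16)1/Yey at E15.5 (19, by 5, highest other 3330), in cortex (2, by 75, highest other 13) and in cerebellum (4, by 32, highest other 32). A count takes no account of where its genes lie. Of those 19 genes, 18 lay in the triplicated segment. Without the animal labelled Eup274 the counts were seldom reached in cortex (36, by 1, highest other 12), hippocampus (66, by 1, highest other 21) and cerebellum (75, by 1, highest other 30). That animal was left out for its level over MMU16 genes that are among those counted, so these shares are no separate test. Groupings that call several times the real count, as at E15.5 in Ts1Cje and Dp(16)1/Yey, point to a structure of the samples apart from the genotype. Where that is so, a seldom reached count does not by itself tie the genes to the genotype.

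For MDGs, the counts seldom reached were those of Ts65Dn cortex (313, reached by 1, highest other 311) and cerebellum (339, by 4, highest other 484) and of Ts1Cje hippocampus (245, by 2, highest other 250). Chance is not excluded for them, since no correction was made for the number of counts and some were exceeded by another grouping. It was not excluded at E15.5 in Ts1Cje (74, by 22, highest other 348), Ts65Dn (185, by 14, highest other 358) and Dp(16)1/Yey (417, by 22, highest other 5119), in cortex of Ts1Cje (272, by 50, highest other 2061) and Dp(16)1/Yey (386, by 28, highest other 636), in hippocampus of Ts65Dn (576, by 9, highest other 831) and Dp(16)1/Yey (380, by 6, highest other 566), or in cerebellum of Ts1Cje (412, by 6, highest other 515) and Dp(16)1/Yey (380, by 33, highest other 1061).

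For genes whose effect differs between models, the count between Ts1Cje and Ts65Dn was seldom reached at E15.5 (14, reached by 3, highest other 261), in cortex (9, by 1, highest other 3), hippocampus (10, by 2, highest other 13) and cerebellum (33, by 1, highest other 12). Between Ts1Cje and Dp(16)1/Yey it was reached by more groupings at E15.5 (2, by 6, highest other 6240) and seldom reached in cortex (2, by 3, highest other 3), hippocampus (4, by 2, highest other 8) and cerebellum (3, by 1, highest other 1). Between Ts65Dn and Dp(16)1/Yey the count was seldom reached at E15.5 (2, by 4, highest other 6482), in cortex (3, by 2, highest other 306) and hippocampus (6, by 1, highest other 3), and not so in cerebellum (2, by 7, highest other 93). Between regions of Ts1Cje the count was seldom reached for cortex and cerebellum (16, by 2, highest other 46) and for hippocampus and cerebellum (9, by 1, highest other 1). In Dp(16)1/Yey it was not so for cortex and cerebellum (1, by 17, highest other 5). These shares carry no correction for the number of counts either, so none of them excludes chance. The high counts called by some groupings of embryos point to the same structure of the samples.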
